# A growth factor–expressing macrophage subpopulation orchestrates regenerative inflammation via GDF-15

**DOI:** 10.1084/jem.20210420

**Published:** 2021-11-30

**Authors:** Andreas Patsalos, Laszlo Halasz, Miguel A. Medina-Serpas, Wilhelm K. Berger, Bence Daniel, Petros Tzerpos, Máté Kiss, Gergely Nagy, Cornelius Fischer, Zoltan Simandi, Tamas Varga, Laszlo Nagy

## Abstract

Muscle regeneration is the result of the concerted action of multiple cell types driven by the temporarily controlled phenotype switches of infiltrating monocyte–derived macrophages. Pro-inflammatory macrophages transition into a phenotype that drives tissue repair through the production of effectors such as growth factors. This orchestrated sequence of regenerative inflammatory events, which we termed regeneration-promoting program (RPP), is essential for proper repair. However, it is not well understood how specialized repair-macrophage identity develops in the RPP at the transcriptional level and how induced macrophage–derived factors coordinate tissue repair. Gene expression kinetics–based clustering of blood circulating Ly6C^high^, infiltrating inflammatory Ly6C^high^, and reparative Ly6C^low^ macrophages, isolated from injured muscle, identified the TGF-β superfamily member, GDF-15, as a component of the RPP. Myeloid GDF-15 is required for proper muscle regeneration following acute sterile injury, as revealed by gain- and loss-of-function studies. Mechanistically, GDF-15 acts both on proliferating myoblasts and on muscle-infiltrating myeloid cells. Epigenomic analyses of upstream regulators of *Gdf15* expression identified that it is under the control of nuclear receptors RXR/PPARγ. Finally, immune single-cell RNA-seq profiling revealed that *Gdf15* is coexpressed with other known muscle regeneration–associated growth factors, and their expression is limited to a unique subpopulation of repair-type macrophages (growth factor–expressing macrophages [GFEMs]).

## Introduction

Tissues frequently undergo acute damage during an organism’s lifetime. To maintain the body’s integrity and homeostasis, it is critically important to achieve complete regeneration. In highly regenerative tissues such as skeletal muscle, a straightforward sensory-effectors paradigm is applied whereby organ injury induces changes detectable by distinct cell types. These changes lead to activation of effector mechanisms promoting expansion and differentiation of a quiescent population of tissue-specific stem cell–like progenitors. Strikingly, the immune system appears to have key roles in this process both as a sensor and as an effector (Arnold et al., 2007; Yona et al., 2013; Chazaud, 2014; Okabe and Medzhitov, 2014; Wang et al., 2014), which amounts to regenerative immune response. Dysregulated injury-induced immune response has been shown to impair regeneration in several tissues such as the liver, central nervous system, or skeletal muscle (Rapalino et al., 1998; Duffield et al., 2005; Laflamme and Murry, 2011; Chazaud, 2014). Importantly, immune cells, and in particular, monocyte-derived macrophages (MFs), have a dual role during damage and regeneration (Tidball, 2017; Chazaud, 2020). First, these cells sense and react to the injury, remove necrotic debris, and then transition to initiate restoration of tissue integrity as effectors via promoting resolution of inflammation and repair mechanisms acting on both the infiltrating immune cell population and the regenerating stem cell pool. The widely accepted paradigm about the two main MF populations posits that the initially appearing lymphocyte antigen 6 complex (Ly6C)^high^ MFs are inflammatory, while Ly6C^low^ MFs are repairing in cellular character (Varga et al., 2013; Varga et al., 2016a). During the regeneration phase, Ly6C^low^ repair MFs secrete cytokines and growth factors such as insulin-like growth factor 1 (IGF-1), GDF-3, IL-10, and TGF-β that act in a paracrine and/or autocrine manner and can contribute to the repair cell milieu (Fadok et al., 1998; Lu et al., 2011; Deng et al., 2012; Tonkin et al., 2015; Varga et al., 2016b). It is assumed that during this latter phase, the regenerative immune response regulates the activation of tissue progenitor cell populations to support cellular growth and differentiation. It is also likely that the microenvironment and reciprocal inter-cellular interactions mediated by local autocrine and paracrine mechanisms are driving the inflammatory-to-repair phenotypic switch (Patsalos et al., 2017). Our understanding is still incomplete on how MFs change their phenotype, employ sensory and regulatory mechanisms, and use effector functions to serve such complex reparatory roles. This is particularly important because the proper signaling between the participating cell types ensures the precisely timed progression of repair while avoiding asynchrony, which can lead to delay, fibrosis, and chronic inflammation (Tidball and Villalta, 2010; Dadgar et al., 2014). We sought to identify novel integrated sensory, regulatory, and effector mechanisms and transcriptional programs equipping the relevant MF subpopulations with the capacity to contribute to the timed progression of repair.

Here, we used the cardiotoxin (CTX)-induced skeletal muscle injury model, which is a highly reproducible in vivo model of sterile physiological inflammation (Hardy et al., 2016), to carry out an unbiased transcriptomic analysis of the circulating monocytes and the derived dynamically changing infiltrating MF subpopulations involved in regeneration. This integrated time course–based profiling revealed several transient, and remarkably, some sustained transcriptional programs during the monocyte to inflammatory and then to repair the MF continuum of cellular phenotypes. We identified growth/differentiation factor-15 (GDF-15; Bootcov et al., 1997; Lawton et al., 1997), a secreted growth factor, and a divergent member of the TGF-β superfamily. GDF-15 is being induced and then steadily and continuously up-regulated, reaching its highest level of expression in the repair MF populations within injured muscles. Importantly, mice with a hematopoietic deletion of *Gdf15* showed a pronounced delay in skeletal muscle regeneration and delayed the inflammatory to repair subtype conversion of MFs. In addition, we found that peroxisome proliferator–activated receptor γ (PPARγ) and retinoid X receptor α (RXRα) regulated the expression of *Gdf15* at the transcriptional level in repair MFs. Myeloid RXR deficiency impaired muscle regeneration, and recombinant GDF-15 could enhance the proliferation of primary myogenic precursor cells in in vitro cultures and increase the expression of antigen-presenting molecules in repair MFs in vivo*.* In summary, our data reveal a novel integrated pathway in repair MFs with sensory, gene regulatory, and effector components that includes the RXR–PPARγ–GDF-15 regulatory axis that ensures the timely onset and progression of regenerative inflammation during skeletal muscle regeneration. This finding was further corroborated and refined by single-cell RNA sequencing (scRNA-seq) data revealing a novel and functionally distinct growth factor–expressing MF (GFEM) subtype within the regenerating cell milieu, marked by growth factors GDF-15, IGF-1, and GDF-3. These data identify the cellular source and support a role for GDF-15 as a local, autocrine, and paracrine signal that participates in sustained transcriptional regeneration-promoting programs (RPPs) in repair MFs during tissue injury.

## Results

### The dynamically changing transcriptional landscape during in situ monocyte to inflammatory and repair MF transition

To provide an unbiased and robust foundation for our study, we systematically profiled the in situ differentiation of circulating blood monocytes to inflammatory Ly6C^high^ and then to repair-Ly6C^low^ MFs during sterile inflammation and muscle regeneration with the goal of identifying distinct transcriptional patterns across these two transitions (Fig. 1 A; reviewed recently by Chazaud, 2020; Patsalos et al., 2021). In this model, sterile inflammation is caused by a single intramuscular CTX injection, which in turn triggers severe muscle fiber death. The inflammation is accompanied by a rapid and robust infiltration of neutrophils and circulating monocytes, and the generation of MF subpopulations in the regenerating muscle comprising first Ly6C^high^ EGF-like module-containing mucin-like hormone receptor-like 1 (F4/80)^low^ and then Ly6C^low^ F4/80^high^ subsets (Varga et al., 2013; Varga et al., 2016a), which exhibit a dynamic transition in cellular phenotypes (Fig. S1). 

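RNA-seq covered 5 sorted populations of the cardiotoxin (CTX) model, in which a snake toxin injected into the tibialis anterior muscle of C57BL/6J mice destroys muscle fibers and draws in myeloid cells. These were Ly6C high blood monocytes from uninjured mice (n = 3 libraries), Ly6C high MFs from muscle at day 1 (n = 3) and day 2 (n = 3) after injury, and Ly6C low MFs at day 2 (n = 3) and day 4 (n = 4), giving 16 libraries. All monocyte libraries carried the label female and all muscle MF libraries the label male, so sex and blood origin could not be told apart. The titles of day 4 replicates 3 and 4 lacked the mark of a re-analysis that the titles of all other libraries carried. The authors aligned single-end reads to GRCm38 with STAR, quantified genes with Salmon, and deposited expected counts for 45706 genes, without normalization, beside TPM for the same genes. Of the expected counts, between 12.9% and 17.5% per library were not whole numbers, and all were rounded. Counts per library summed to between 9909905 and 20821095, with medians of 17381981 in monocytes, 10426366 in day 1 Ly6C high, 13379454 in day 2 Ly6C high, 15744335 in day 2 Ly6C low, and 18253595 in day 4 Ly6C low MFs. At these depths, 3 counts, taken as the floor, corresponded to between 0.15 and 0.341 CPM. Protein-coding genes with at least 10 CPM in at least 1 library were tested, 9315 genes in all. CPM values and log2 fold changes used edgeR's TMM normalization, whose factors lay between 1.175 and 1.189 in monocytes and between 0.873 and 0.997 in muscle MFs. All 16 libraries were fitted together with 1 coefficient per population, and a gene was called DE at an adjusted p under 0.05 and a fold change of at least 1.5. For a single gene, an exact permutation test could not go below a two-sided p of 0.10 with 3 libraries against 3, or 0.057 with 3 against 4. The spread of counts between replicates exceeded counting noise, with a chi-square per degree of freedom of 3.98 to 14.2 in most pairs of replicates. Between day 4 replicates 1 or 2 and day 4 replicates 3 or 4 it was 48.8 to 57.7, and 854 of 8392 genes were DE between these pairs. Results for day 4 are therefore given with all 4 libraries and, for the main ones, with each pair alone.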

The robust accumulation of these MFs enabled us to profile these cellular subsets by RNA-seq and extend the gene expression profiles, and analysis of the muscle-infiltrating MFs we obtained previously using microarrays, and CX3CR1 (instead of F4/80) as a marker for infiltrating MFs (Varga et al., 2016a; Varga et al., 2016b). More recent studies by others (Arnold et al., 2015; Jin et al., 2018; Panduro et al., 2018; Iavarone et al., 2020) used a similar gating strategy (Fig. S1) but only for single time points (i.e., day 4 or 5 after CTX injury) or by using different specialized markers like MGL1, CD64, MerTK, and MHCII that characterize only certain aspects of the functional spectrum of infiltrating MFs. The CTX model uses a standard time course (days 1, 2, and 4 after injury) based on convention and experience. 

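Transcripts of the surface markers used for sorting were measured in the same libraries, and their levels are means ± SD over libraries. *Ly6c2* (ENSMUSG00000022584, chromosome 15, 75108158 to 75111970) stood at 1431 ± 68.1 CPM in blood monocytes (n = 3), 253 ± 54.2 CPM in day 1 Ly6C high MFs (n = 3), and 373 ± 22.5 CPM in day 2 Ly6C high MFs (n = 3). Its level was 13.9 ± 1.57 CPM in day 2 Ly6C low MFs (n = 3) and 7.88 ± 2.01 CPM in day 4 Ly6C low MFs (n = 4). From monocytes to day 4 Ly6C low MFs it fell by 7.52 on the log2 scale (SE 0.19, adjusted p = 4.58e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the log2 fold change was -7.29 with only day 4 replicates 1 and 2 and -7.79 with only replicates 3 and 4. *Ly6c1* (ENSMUSG00000079018, chromosome 15, 75044018 to 75048830), a paralog on the same chromosome with which the authors' quantification could have shared reads, fell by 6.30 (SE 0.30, adjusted p = 1.22e-11 from the same test). *Adgre1* (ENSMUSG00000004730, chromosome 17, 57358691 to 57483527) rose from 241 ± 2.96 CPM in monocytes to 554 ± 57.6 CPM in day 1 Ly6C high MFs and 1360 ± 189 CPM in day 4 Ly6C low MFs, a log2 fold change of 2.50 over monocytes (SE 0.11, adjusted p = 2.25e-12). With the same pairs of day 4 libraries, this change was 2.65 and 2.31. *Ptprc* (ENSMUSG00000026395, chromosome 1, 138062861 to 138175708) fell from 1684 ± 17.3 CPM in monocytes to 253 ± 36.8 CPM in day 2 Ly6C low MFs and stood at 811 ± 123 CPM in day 4 Ly6C low MFs. *H2-Eb1* (ENSMUSG00000060586, chromosome 17, 34305867 to 34316674), whose reads the quantification could have shared with other MHC class II genes, was at 55.3 ± 29.3 CPM in monocytes, 476 ± 29.5 CPM in day 2 Ly6C high MFs, 102 ± 14.1 CPM in day 2 Ly6C low MFs, and 1375 ± 198 CPM in day 4 Ly6C low MFs. *Ly6g* (ENSMUSG00000022582, chromosome 15, 75155240 to 75159126) had at most 5 counts in any library, failed the filter, and was not tested. All 4 tested markers differed between monocytes and day 4 Ly6C low MFs at an adjusted p under 0.05, whether adjusted over all 9315 genes or over these markers alone, and for each of them the libraries of these populations did not overlap (exact permutation test, two-sided p = 0.057, the smallest that 3 libraries against 4 allow).

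**Figure D1:**
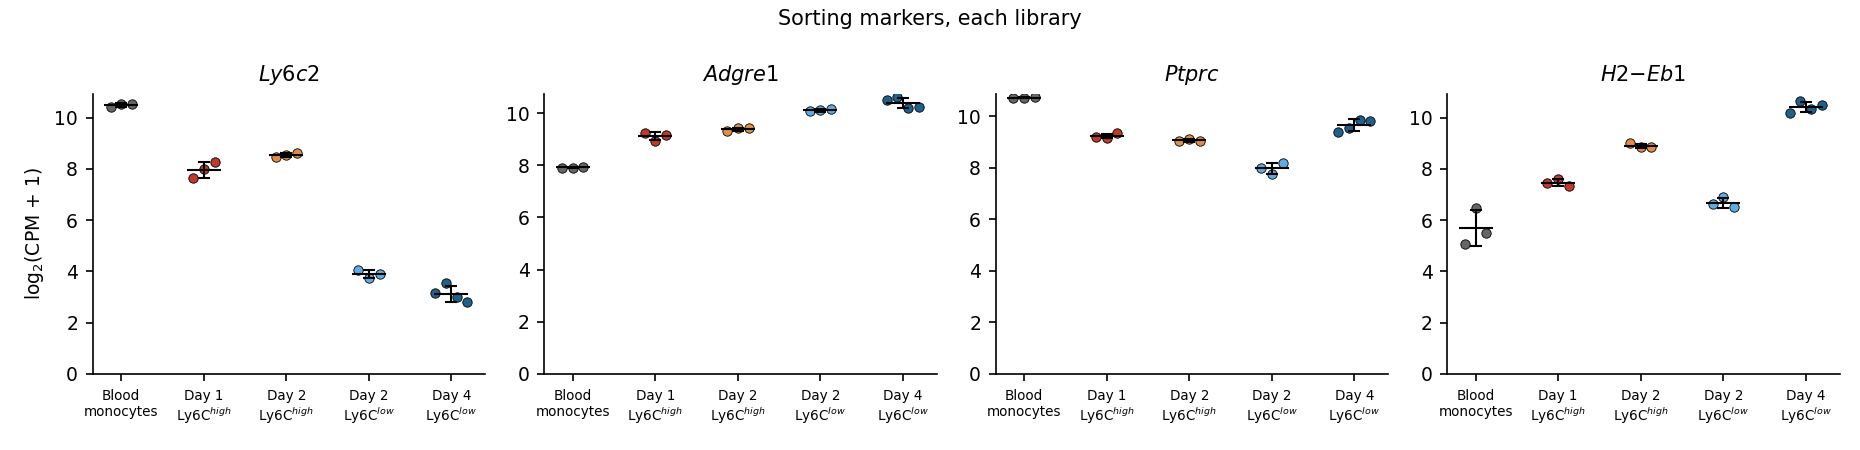
Levels of *Ly6c2*, *Adgre1*, *Ptprc*, and *H2-Eb1* in each library on the scale of log2(CPM + 1), by population, where points are libraries (3 per population, 4 at day 4) and bars are means ± SD. *Ly6c2* drops between the Ly6C high and the Ly6C low populations.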

Circulating monocytes were sorted (purity >98%) according to their CD11b, Ly6G, Ly6C, and MHCII (*H2-Eb1*) expression (Fig. S1 A) and muscle-infiltrating MFs according to CD45 (*Ptprc*), Ly6C, Ly6G, and F4/80 (*Adgre1*) expression at days 1, 2, and 4 after CTX injury (Fig. S1, B–D). mRNA expression of these markers validates the purity and effectiveness of the sorting and gating strategy (Fig. S1 E). Results obtained previously by our laboratory (Varga et al., 2016a; Varga et al., 2016b; Patsalos et al., 2017; Giannakis et al., 2019) and others (Arnold et al., 2007; Mounier et al., 2013; Panduro et al., 2018) show that inflammation and in particular the numbers of Ly6C^high^ and Ly6C^low^ MFs in regenerating muscle significantly decline after day 4 after injury (Giannakis et al., 2019). During regeneration, the initial Ly6C^high^ F4/80^low^ MF population (Fig. S1 B) rapidly disappears and gets replaced by a population of Ly6C^low^ F4/80^high^ MFs starting at day 2 after injury (Fig. S1 C), whereas the neutrophil infiltration is cleared. 4 d after muscle injury, at a stage that is characterized by active muscle regeneration, the Ly6C^high^ population has almost completely transitioned to a well-defined Ly6C^low^ repair phenotype (Fig. S1 D).

**Figure 1.**
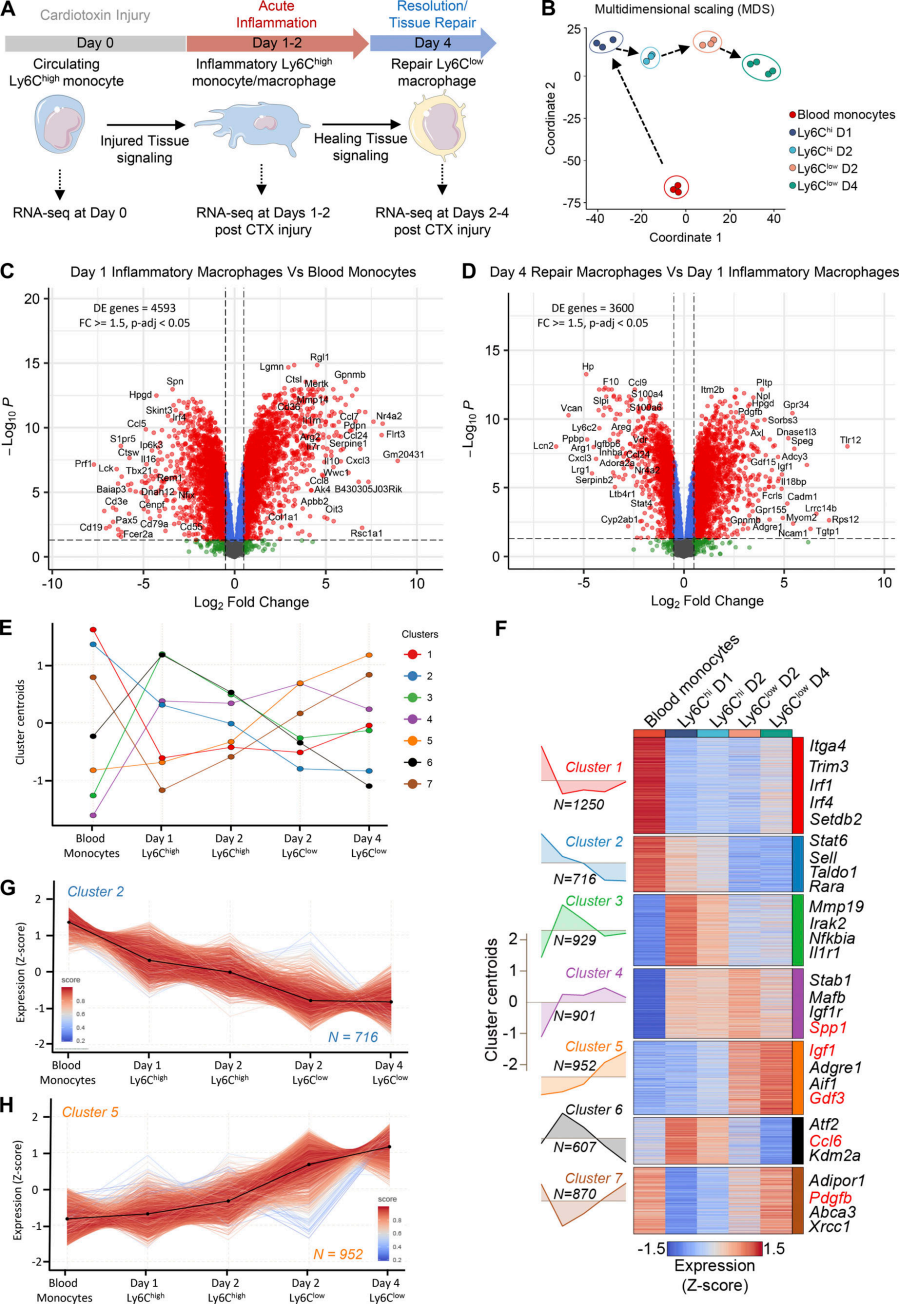
**Transcriptional changes during in situ monocyte to inflammatory and repair MF phenotype transition.** **(A)** Experimental design overview. Experimental setup used to study transcriptional dynamics in WT circulating monocytes and muscle-infiltrating MFs. Cell suspensions were collected from either blood or injured TA muscles, FACS-sorted at indicated time points after CTX injury (gating strategy is shown in Fig. S1, A–D), and subjected to RNA-seq (*n* = 3 or 4 samples per population), followed by downstream analyses. **(B)** Multidimensional scaling plot on normalized mRNA expression values of blood monocytes, Ly6C^high^, and Ly6C^low^ muscle-infiltrating MFs reflecting the overall relationship between datasets. Arrows indicates the developmental trajectory during the injury and regeneration time course. **(C)** Differential gene expression (assessed by RNA-seq) between sorted inflammatory day 1 Ly6C^high^ MFs versus blood monocytes (*n* = 3 biological replicates per group). Gating strategy for the MF subsets isolation is shown in Fig. S1, A and B. A volcano plot (log_2_ FC versus negative log of P value) was used to visualize statistically significant gene expression changes (fold ≥1.5 and adjusted P value <0.05). Statistically significant difference was considered FDR <0.05 from GLM test. Representative top regulated genes are labeled. The number of DE genes is indicated in the upper left corner. **(D)** Differential gene expression (assessed by RNA-seq) between reparatory day 4 Ly6C^low^ versus inflammatory day 1 Ly6C^high^ sorted MF populations (*n* = 3 or 4 biological replicates per group). Gating strategy for the MF subsets isolation is shown in Fig. S1, B and D. A volcano plot (log_2_ FC versus negative log of P value) was used to visualize statistically significant gene expression changes (fold ≥1.5 and adjusted P value <0.05). Statistically significant difference was considered FDR <0.05 from GLM test. Representative top regulated genes are labeled. The number of DE genes is indicated in the upper left corner. **(E)** Line plot showing the dynamics of gene expression and cluster centroids identified by *k-means* in sorted blood monocytes and muscle-infiltrating MFs after CTX injury. **(F)** Heatmap representation of seven defined clusters with differential gene expression (scaled expression; row Z-score) dynamics in blood monocytes and muscle-infiltrating MF populations. Area plots (left) show the overall gene expression dynamics of the clusters (visualized in relation to cluster centroids). The heatmap illustrates all the genes per cluster with representative genes (with high membership scores) for each cluster shown on the right side. Highlighted in red are the genes that translate to secreted proteins as defined in the VerSeDa. **(G and H)** Line plots showing the dynamics of all genes (expression Z-score) within clusters 2 (G) and 5 (H). Centroids are represented with black lines. Color density shows the correlation of a given gene with its centroid. The number of genes within each cluster is shown in the bottom right corner. D, day.

**Figure S1.**
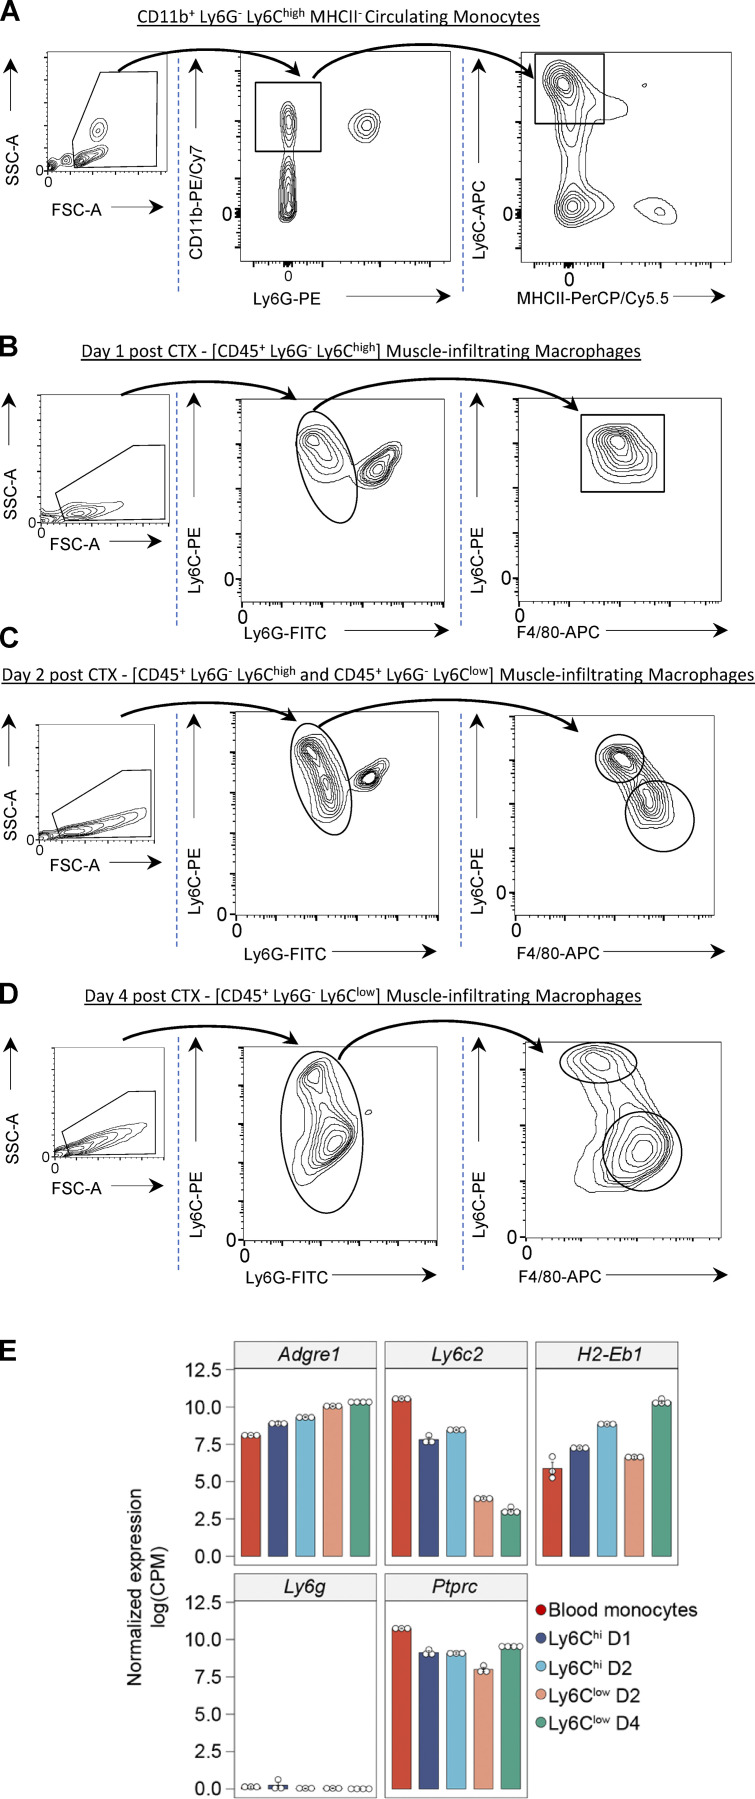
**Circulating monocytes and muscle-infiltrating MFs sorting/gating strategy. (A**) FACS gating strategy for the analysis and sorting of circulating monocytes. Leukocytes were CD45^+^-purified by magnetic bead selection and gated on forward scatter (FSC)/side scatter (SSC) to discriminate live cells, and then markers for CD11b, Ly6G, Ly6C, and MHCII were used to isolate them. x and y axis numbers indicate the fluorescence intensity (on the log_10_ scale) of the indicated fluorescent-labeled antibodies for all the plotted events. FSC and SSC axes are shown in arbitrary linear scale of increasing intensity signal. **(B–D)** FACS gating strategy for the analysis and sorting of MF subsets from CTX-injured muscles at days 1 (B), 2 (C), and 4 (D). Leukocytes were CD45^+^-purified by magnetic bead selection and gated on FSC/SSC to discriminate live cells, and then markers for Ly6G, F4/80, and Ly6C were used to isolate them. x and y axis numbers indicate the fluorescence intensity (on the log_10_ scale) of the indicated fluorescent-labeled antibodies for all the plotted events. FSC and SSC axes are shown in arbitrary linear scale of increasing intensity signal. **(E)** *Adgre1* (*F4/80*), *Ly6c2*, *H2-Eb1* (*MHCII*), *Ly6g*, and *Ptprc* (*CD45*) normalized gene expression (in log_2_[CPM]) in the RNA-seq datasets from sorted MF populations validates the FACS gating and sorting strategy. PE, phycoerythrin; PE/Cy7, PE-Cyanine7; PerCP/Cy5.5, peridinin-chlorophyll-protein complex–Cyanine5.5; APC, allophycocyanin.

Principal component analysis revealed that muscle MFs formed well-circumscribed groups, ranked according to their (1) specific sorting markers (Ly6C high/low status) and (2) day of isolation (Fig. 1 B). 

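On the log2 CPM of the 9315 tested genes, the first principal component carried 56.2% of the variance and the second 28.2%. Blood monocytes had a mean score of -118.6 on the first component, against 17.5 to 40.3 for the 4 muscle MF populations. Along the second component, the mean scores ran from 60.4 in day 1 Ly6C high MFs through 33.3 in day 2 Ly6C high and -17.9 in day 2 Ly6C low to -52.5 in day 4 Ly6C low MFs. Day 4 replicates 1 and 2 had scores of -56.8 and -57.7 on the second component, and day 4 replicates 3 and 4 had scores of -48.7 and -46.7. With 1 minus the Spearman correlation across genes as the distance between 2 libraries, the mean distance between libraries of different populations was 13.8 times the mean distance within populations. None of 100000 random relabellings of the 16 libraries reached this ratio (permutation test, one-sided p = 1e-05, the smallest these relabellings can give). The alternative that moved the ratio most was the Euclidean distance, with 3.63 and the same p. With each replicate number left out in turn, the ratio stayed between 12.1 and 16.4.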

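Mean Spearman distances between libraries were 0.0246 between day 1 and day 2 Ly6C high MFs (range 0.0204 to 0.03 over 9 pairs of libraries) and 0.0768 between day 2 and day 4 Ly6C low MFs (range 0.0705 to 0.0857 over 12 pairs). At day 2, Ly6C high and Ly6C low MFs lay 0.0662 apart (range 0.0596 to 0.0744 over 9 pairs). Blood monocytes were at mean distances of 0.212 from day 2 Ly6C high, 0.242 from day 1 Ly6C high, 0.248 from day 4 Ly6C low, and 0.283 from day 2 Ly6C low MFs. Within populations, the mean distance was 0.0056 in day 1 Ly6C high, 0.0057 in day 2 Ly6C high, 0.0074 in day 2 Ly6C low MFs, and 0.0078 in monocytes. It was 0.0192 in day 4 Ly6C low MFs, where the largest distance, 0.0284, exceeded the smallest between day 1 and day 2 Ly6C high libraries.

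**Figure D2:**
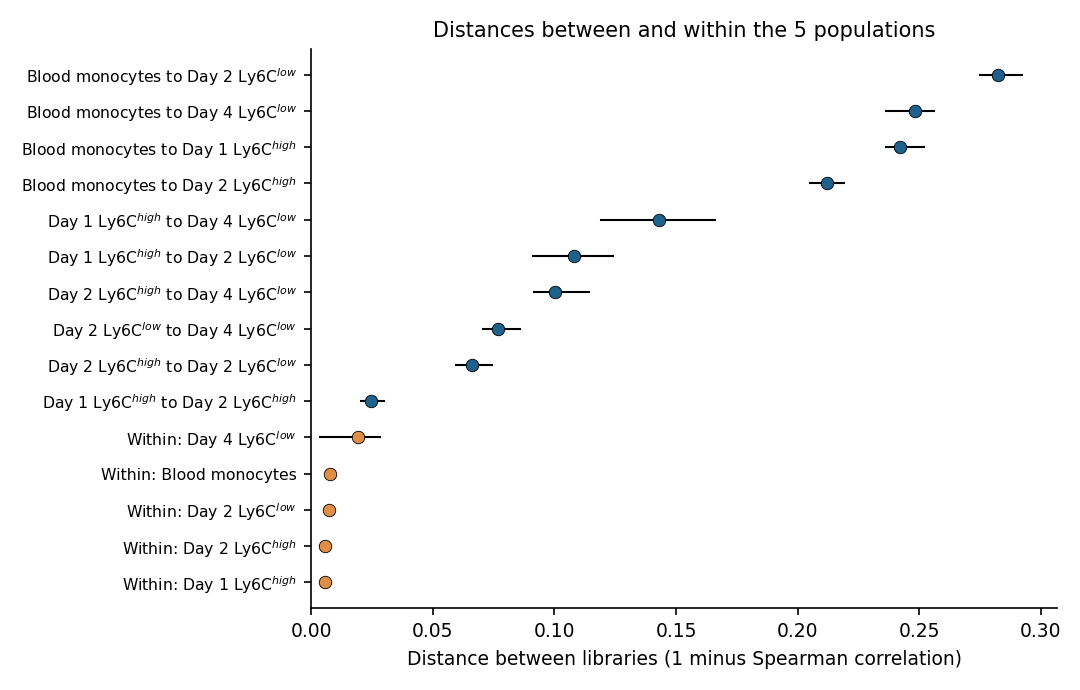
Distance between libraries (1 minus the Spearman correlation of log2 CPM across genes) between and within the populations, where points are means over pairs of libraries and lines run from the smallest to the largest. Distances to blood monocytes are all above 0.2, and those within populations below 0.03.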

Day 1 and 2 Ly6C^high^ MFs clustered closer, whereas day 2 and 4 Ly6C^low^ MFs, as well as circulating monocytes, clustered farther apart, corresponding to the proinflammatory phase (days 1–2 after injury), the resolving/repair phase (day 4 after injury) of muscle regeneration, and steady-state (day 0), respectively (Fig. 1 B and Fig. S2 A). 

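With complete linkage on Spearman distances, the 16 libraries fell into 5 groups that were the 5 populations. Day 1 and day 2 Ly6C high MFs joined first, and day 2 and day 4 Ly6C low MFs joined next. All muscle MFs came together at a height of 0.166, and monocytes joined them last, at 0.292. Average linkage joined the populations in the same order, the last 2 at heights of 0.107 and 0.247, but dividing that tree into 5 groups did not give the 5 populations.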

Importantly, hierarchical clustering analysis is compatible with the notion that the sorted immune cell lineages may be viewed and interpreted as a hierarchical continuum of cell states (Fig. 1 B and Fig. S2 B), starting with infiltrating circulating monocytes, and ending with repair-type MFs. The comparison between circulating monocytes and Ly6C^high^ and Ly6C^low^ MF subsets at each time point yielded robust changes (Fig. 1, C and D). More specifically, volcano plots of gene expression changes between MF subsets indicate that most of the transcriptional changes occurred (1) between day 0 and day 1 (Fig. 1 C), which corresponds to the maturation from circulating monocytes to Ly6C^high^ infiltrating inflammatory MFs, and (2) between day 1 and day 4 transition from Ly6C^high^ inflammatory to Ly6C^low^ repair MFs (Fig. 1 D; 4,593 and 3,600 differentially expressed [DE] protein-coding genes, respectively), further underscoring that these are the major transitions in the hierarchical continuum of phenotypes (corrected P value < 0.05 and fold change [FC] ≥ 1.5; Table S1). 

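From blood monocytes to day 1 Ly6C high MFs, 5134 of the 9315 tested genes were DE (by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 2487 higher and 2647 lower. For 7768 genes (83.4%) the libraries of these populations did not overlap, against 10% by chance. From day 1 Ly6C high to day 4 Ly6C low MFs, 4281 genes were DE, 2328 higher and 1953 lower, and 6609 genes (71.0%) did not overlap, against 5.7% by chance. The median size of the change among DE genes was 1.26 on the log2 scale in the first transition and 1.07 in the second. With only day 4 replicates 1 and 2, 4679 genes were DE in the second transition, and with only replicates 3 and 4, 4063 genes. As a ratio, the first count moved most with a required log2 fold change of at least 1, which left 3324 genes, and 2356 in the second transition. The direction of the first transition depended on the normalization, as 48.4% of its DE genes were higher with TMM factors and 29.4% (1672 of 5686) without normalization factors. A total of 3014 genes were DE in both transitions, of which 1163 rose and then fell, 1317 fell and then rose, 362 rose at both, and 172 fell at both. The highest log2 fold changes at day 1 belonged to *Ddx3y* (ENSMUSG00000069045, chromosome Y, 1260771 to 1286629) and *Eif2s3y* (ENSMUSG00000069049, chromosome Y, 1010543 to 1028847), at no counts in the monocyte libraries, which were labelled female, and at least 648-fold and 412-fold higher in day 1 MFs, labelled male. *Gm20431* (ENSMUSG00000089739, chromosome 2, 167607850 to 167661496), which overlaps *Tmem189* and *Ube2v1*, was at least 412-fold higher. *Prf1* (ENSMUSG00000037202, chromosome 10, 61297833 to 61304680) and *Gimap3* (ENSMUSG00000039264, chromosome 6, 48764464 to 48770851) fell by at least 62.4-fold and 35.2-fold against the floor of 3 counts. *Gimap3* was not DE under DESeq2's Wald test (adjusted p = 0.0741, against 5.08e-09 to 0.0741 over all alternatives). In the second transition, *Tlr12* (ENSMUSG00000062545, chromosome 4, 128615443 to 128618619), *Vipr1* (ENSMUSG00000032528, chromosome 9, 121642716 to 121672954), and *Speg* (ENSMUSG00000026207, chromosome 1, 75375297 to 75432320) rose most, by at least 100-fold, 61.0-fold, and 41.7-fold over day 1 MFs at the floor. *Lcn2* (ENSMUSG00000026822, chromosome 2, 32384633 to 32388252) fell by at least 96.5-fold, *Vcan* (ENSMUSG00000021614, chromosome 13, 89655312 to 89742509) fell by 8.52 on the log2 scale (SE 0.22, adjusted p = 3.58e-14), and *Hp* (ENSMUSG00000031722, chromosome 8, 109575128 to 109579172) fell by 7.05 (SE 0.13, adjusted p = 2.43e-15), both p from the same test.

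**Figure D3:**
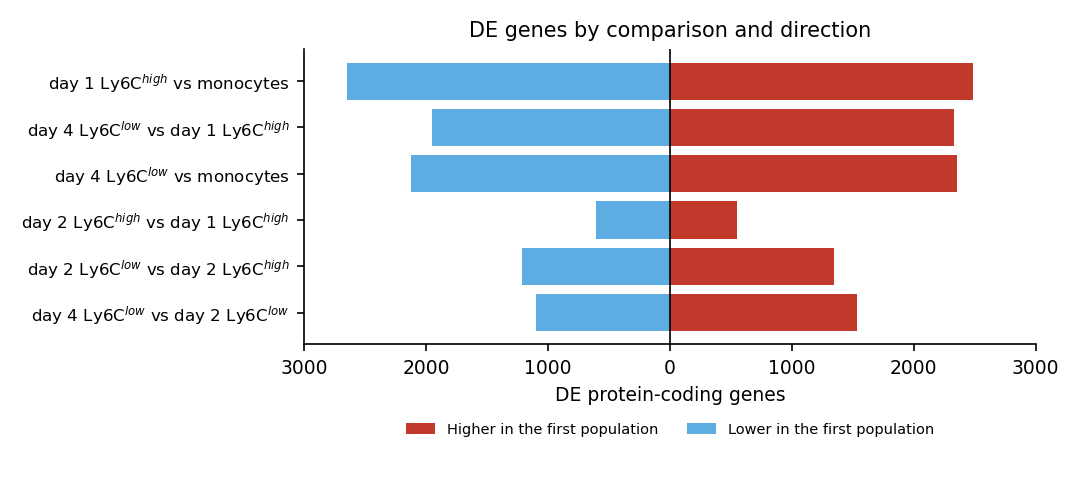
DE protein-coding genes in 6 comparisons of populations, where bars to the right count genes higher in the first-named population and bars to the left genes lower in it. Day 1 MFs against monocytes give the most DE genes, and day 2 against day 1 Ly6C high MFs the fewest.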

A series of inflammatory molecules (i.e., *Spp1*, *Ptgs2*, *Il10*), or ones associated with promoting myogenesis, such as *Igf1*, are among the top DE genes and show increased expression as regeneration proceeds (Table S1; Bondesen et al., 2004; Uaesoontrachoon et al., 2013; Tonkin et al., 2015; Capote et al., 2016). However, our analysis in Fig. 1 is primarily focused on showing the magnitude and the quantitative and dynamic features of gene expression changes taking place in an unbiased manner, agnostic of gene function. These data (1) confirm that circulating monocytes and inflammatory Ly6C^high^ and repair Ly6C^low^ MFs are clearly different myeloid subsets (validating previous studies using microarrays; Varga et al., 2016b); (2) they represent the extremes of a full spectrum of MF activation states; and (3) they underwent large transcriptomic changes during the time course of sterile physiological inflammation, and particularly during the phenotypic transitions at days 1 and 4 after injury (Fig. 1, C and D).

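*Spp1* (ENSMUSG00000029304, chromosome 5, 104435118 to 104441050) rose from 10.2 ± 7.45 CPM in blood monocytes to 6045 ± 994 CPM in day 1 Ly6C high MFs (SD, n = 3 each), a log2 fold change of 9.23 (SE 0.43, adjusted p = 9.16e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It then stood at 2347 ± 562 CPM in day 2 Ly6C high, 14180 ± 1128 CPM in day 2 Ly6C low, and 3300 ± 261 CPM in day 4 Ly6C low MFs (n = 4), and fell by 0.87 from day 1 to day 4 (SE 0.27, adjusted p = 0.00896 from the same test). *Ptgs2* (ENSMUSG00000032487, chromosome 1, 150100031 to 150108227) rose from 2.05 ± 0.479 CPM to 1324 ± 262 CPM at day 1, a log2 fold change of 9.33 (SE 0.26, adjusted p = 2.38e-14), and fell by 3.31 from there to day 4 (SE 0.17, adjusted p = 5.67e-11). *Il10* (ENSMUSG00000016529, chromosome 1, 131019845 to 131024974) rose from 0.137 ± 0.101 CPM to 22.6 ± 6.89 CPM at day 1, with 33.0 ± 8.98 CPM in day 2 Ly6C high, 11.0 ± 4.62 CPM in day 2 Ly6C low, and 29.1 ± 8.86 CPM in day 4 Ly6C low MFs. Its log2 fold change from day 1 to day 4, 0.37 (SE 0.28, adjusted p = 0.241), was within the spread between replicates. With only day 4 replicates 1 and 2 that change was -0.02 (adjusted p = 0.96), and with only replicates 3 and 4 it was 0.67 (adjusted p = 0.0364), against a range of 0.0364 to 0.96 over all alternatives for this gene. *Igf1* (ENSMUSG00000020053, chromosome 10, 87858265 to 87937042) was at 0.706 ± 0.137 CPM in monocytes and 9.86 ± 2.74 CPM in day 1 MFs, a log2 fold change of 3.81 (SE 0.25, adjusted p = 6.41e-10). It reached 13.9 ± 1.14 CPM in day 2 Ly6C high, 138 ± 14.2 CPM in day 2 Ly6C low, and 204 ± 25.3 CPM in day 4 Ly6C low MFs, a log2 fold change of 4.36 from day 1 to day 4 (SE 0.16, adjusted p = 2.11e-12). With the pairs of day 4 libraries this was 4.48 and 4.21. Of the alternatives, limma on log2(TPM + 1) moved the day 1 change of *Il10* most, from 7.25 to 4.29.

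**Figure D4:**
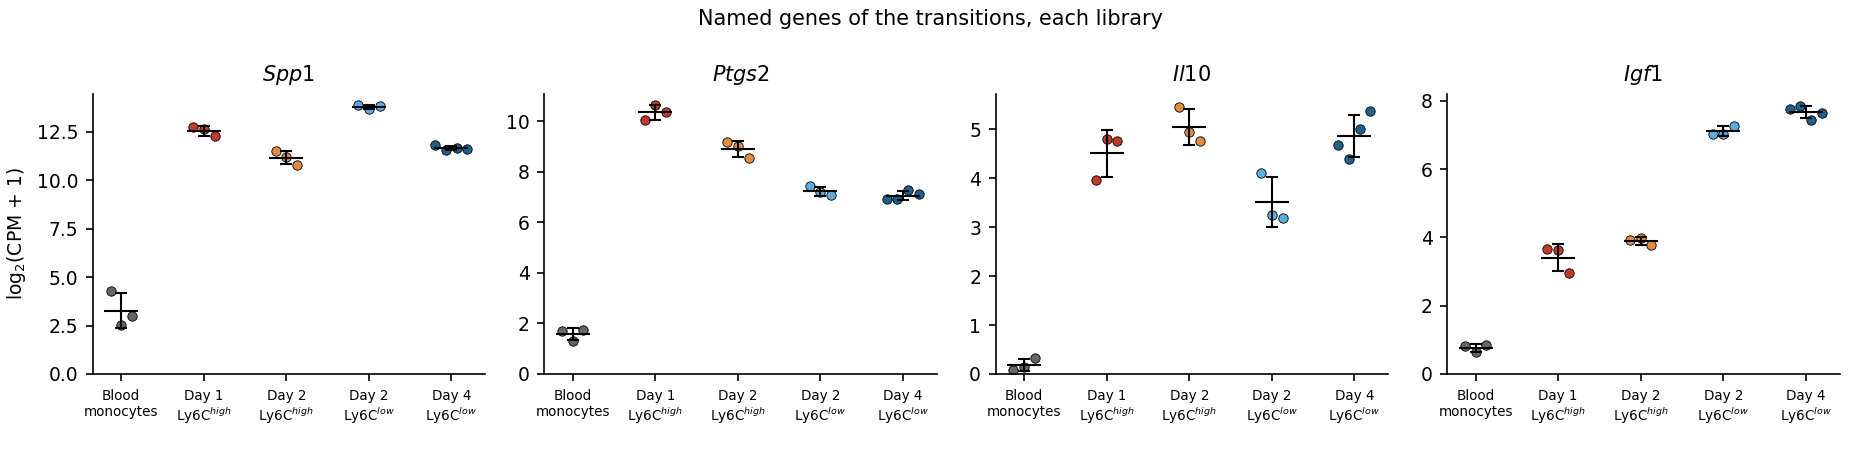
Levels of *Spp1*, *Ptgs2*, *Il10*, and *Igf1* in each library on the scale of log2(CPM + 1), by population, where points are libraries (3 per population, 4 at day 4) and bars are means ± SD. *Ptgs2* is highest at day 1, and *Igf1* in the Ly6C low populations.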

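The comparisons through day 2 gave smaller counts. Between day 1 and day 2 Ly6C high MFs, 1159 genes were DE (552 higher and 607 lower at day 2, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 5094 genes (54.7%) did not overlap, against 10% by chance. Without normalization factors, 931 were higher and 385 lower, so that the share of DE genes that were higher went from 47.6% to 70.7%. Between Ly6C high and Ly6C low MFs at day 2, 2561 genes were DE, 1348 higher and 1213 lower in Ly6C low MFs, and 6059 (65.0%) did not overlap, against 10% by chance. Libraries of these 2 populations share replicate numbers in their titles. The deviations of same-numbered libraries from their population means correlated across genes at a mean r of 0.101 (genes are not independent replicates). Deviations cancel out within a population, so the -0.051 for libraries with other numbers follows from that value and is no separate reference. With the replicate number as a block, 2585 genes were DE, among them 2551 of the 2561. From day 2 to day 4 Ly6C low MFs, 2638 genes were DE, 1535 higher and 1103 lower, and 5115 (54.9%) did not overlap, against 5.7% by chance. With only day 4 replicates 1 and 2 this count was 2652, and with only replicates 3 and 4 it was 2951. A difference of at least 4-fold was found for 14 genes up and 17 down between day 1 and day 2 Ly6C high MFs and for 791 up and 608 down between monocytes and day 1. From the separation of the populations and the counts of DE genes in the transitions to day 1 and day 4 MFs, the paper concludes that monocytes, inflammatory Ly6C high MFs, and repair Ly6C low MFs are distinct myeloid subsets at the ends of a spectrum of activation states, and that they changed strongly over the time course, above all in the transitions at days 1 and 4.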

**Figure S2.**
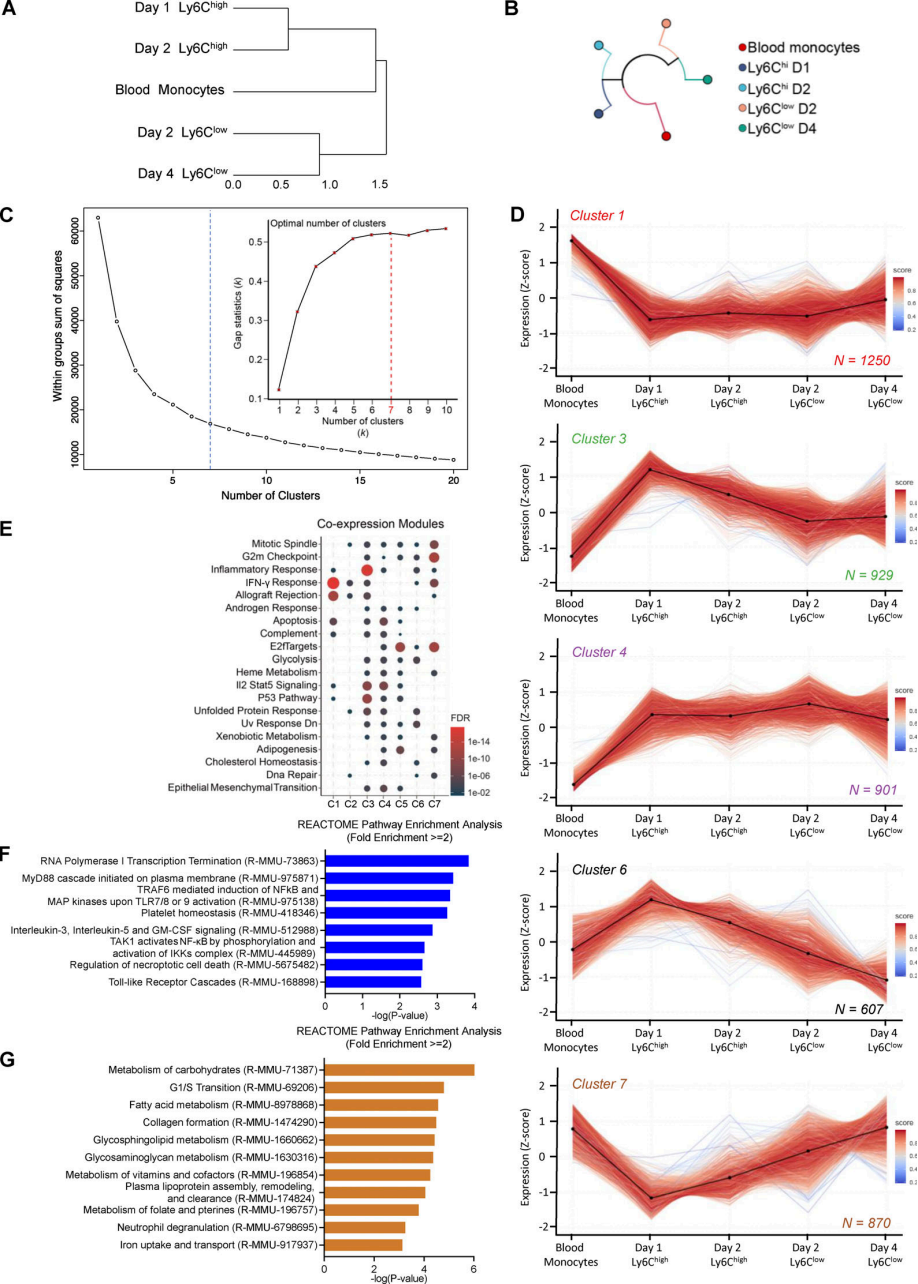
**Muscle-infiltrating MFs RNA-seq clustering (related to** **Fig. 1****). (A)** Hierarchical clustering with distance information on normalized mRNA expression values of blood monocytes, Ly6C^high^, and Ly6C^low^ muscle-infiltrating MFs reflecting the overall relationship between datasets. **(B)** Dendrogram using hierarchical clustering showing the relationship between RNA-seq datasets from blood monocytes, Ly6C^high^, and Ly6C^low^ muscle-infiltrating MFs. **(C)** Elbow-plot of the sum of squares between groups with increasing number of clusters used to determine the optimal number of clusters for *k-means* in the RNA-seq datasets from blood monocytes, Ly6C^high^, and Ly6C^low^ muscle-infiltrating MFs. The optimal number of clusters (*k* = 7) is indicated by the blue dotted line. Inset shows the results of applying the “gap statistic” method for estimating the number of clusters by comparing the change in within-cluster dispersion with that expected under an appropriate reference null distribution (the red dotted line indicates optimal number of clusters, *k* = 7). **(D)** Line plots showing the expression dynamics of all genes per cluster (row Z-score). Centroids are represented with black lines. Color density represents the correlation of a given gene with its centroid. Total number of genes within each cluster is indicated at the bottom right corner. **(E)** Co-expression signature modules detected in clusters 1 to 7 using a hypergeometric gene enrichment workflow (*hypeR* with FDR <0.05 and background population gene set at 25,000). **(F)** Gene enrichment analysis (REACTOME database) of the genes that are part of cluster 2. All terms shown have fold enrichment ≥2 and P value <0.001 (Fisher’s exact test with FDR correction). **(G)** Gene enrichment analysis (REACTOME database) of the genes that are part of cluster 5. All terms shown have fold enrichment ≥2 and P value <0.001 (Fisher’s exact test with FDR correction). C, cluster; D, day.

### Transient and steadily changing transcriptional programs in regenerative inflammation

Next, we sought to identify broad patterns and transitions among the transcriptional changes using clustering. Protein-coding genes were subjected to *k-means* clustering algorithm based on their centered and scaled average expression values (Fig. 1 E), using calculated optimal cluster number (*k* = 7) via gap statistics (Fig. S2 C). 

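Of the 6225 genes that Table S2 assigns to 7 clusters, 5964 were found in the deposited counts by symbol. K-means with 7 centers and 50 random starts on the centered and scaled mean log2 CPM of the 5 populations placed 60.9% of them in the matching cluster (adjusted Rand index 0.432). The alternative that moved this share most was log2(TPM + 1) from the deposited TPM, with 92.1% (adjusted Rand index 0.834). With only day 4 replicates 1 and 2 the share was 63.8%, and with only replicates 3 and 4 it was 67.9%. By cluster, the share ran from 44.9% in cluster 4 to 68.6% in cluster 7. Differences between clusters held 79.9% of the sum of squares with 7 centers, 77.9% with 6, and 81.6% with 8. A run started at the mean profiles that Table S2 gives, added after seeing the data, placed 84.15% of genes in the matching cluster. Differences between its clusters held 79.74% of the sum of squares, against 79.88% with 50 random starts. The share that matches thus depends on the choice between nearly equal fits. On 2100 simulated profiles drawn with little noise around 7 random ones, k-means with the same settings returned 100% to their cluster. The simulation drew no counts, and its score did not require the planted clusters to stay apart. It therefore does not bear on the share that matches in the real data.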

Heatmap (Fig. 1 F) and line plots (Fig. 1 E, G, and H; and Fig. S2 D) show the dynamically changing transcriptomic profile of immune cell subsets after CTX injury, and Table S2 provides the gene lists and membership score for each cluster (representative examples are shown in Fig. 1 F). 

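The genes of Table S2 were followed through the DE tests of the sorted populations, cluster by cluster, among the genes tested here. Since the clusters were drawn from the same libraries, these shares describe the clusters and do not test them. From blood monocytes to day 1 Ly6C high MFs, 92.1% of cluster 3, 90.1% of cluster 4, and 56.6% of cluster 6 genes were higher, while 93.0% of cluster 1 and 89.7% of cluster 7 genes were lower. In cluster 2, 47.5% of genes were lower at this step and 50.6% were not DE. Cluster 5 had 27.9% of its genes higher, 14.1% lower, and 58.0% not DE.

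**Figure D5:**
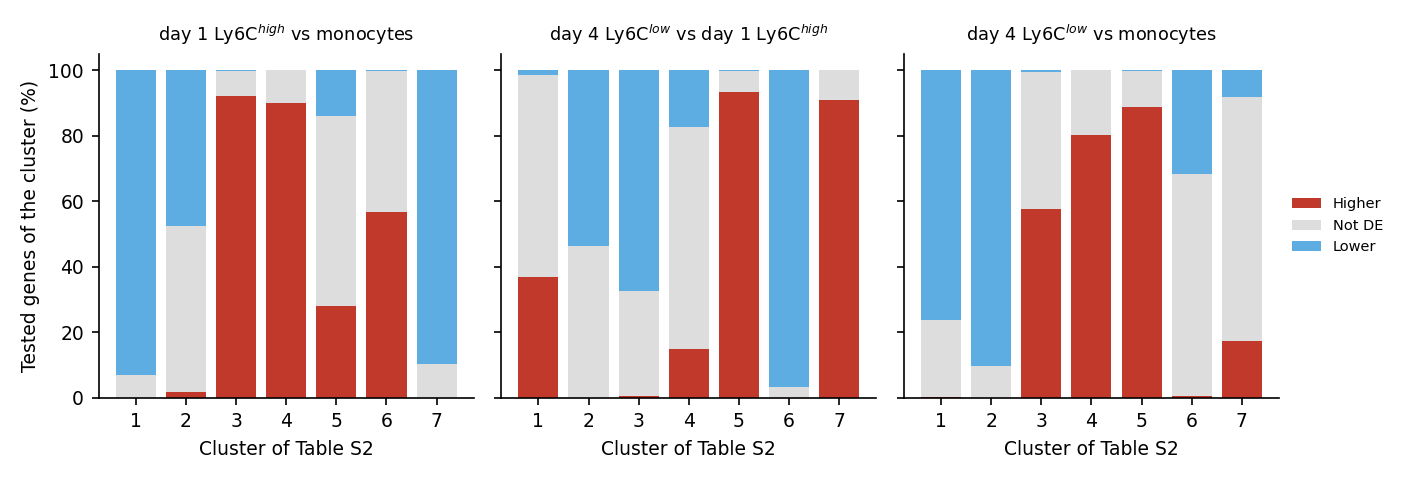
Percent of the tested genes of each cluster of Table S2 that were higher, lower, or not DE, in 3 comparisons of populations, where each bar adds up to all tested genes of the cluster. Clusters 3 and 4 are mostly higher and clusters 1 and 7 mostly lower in day 1 Ly6C high MFs than in monocytes.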

Among the seven clusters, we can distinguish transcriptional programs with transient (clusters 1, 3, 4, 6, and 7) or steadily changing (clusters 2 and 5) dynamics (Fig. 1, E and F). 

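The mean scaled level of cluster 1 genes was 1.50 in monocytes, -0.63 in day 1 Ly6C high MFs, and 0.02 in day 4 Ly6C low MFs, and that of cluster 7 genes was 0.73, -1.19, and 0.81. From day 1 to day 4, 36.8% of the 1151 tested cluster 1 genes rose and 61.8% were not DE, with a median log2 fold change of 0.40. At day 4, 76.2% of cluster 1 genes were still lower than in monocytes, with a median log2 fold change of -0.94. In cluster 7, 90.9% of the 794 tested genes rose from day 1 to day 4. Against monocytes, 74.6% of cluster 7 genes were not DE at day 4, 17.4% were higher and 8.10% lower, and the median log2 fold change was 0.04. The highest of the 5 population means was that of monocytes in 96.5% of cluster 1 genes and in 42.1% of cluster 7 genes.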

Clusters 1 (red) and 7 (brown) contain 1,250 and 870 protein-coding genes, respectively, which are expressed primarily at the steady-state in circulating monocytes and correspond to transient transcriptional programs that are down-regulated during the early inflammatory phase while they return to baseline during the repair phase (Fig. 1, E and F; and Fig. S2 D). In a reverse fashion, clusters 3 (green) and 6 (black) are composed of 929 and 607 genes, respectively, and correspond primarily to the acute inflammation phase. These clusters present a transient expression pattern with the genes being up-regulated during this phase while later (by day 4) they return to baseline (Fig. 1, E and F; and Fig. S2 D). Similarly, cluster 4 (purple) contains 901 genes that are up-regulated during the early inflammatory phase but then remain unchanged between the muscle-infiltrating subsets through day 4 (Fig. 1, E and F; and Fig. S2 D). 

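In cluster 3, 67.4% of the 887 tested genes were lower in day 4 Ly6C low than in day 1 Ly6C high MFs. Against monocytes, 57.8% of them were higher at day 4 and 41.6% were not DE, with a median log2 fold change of 0.73. In cluster 6, 96.7% of the 583 tested genes were lower at day 4 than at day 1. Against monocytes, 31.7% of them were lower at day 4 and 67.6% were not DE, with a median log2 fold change of -0.41. The decline of cluster 3 genes was visible between day 1 and day 2 Ly6C high MFs (29.4% lower) and between Ly6C high and Ly6C low MFs at day 2 (39.9% lower).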

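From day 1 Ly6C high to day 4 Ly6C low MFs, 68.0% of the 850 tested cluster 4 genes were not DE, 14.8% were higher, and 17.2% lower, with a median log2 fold change of -0.07. At the steps in between, 19.1% rose from day 2 Ly6C high to day 2 Ly6C low MFs and 29.4% fell from day 2 to day 4 Ly6C low MFs. Against monocytes, 80.1% were higher at day 4 and 0 genes lower.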

Although every cluster identified here represents an opportunity to study the inflammation and regeneration dynamics of MF gene expression (as evidenced by the coexpression modules on Fig. S2 E), we found intriguing the existence of continuous/nontransient changes. Thus, we decided to focus on clusters 2 and 5 (containing 716 and 952 protein-coding genes, respectively) with a steadily increasing or decreasing gene expression pattern (Fig. 1, G and H). 

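Mean scaled levels of cluster 5 genes were -0.81, -0.69, -0.31, 0.69, and 1.11 along the order monocytes, day 1 Ly6C high, day 2 Ly6C high, day 2 Ly6C low, and day 4 Ly6C low MFs, and those of cluster 2 genes were 1.22, 0.36, 0.05, -0.77, and -0.85. The population means of 200 of 917 cluster 5 genes (21.8%) rose at each of the 4 steps, and those of 123 of 681 cluster 2 genes (18.1%) fell at each. Day 4 Ly6C low MFs had the highest mean in 66.5% of cluster 5 genes, and monocytes had it in 86.6% of cluster 2 genes. From day 1 to day 4, 93.4% of the 873 tested cluster 5 genes were higher and 53.6% of the 676 tested cluster 2 genes lower. The largest step of cluster 5 fell between Ly6C high and Ly6C low MFs at day 2, where 66.6% of genes were higher, with a median log2 fold change of 0.81. From day 2 to day 4 Ly6C low MFs, 31.7% of cluster 5 genes rose, while cluster 2 genes had a median log2 fold change of 0.01, with 16.7% higher and 12.0% lower.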

We hypothesized that genes in these two clusters contribute in a deterministic way to establish the repair MF lineage identity and can reveal the sensory and regulatory events associated with this cellular phenotype. 

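Named regulators and effectors of clusters 2 and 5 were measured one by one. *Aif1* (ENSMUSG00000024397, chromosome 17, 35170991 to 35176068) was at 56.7 ± 2.92 CPM in monocytes, 114 ± 8.65 CPM in day 1 Ly6C high, 172 ± 5.73 CPM in day 2 Ly6C high, 115 ± 4.18 CPM in day 2 Ly6C low (SD, n = 3 each), and 264 ± 34.7 CPM in day 4 Ly6C low MFs (n = 4), a log2 fold change of 2.22 from monocytes to day 4 (SE 0.10, adjusted p = 3.72e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Gdf3* (ENSMUSG00000030117, chromosome 6, 122605403 to 122610087) rose from 5.11 ± 0.487 CPM in monocytes to 48.8 ± 4.49 CPM in day 2 Ly6C low MFs and stood at 28.0 ± 5.06 CPM in day 4 Ly6C low MFs, -0.80 on the log2 scale from day 2 to day 4 (SE 0.13, adjusted p = 6.8e-05 from the same test). *Rara* (ENSMUSG00000037992, chromosome 11, 98927818 to 98974942) fell from 350 ± 40.3 CPM in monocytes to 143 ± 7.04 CPM at day 1 and 80.5 ± 14.3 CPM at day 4, a log2 fold change of -2.12 over the whole course (SE 0.12, adjusted p = 5.93e-11). *Stat6* (ENSMUSG00000002147, chromosome 10, 127642986 to 127660957), which overlaps *Nab2*, fell from 342 ± 11.4 CPM in monocytes to 209 ± 27.1 CPM at day 4, a log2 fold change of -0.71 (SE 0.09, adjusted p = 1.44e-06). With only day 4 replicates 1 and 2 the change of *Stat6* was -0.57, short of a 1.5-fold difference, and with only replicates 3 and 4 it was -0.88. The same pairs gave 2.36 and 2.04 for *Aif1* and -2.37 and -1.92 for *Rara*.

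**Figure D6:**
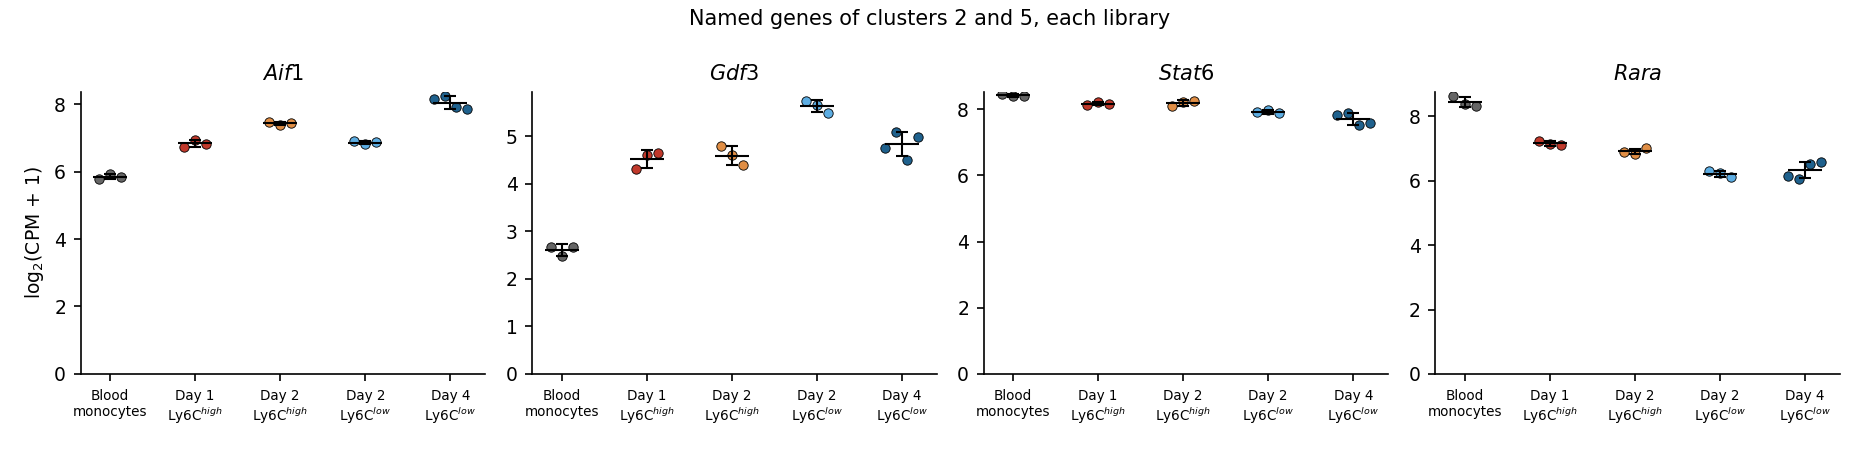
Levels of *Aif1*, *Gdf3*, *Stat6*, and *Rara* in each library on the scale of log2(CPM + 1), by population, where points are libraries (3 per population, 4 at day 4) and bars are means ± SD. *Gdf3* is highest in day 2 Ly6C low MFs and *Rara* in monocytes.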

In fact, our systematic gene set enrichment analysis (GSEA) found that several known regulators and effectors of MF activation/maturation (i.e., *Adgre1*, *Aif1*, *Stat6*, *Rara*, *Sell*) and repair function (i.e., *Igf1*, *Gdf3*; Fig. 1 F) belong to these two clusters, and may play key roles in shaping repair MF identity. Functional classification with gene ontology (GO) analysis (REACTOME pathways database) revealed categories belonging to MF activation, function, metabolism, and immune system regulation (Fig. S2, F and G). Specifically in cluster 2, we observed an enrichment in pathways such as those associated with IL signaling (i.e., *Stat5a*, *Il17ra*, *Csf2ra*, *Il31ra1*, *Il6ra*, *Stat6*), NF-κB activity–regulating pathways (i.e., *Nfkb1*, *Myd88*, *Irak3*, *Map3k6*), regulation of necroptotic cell death and macroautophagy (i.e., *Atg9a*, *Atg4c*, *Mlst8*, *Prkab2*, *Tomm5*), and platelet homeostasis (i.e., *Pecam1*, *Itpr1*, *Fgr*; Fig. S2 F). 

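Of the 18 cluster 2 genes named for these pathways, 17 were tested, and *Il31ra1* was not analysed here. All 17 were lower in day 4 Ly6C low MFs than in monocytes, with log2 fold changes of -2.38 to -0.63 (median -1.18), and all 17 had an adjusted p under 0.05 (by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), over all genes and over this list alone. From monocytes to day 1 Ly6C high MFs, 9 of them were lower and 8 not DE, and from day 1 to day 4, 8 were lower and 9 not DE. *Nfkb1* (ENSMUSG00000028163, chromosome 3, 135584655 to 135691547) was at 309 ± 11.6 CPM in monocytes and 311 ± 56.5 CPM in day 1 Ly6C high MFs (SD, n = 3 each), and fell to 111 ± 5.58 CPM in day 2 Ly6C low and 199 ± 19.2 CPM in day 4 Ly6C low MFs (n = 4). *Fgr* (ENSMUSG00000028874, chromosome 4, 132974095 to 133001910) fell from 627 ± 10.2 CPM in monocytes to 288 ± 17.1 CPM at day 1 and 145 ± 29.1 CPM at day 4, a log2 fold change of -2.11 (SE 0.12, adjusted p = 7.63e-11 from the same test). *Itpr1* (ENSMUSG00000030102, chromosome 6, 108213096 to 108551109) fell from 120 ± 5.63 CPM in monocytes to 24.4 ± 3.35 CPM at day 4, a log2 fold change of -2.31 (SE 0.13, adjusted p = 5.81e-11).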

In cluster 5, we observed an enrichment in innate immune activation (i.e., *C1qa*, *C1qc*, *Cd4*, *Cd81*, *Ctsa*, *Itgax*, *Tlr8*, *Tlr1*, *Tlr3*, *Tlr12*, *Trem2*, *Fcgr4*), neutrophil degranulation (i.e., *Folr2*, *Sirpa*, *Psap*, *Alad*), lipid, carbohydrate, and vitamin metabolism (i.e., *Mdh1*, *Lyve1*, *Slc25a10*, *Tkfc*, *Ndst1*, *Galns*, *Cspg4*, *Bgn*, *Apoe*, *Lpl*, *Vkorc1*, *Hexa*, *Ltc4s*, *Hpgds*), collagen biosynthesis (i.e., *Col1a2*, *Col11a2*, *Col15a1*, *Col1a1*, *Col3a1*, *P3h1*, *Colgalt1*, *Crtap*), iron metabolism (i.e., *Slc40a1*, *Hmox2*, *Slc46a1*, *Atp6v0d2*), and cell cycle phase transition (i.e., *Mcm4*, *Cdk1*, *Pola1*; Fig. S2 G). Thus, focusing on the top DE genes that follow cluster’s 2 and 5 kinetics could reveal novel regulators and effectors that establish and maintain the repair/resolution phases of the MF-mediated regeneration process in a continuous fashion without necessarily being involved in the early inflammatory phase of the process.

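Of the 45 genes that the paper names for these pathways of cluster 5, 44 were tested, and *Col11a2* was left out by the filter. Table S2 lists *P3h1* in cluster 4. All 44 were higher in day 4 Ly6C low than in day 1 Ly6C high MFs, with log2 fold changes of at least 0.61 (median 2.66). All had an adjusted p under 0.05 (by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), over all genes and over this list alone. The largest fitted change was that of *Tlr12*, for which only a lower bound can be given, since no day 1 library had a count of it. Against monocytes, 42 were higher at day 4, and *Mcm4* (ENSMUSG00000022673, chromosome 16, 15623897 to 15637400) and *Mdh1* (ENSMUSG00000020321, chromosome 11, 21556787 to 21572367), which overlaps *Wdpcp*, were not DE for lack of a 1.5-fold difference, at log2 fold changes of 0.46 (SE 0.10, adjusted p = 0.000457) and 0.57 (SE 0.07, adjusted p = 2.06e-06). From monocytes to day 1, 16 of the 44 genes were higher, 5 lower, and 23 not DE. *C1qa* (ENSMUSG00000036887, chromosome 4, 136895917 to 136898803) rose from 6.05 ± 3.19 CPM in monocytes to 191 ± 15.2 CPM at day 1 (SD, n = 3 each) and 2634 ± 335 CPM at day 4 (n = 4). The collagen genes were at low levels, and their day 4 libraries fell into pairs. *Col1a1* (ENSMUSG00000001506, chromosome 11, 94936224 to 94953042) was at 0.397 ± 0.261 CPM in monocytes, 3.41 ± 0.713 CPM in day 1 Ly6C high, 8.31 ± 4.83 CPM in day 2 Ly6C high, and 2.95 ± 0.430 CPM in day 2 Ly6C low MFs. In day 4 Ly6C low MFs, it was at 38.1 and 49.6 CPM in replicates 1 and 2 and at 10.2 and 13.3 CPM in replicates 3 and 4. Its log2 fold change from monocytes to day 4 was 6.12 (SE 0.71, adjusted p = 7.48e-07 from the same test), 6.78 with the first pair alone, and 4.89 with the second. Of the alternatives, limma on log2(TPM + 1) moved it most, to 2.36. *Col1a2* (ENSMUSG00000029661, chromosome 6, 4504814 to 4541544), at the floor in monocytes, was at least 152-fold higher at day 4. *Col3a1* (ENSMUSG00000026043, chromosome 1, 45311538 to 45349706) was at 5.51 ± 4.85 CPM in monocytes and 21.2 ± 15.7 CPM at day 4, and the libraries of these populations overlapped. *Dcn* (ENSMUSG00000019929, chromosome 10, 97479609 to 97518143), a marker of fibroblasts, failed the filter, with 2.49 and 3.35 CPM in day 4 replicates 1 and 2 and 1.02 and 1.90 CPM in replicates 3 and 4.

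**Figure D7:**
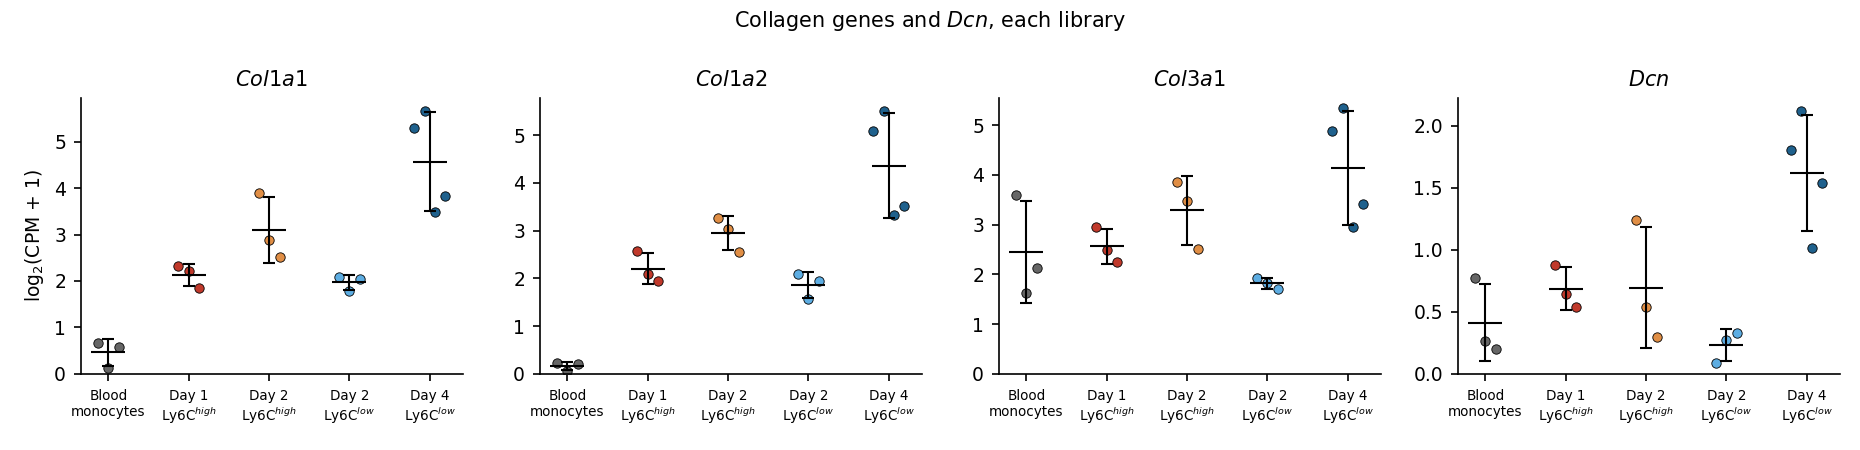
Levels of *Col1a1*, *Col1a2*, *Col3a1*, and *Dcn* in each library on the scale of log2(CPM + 1), by population, where points are libraries (3 per population, 4 at day 4) and bars are means ± SD. At day 4, each of the 3 collagen genes has a pair of higher and a pair of lower libraries.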

In addition, the genes sharing the same expression kinetics in clusters 2 and 5 may be regulated by the same or similar regulators, in particular transcription factors (TFs). Thus, in a complementary analysis and to further illuminate the biological activities represented in clusters 2 and 5, we used the Ingenuity Pathway Analysis (IPA) Upstream Regulator Analysis to identify the cascade of potential upstream transcriptional regulators that could explain the observed gene expression kinetics. This analysis examines how many known targets of each transcription regulator are present in our clusters. We identified 86 upstream transcriptional regulators with at least 15 known regulated target molecules in cluster 5, including several ligand-dependent nuclear receptors such as PPARα/δ, NR1H3, AR, RXRa, AHR, ESR1, NR3C1, and PPARγ (Fig. S3 A, underlined) and other transcriptional regulators involved in proliferation/cell cycle (TP53, HNF4a, NUPR1, TBX2, CDKN2A, E2F4), and inflammation/MF maturation (AP-1 factors, CEBPB, MAFB, NFE2L2, STAT6, RB1, SMARCB1, TCL1A, E2F1, MITF, YY1, HDAC1, and KDM5; Fig. S3 A). Similarly, in cluster 2, we identified 65 upstream transcriptional regulators, some observed in the previous analysis, such as TP53, HNF4a, STAT family members, and others such as IFN regulatory factor (IRF) and Krüppel-like factor family members, FOXO3, RUNX1, GATA1, and SP1 (Fig. S3 B). Next, we prioritized and grouped the identified genes for further analyses, focusing on potential new effectors.

**Figure S3.**
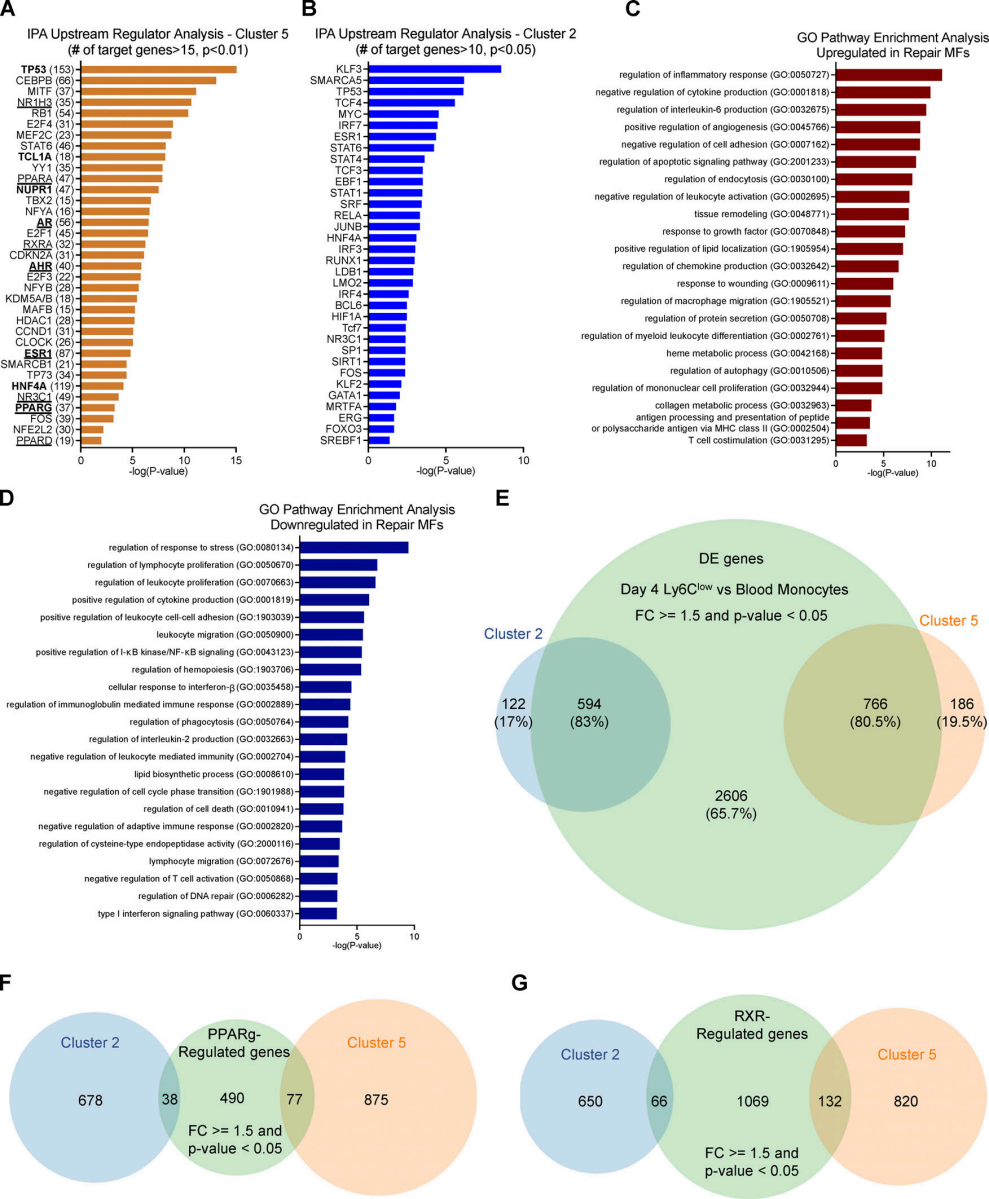
**GO pathway analysis of DE genes between blood monocytes and muscle-infiltrating repair MFs (related to** **Figs. 2**** and ****5****). (A)** IPA Upstream Regulator Analysis on genes participating in cluster 5. Top 35 transcriptional regulators are shown, ranked based on P value (P < 0.01; Fisher’s exact test). In parentheses are the number of known target genes included in the cluster. Highlighted in bold are the regulators predicted to target *Gdf15* based on the literature (IPA Knowledge Base). Underline indicates the ligand-dependent nuclear receptors. **(B)** IPA Upstream Regulator Analysis on genes participating in cluster 2. Top 35 transcriptional regulators with at least 10 known target genes in the cluster are ranked based on P value (P < 0.05; Fisher’s exact test with FDR correction). **(C)** Gene enrichment/GO analysis of the up-regulated genes in day 4 reparatory Ly6C^low^ MFs versus circulating monocytes. All terms shown have P value <0.001 (Fisher’s exact test with FDR correction). **(D)** Gene enrichment/GO analysis of the down-regulated genes in day 4 reparatory Ly6C^low^ MFs versus circulating monocytes. All terms shown have P value <0.001 (Fisher’s exact test with FDR correction). **(E)** Venn diagram illustrating the overlap of DE genes (FC ≥1.5 and P value <0.05) in day 4 reparatory Ly6C^low^ MFs versus circulating monocytes and genes belonging to clusters 2 and 5 following the *k-means* classification. Percentage of overlap and number of genes are shown. Statistically significant difference was considered FDR <0.05 from GLM test. **(F)** Venn diagram illustrating the overlap of PPARγ regulated genes in muscle-infiltrating MFs (FC ≥1.5 and P value <0.05 determined by *hypeR*) and genes belonging to clusters 2 and 5 following the *k-means* classification. The number of genes is shown. The microarray dataset of PPARγ null muscle-infiltrating MFs used for this analysis is publicly available (GEO accession no. GSE71155; Varga et al., 2016b). **(G)** Venn diagram illustrating the overlap of RXR-regulated genes in unstimulated BMDMs (FC ≥1.5 and P value <0.05 determined by *hypeR*) and genes belonging to clusters 2 and 5 following the *k-means* classification. The number of genes is shown. The RNA-seq datasets of RXR-null BMDMs used for this analysis are deposited under GEO accession no. GSE164722.

### Identification of GDF-15 as a prototypic and novel secreted effector in Ly6C^low^ repair MFs

The complete longitudinal time course analysis allowed us to identify the unexpected, steadily changing clusters of genes (C2 and C5) and an enrichment of secreted growth regulating factors in the latter (Fig. 1 F). Next, we decided to follow up this lead and carry out a direct comparison of repair Ly6C^low^ cells to circulating monocytes, which is its precursor. We argued that this analysis can provide insights into how nontransient lineage transcriptional programs establish the repair MF subset from a naive monocytic state (Fig. 2 A). The up-regulated genes in this comparison (Table S1) were associated with protein secretion, the regulation of endothelial cell proliferation, and GO categories related the late steps of regeneration such as response to growth factors, wounding, tissue remodeling, endocytosis, autophagy, leukocyte differentiation, inflammation (IL-6, TNF, and regulation of TGF-β pathways), and negative regulation of leukocyte migration, adhesion, and apoptosis (Fig. S3 C). This analysis also showed down-regulation of genes associated with early stages of regeneration, such as leukocyte migration, adhesion, cell motility, necrotic cell death, and intracellular signal transduction associated with immune responses and cell communication (regulation of cytokine production; response to IL-2, and IFN-γ; Fig. S3 D). Interestingly, the top genes that were up-regulated at day 4 in the Ly6C^low^F4/80^high^ MFs versus blood monocytes comparison are known inflammation/repair secreted effector molecules (i.e., *Igf1*, *Gdf15*, *Spp1*, *Gpnmb*; Uaesoontrachoon et al., 2013; Tonkin et al., 2015; Capote et al., 2016; Silva et al., 2018) and scavenger receptors (i.e., *Stab1*, *Fcrls*; Fig. 2 A; Palani et al., 2011; Rantakari et al., 2016). This observation is entirely consistent with the role of Ly6C^low^ repair MFs in the initiation of the resolution and repair phase of the inflammatory response following injury. 

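Between blood monocytes and day 4 Ly6C low MFs, all 6 of the named effectors and receptors were DE, over all genes tested and over this list alone (by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The paper named them as top genes of this comparison in the same libraries, so this result does not test the list. *Gdf15* (ENSMUSG00000038508, chromosome 8, 70629393 to 70632456) rose from 0.522 ± 0.341 CPM in monocytes to 22.9 ± 6.31 CPM in day 1 Ly6C high, 93.7 ± 13.1 CPM in day 2 Ly6C high, 125 ± 24.1 CPM in day 2 Ly6C low (SD, n = 3 each), and 306 ± 42.6 CPM in day 4 Ly6C low MFs (n = 4). Its log2 fold change from monocytes to day 4 was 9.16 (SE 0.32, adjusted p = 1.86e-13 from the same test), between 8.82 and 9.85 with each library left out in turn, and 9.28 and 9.01 with the pairs of day 4 libraries. Of the alternatives, limma on log2(TPM + 1) moved it most, to 7.65. *Gpnmb* (ENSMUSG00000029816, chromosome 6, 49036546 to 49070929) rose from 2.53 ± 0.499 CPM in monocytes to 1129 ± 213 CPM in day 1 Ly6C high, 6636 ± 586 CPM in day 2 Ly6C low, and 5291 ± 198 CPM in day 4 Ly6C low MFs, a log2 fold change of 11.03 (SE 0.19, adjusted p = 1.22e-16) that ranked 7 among all tested genes. *Igf1* and *Spp1* changed by 8.16 (SE 0.22, adjusted p = 7.54e-15) and 8.36 (SE 0.41, adjusted p = 1.49e-11). *Stab1* (ENSMUSG00000042286, chromosome 14, 31139013 to 31168641), which overlaps *Nt5dc2*, rose from 6.06 ± 3.37 CPM in monocytes to 3983 ± 174 CPM in day 2 Ly6C low and 1979 ± 415 CPM in day 4 Ly6C low MFs, a log2 fold change of 8.37 at day 4 (SE 0.32, adjusted p = 5.32e-13). *Fcrls* (ENSMUSG00000015852, chromosome 3, 87250758 to 87263738) rose from 1.63 ± 1.10 CPM in monocytes to 530 ± 110 CPM at day 4, a log2 fold change of 8.38 (SE 0.35, adjusted p = 1.88e-12). By log2 fold change, *Gdf15* ranked 24, *Fcrls* 39, *Stab1* 40, *Spp1* 41, and *Igf1* 46 among the 9315 genes.

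**Figure D8:**
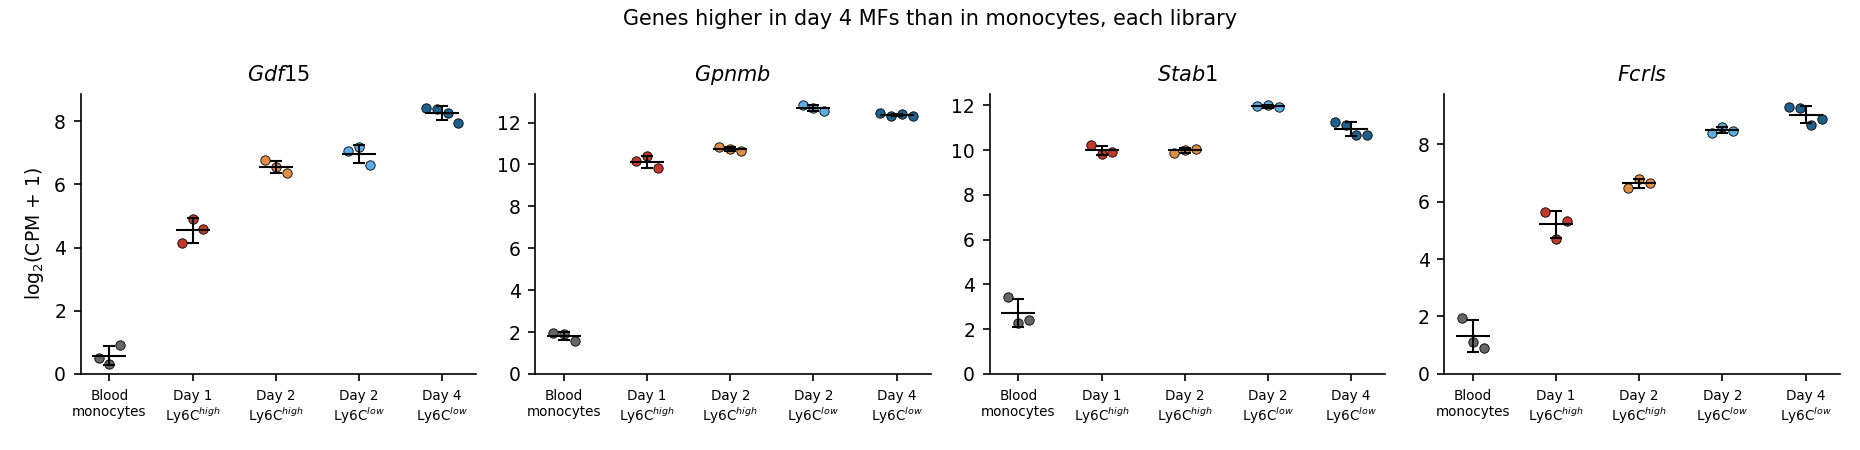
Levels of *Gdf15*, *Gpnmb*, *Stab1*, and *Fcrls* in each library on the scale of log2(CPM + 1), by population, where points are libraries (3 per population, 4 at day 4) and bars are means ± SD. All 4 genes are lowest in monocytes, and *Gpnmb* and *Stab1* are higher in day 2 than in day 4 Ly6C low MFs.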

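Between blood monocytes and day 4 Ly6C low MFs, 4477 of the 9315 tested genes were DE (by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 2356 higher and 2121 lower at day 4. For 6912 genes (74.2%) the libraries did not overlap, against 5.7% by chance. The count was 4533 with only day 4 replicates 1 and 2, and 4626 with only replicates 3 and 4. Without normalization factors, 1799 genes were higher and 3295 lower, so that the share of DE genes that were higher went from 52.6% to 35.3%. The lowest log2 fold changes belonged to *S1pr5* (ENSMUSG00000045087, chromosome 9, 21242912 to 21248443), *Gimap3*, and *Cd8b1* (ENSMUSG00000053044, chromosome 6, 71322788 to 71337494), at least 395-fold, 60.2-fold, and 112-fold lower against the floor of 3 counts. *Cd8b1* was at 5.12, 17.2, and 36.4 CPM in monocyte replicates 1 to 3, so its bound depends on the libraries used. The highest log2 fold changes belonged to *Ddx3y*, *Eif2s3y*, and *Gm20431*, at least 526-fold, 364-fold, and 327-fold higher, the first 2 of them on chromosome Y. *Xist* (ENSMUSG00000086503, chromosome X, 103460366 to 103483254), the transcript that silences an X chromosome in females, was at 284 ± 4.98 CPM in monocytes (SD, n = 3) and had at most 2 counts in any muscle MF library. Among 265 X-linked genes 43.0% were DE, and among 9032 autosomal genes 48.2%.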

To prioritize this extensive DE gene list (3,966 genes, FC ≥ 1.5) and identify new pathways that could impact MF identity, we overlapped it with the genes identified previously in clusters 2 and 5. We found 766 genes from cluster 5 (80.5% overlap) and 594 genes from cluster 2 (83% overlap) belonging to this DE gene list (Fig. S3 E), validating the approach. 

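Of the 952 cluster 5 genes of Table S2, 777 (81.6%) were DE between blood monocytes and day 4 Ly6C low MFs, 776 of them higher at day 4. Of the 716 cluster 2 genes, 611 (85.3%) were DE, none of them higher at day 4. Of the alternatives, these overlaps moved most with a natural-log coefficient of at least 0.5 in place of a 1.5-fold difference, with 731 cluster 5 genes (76.8%) and 565 cluster 2 genes (78.9%). Among all tested genes, 48.1% were DE in this comparison. Of the tested cluster genes alone, 88.9% of cluster 5 were higher and 90.4% of cluster 2 lower at day 4. The 48.1% is not a fair reference for these shares. Among the genes shown in Table S1, those in Table S2 were the ones past a threshold in a comparison, so membership already favors DE genes. Both clusters were drawn from the libraries that the comparison uses, so their genes were not chosen independently of it.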

Next, we filtered this list based on high levels of expression in either the blood monocytes (represented by cluster 2) or Ly6C^low^ repair MFs of day 4 (represented by cluster 5). The top 50 genes passing our criteria were manually curated and grouped into functional categories (Fig. 2 B). Among these genes, we found a series of molecules involved in the interactions with adaptive immunity/antigen presentation (*Cd74*, *H2-Aa*, *H2-Ab1*, *H2-Eb1*, *Snx5*), anti-inflammatory/regulatory factors (*Apoe*, *Sepp1*, *Grn*, *Pltp*, *Trem2*, *Lipa*, *Cxcl16*, *Acp5*, *Chil3*, *Chil4*, *Gpnmb*), secreted growth factors (*Igf1*, *Gdf15*), effectors and enzymes involved in iron (*Slc40a1*) and lipid/cholesterol (*Pla2g15*, *Abcg1*, *Hpgds*) homeostasis, lysosomal proteases (*Tpp1*), DNA methylation (*Dnmt3a*), exonucleases (*Pld3*), extracellular matrix remodeling (*Timp2*, *Ctsb*), as well as receptors involved in TGF-β signaling (*Tgfbr2*, *Tgfbr1*), scavenging (*Fcrls*), efferocytosis (*Gas6*, *C1qc*, *C1qa*, *C1qb*), and importantly MF maturation/tissue resident markers (*Adgre1*, *Ms4a7*, *Siglec1*, *Itgax*, *Aif1*, *Mertk*, *Folr2*). 

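Of the 41 genes in these groups, 40 were tested, and *Chil4* was left out by the filter. The paper chose them partly for being DE between monocytes and day 4 Ly6C low MFs in the same libraries. The p-values of this comparison therefore describe the list and do not test it. In day 4 Ly6C low MFs, 39 of them were higher than in monocytes and *Chil3*, which Table S2 lists in cluster 2, was lower, with log2 fold changes of -6.52 to 11.03 (median 4.01), and all 40 had an adjusted p under 0.05 (by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), over all genes and over this list alone. *Chil3* (ENSMUSG00000040809, chromosome 3, 106147554 to 106167564) fell from 2951 ± 186 CPM in monocytes to 1553 ± 197 CPM in day 1 Ly6C high, 195 ± 26.0 CPM in day 2 Ly6C low (SD, n = 3 each), and 32.3 ± 9.75 CPM in day 4 Ly6C low MFs (n = 4), and the quantification could have shared its reads with *Chil4*. At day 1, 29 of the 40 genes were already higher than in monocytes, 10 were not DE, and *Chil3* was lower. *Apoe* (ENSMUSG00000002985, chromosome 7, 19696109 to 19699188) rose from 841 ± 80.5 CPM in monocytes to 3254 ± 358 CPM at day 1 and 32000 ± 4373 CPM at day 4, a log2 fold change of 5.25 (SE 0.14, adjusted p = 9.21e-15 from the same test). *Grn* (ENSMUSG00000034708, chromosome 11, 102430315 to 102437048), which overlaps *Fam171a2*, rose from 630 ± 77.8 CPM to 4002 ± 75.5 CPM at day 4, a log2 fold change of 2.67 (SE 0.09, adjusted p = 7.67e-14).

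**Figure D9:**
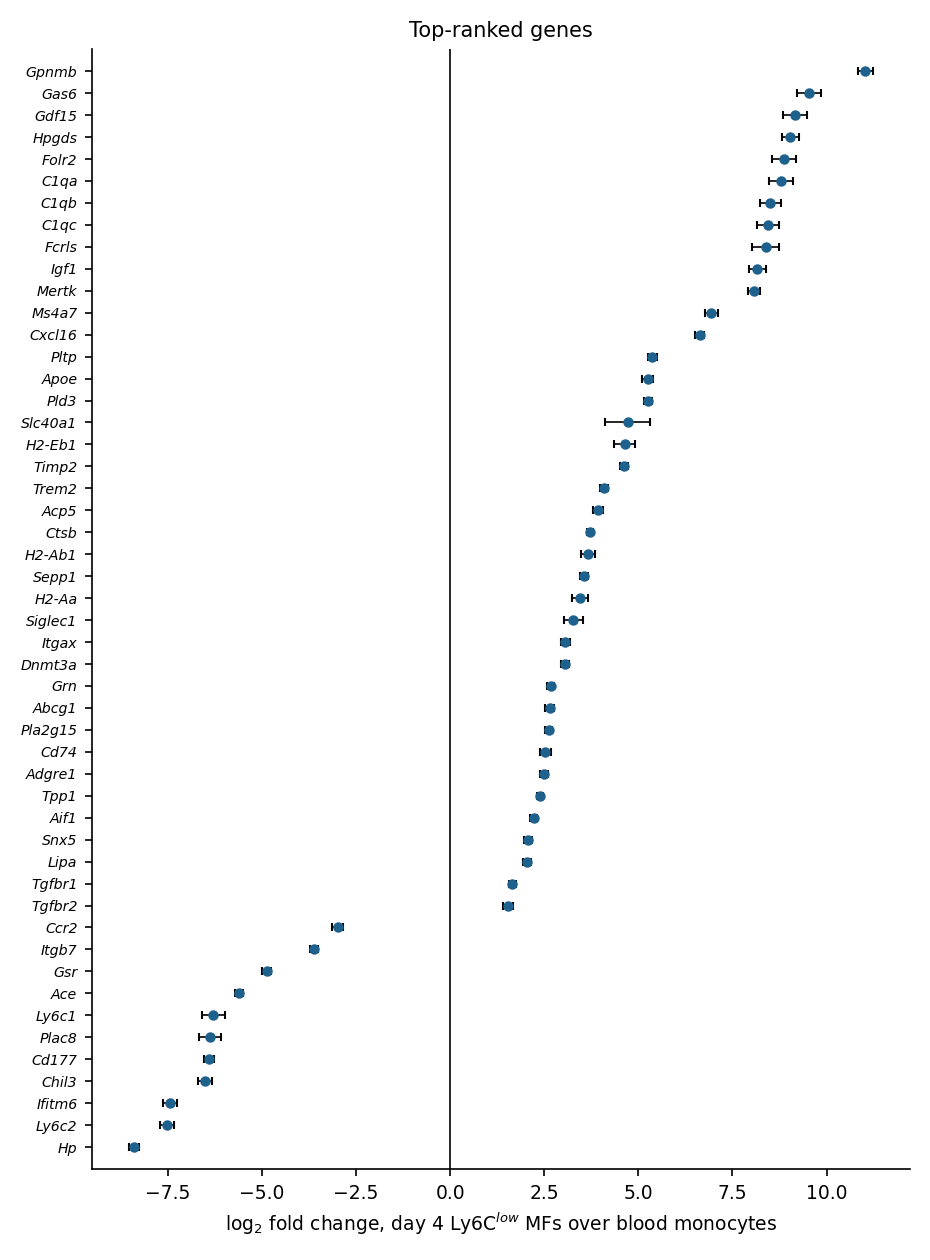
Log2 fold changes of top-ranked genes that were tested, day 4 Ly6C low MFs over blood monocytes, where points are estimates from edgeR over 4 and 3 libraries and bars are ± SE. *Gpnmb* has the highest value, 11.03, and *Hp* the lowest, -8.39.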

We also observed a substantial decrease in the expression of genes involved in cell adhesion (*Sell*, *Cd177*, *Itgb7),* acute phase/pro-inflammatory responses (*Gsr*, *Ace*, *Ifitm6*, *Hp*), and monocyte identity markers (*Ccr2*, *Ly6c2*, *Ly6c1*, *Serpinb10*, *Plac8*), as expected (Fig. 2 B). 

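Of the 12 genes named as lower, 11 were tested, and *Serpinb10* was left out because it is annotated as a polymorphic pseudogene. *Serpinb10* (ENSMUSG00000092572, chromosome 1, 107529003 to 107549271), which overlaps *Serpinb2*, was at 264 ± 29.2 CPM in monocytes and 11.2 ± 2.24 CPM at day 1 (SD, n = 3 each), with at most 1 count in any day 4 library. All 11 tested genes were lower in day 4 Ly6C low MFs than in monocytes, with log2 fold changes of -8.39 to -2.99 (median -6.40), and all had an adjusted p under 0.05 (by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), over all genes and over this list alone. These genes too were chosen partly for being DE in this comparison, so its p-values do not test the list. All 11 were also lower in day 1 Ly6C high MFs than in monocytes, and lower again at day 4 than at day 1. *Plac8* (ENSMUSG00000029322, chromosome 5, 100553725 to 100572245) fell from 2440 ± 204 CPM in monocytes to 429 ± 44.4 CPM at day 1 and 7.12 ± 1.54 CPM in day 2 Ly6C low MFs (SD, n = 3 each), with 29.2 ± 14.3 CPM at day 4 (n = 4). *Ccr2* (ENSMUSG00000049103, chromosome 9, 124101950 to 124113557) fell from 1600 ± 290 CPM to 736 ± 54.4 CPM at day 1 and 103 ± 16.6 CPM in day 2 Ly6C low MFs, and stood at 201 ± 28.9 CPM at day 4, higher than in day 2 Ly6C low MFs by 0.96 on the log2 scale (SE 0.14, adjusted p = 1.97e-05 from the same test).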

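Of the genes in this list, 15 of those that encode secreted products, *Apoe*, *C1qa*, *C1qb*, *C1qc*, *Ctsb*, *Gas6*, *Gdf15*, *Grn*, *Igf1*, *Pla2g15*, *Pltp*, *Sepp1*, *Siglec1*, *Timp2*, and *Trem2*, were higher in day 4 Ly6C low MFs than in monocytes. A further 3, *Ace*, *Chil3*, and *Hp*, were lower, and *Chil4* failed the filter. All 18 tested genes had an adjusted p under 0.05 (by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), over all genes and over this list alone. They come from the same top-ranked list, chosen partly for being DE in this comparison, so these p-values do not test them independently. At day 1, 12 were already higher than in monocytes, 3 lower, and 3 not DE. *Gas6* (ENSMUSG00000031451, chromosome 8, 13465374 to 13494490), which overlaps *Tmem255b*, rose from 0.543 ± 0.550 CPM in monocytes to 16.5 ± 2.29 CPM in day 1 Ly6C high, 337 ± 21.8 CPM in day 2 Ly6C low (SD, n = 3 each), and 384 ± 80.6 CPM in day 4 Ly6C low MFs (n = 4), a log2 fold change of 9.53 from monocytes to day 4 (SE 0.32, adjusted p = 1.13e-13 from the same test). *Sepp1* (ENSMUSG00000064373, chromosome 15, 3268547 to 3280508), which overlaps *Ccdc152*, was at 507 ± 15.0 CPM in monocytes and 461 ± 30.9 CPM at day 1, and at 5936 ± 703 CPM at day 4. *Ace* (ENSMUSG00000020681, chromosome 11, 105967945 to 105989964) fell from 622 ± 51.1 CPM in monocytes to 41.3 ± 6.27 CPM at day 1 and 12.8 ± 1.50 CPM at day 4, a log2 fold change of -5.61 (SE 0.11, adjusted p = 5.49e-16).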

Using the UniProtKB and Vertebrate Secretome Database (VerSeDa) mouse protein databases (we considered records with information extracted from literature and curator-evaluated computational analysis), we could further curate 19 of these genes into molecules with reported secreted effector function like *Gdf15*, *Igf1*, *Siglec1*, *Gas6*, *C1qc*, *C1qa*, *C1qb*, *Pla2g15*, *Timp2*, *Ctsb*, *Apoe*, *Sepp1*, *Grn*, *Pltp*, *Trem2*, *Chil3*, *Chil4*, *Ace*, and *Hp* (Fig. 2 B, highlighted in red).

**Figure 2.**
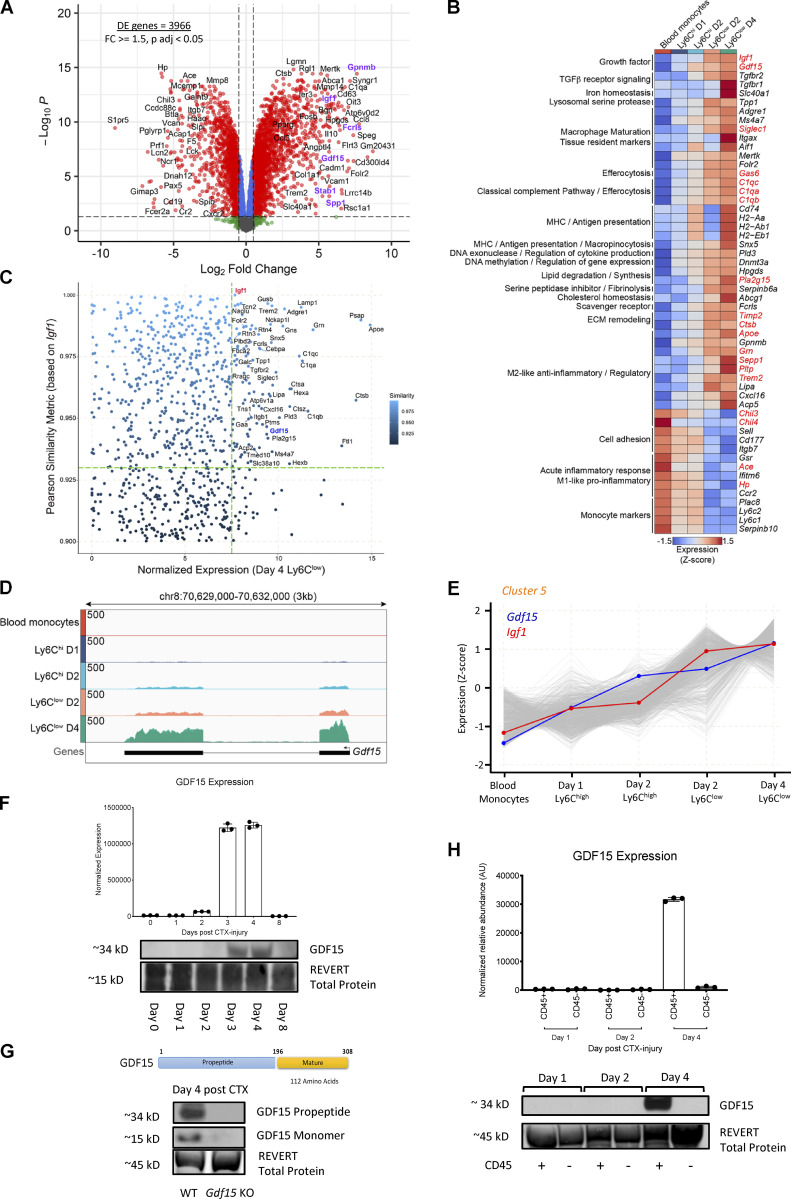
**Identification of GDF-15 as a novel effector in muscle-infiltrating MFs during regeneration. (A)** Differential gene expression (assessed by RNA-seq) between repair day 4 Ly6C^low^ MFs versus blood monocytes. A volcano plot (log_2_ FC versus negative log of P value) was used to visualize statistically significant gene expression changes (fold ≥1.5 and adjusted P value <0.05). Representative top regulated genes are labeled in black. Highlighted in purple labels are known scavenger receptors and inflammation/repair-related genes. The number of DE genes is indicated in the upper left corner. **(B)** Heatmap showing the mRNA expression pattern of the top 50 genes passing a set of criteria (1) being DE in the analysis in A, (2) included in cluster 2 or 5, and (3) high expression (in CPM reads mapped) in blood monocytes, Ly6C^high^, or Ly6C^low^ muscle-infiltrating MFs. RNA-seq expression values are visualized as normalized expression (log_2_[CPM]), and each gene shown is clustered into functional categories. Highlighted in red are the genes that translate to secreted proteins defined in the VerSeDa. **(C)** Dot plot showing genes with similar trend and rate to *Igf1* (Pearson similarity 0.9–1.0). Labeled genes have Pearson similarity >0.93 and high normalized expression (log_2_[CPM] >7.5] in day 4 Ly6C^low^ repair MFs. *Igf1* and *Gdf15* are highlighted in red and blue, respectively, and green dotted lines indicate the labeling cutoffs. **(D)** Genome browser view of the *Gdf15* locus from blood monocytes, Ly6C^high^, and Ly6C^low^ muscle-derived MFs RNA-seq datasets. **(E)** Line plot illustrating the gene expression dynamics of all genes (row Z-score) within cluster 5 in blood monocytes, Ly6C^high^, and Ly6C^low^ muscle infiltrating MFs. The expression dynamics of *Gdf15* and *Igf1* are highlighted with blue and red, respectively. **(F)** GDF-15 protein expression in whole-muscle lysates of regenerating TA muscles from WT male mice at indicated time points. Three biological replicates are quantified for each time point with normalized values to total protein of each sample (*n* = 3 per time point). REVERT total protein was used for loading control and signal normalization. **(G)** GDF-15 protein expression (in propeptide and monomer form) in whole-muscle lysates of regenerating muscles from WT and *Gdf15 KO* mice at day 4 after CTX. Top: An illustration of GDF-15 peptide structure. REVERT total protein was used for loading control and signal normalization. **(H)** GDF-15 protein expression in CD45^+^ and CD45^−^ cells isolated at indicated time points after CTX injury from WT mice (*n* = 3 per time point). REVERT total protein was used for loading control and signal normalization.

A well-established effector in the context of MF-mediated muscle repair is IGF-1. IGF-1 is a growth factor secreted by repair MFs and is a potent enhancer of tissue regeneration (Lu et al., 2011). It is involved in the activation, proliferation, and differentiation of satellite cells (Hill and Goldspink, 2003; Mourkioti and Rosenthal, 2005), but can also act as a key factor in the resolution of inflammation and the inflammatory to repair MF phenotype switch during muscle injury and regeneration (Tonkin et al., 2015). To date, this is the only secreted factor with a bivalent role in sterile inflammation and tissue repair, by acting in both a paracrine and an autocrine manner. Thus, in an independent analysis and to identify targets with a similarly strong predictive power for repair Ly6C^low^ MF functionality, we performed a Pearson similarity metric analysis to find genes that follow similar expression trend and rate to *Igf1*, through the entire course of regeneration (similarity cutoff set at ≥0.9). 

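Pearson similarity to *Igf1* was computed for each tested gene over the 5 population means of log2(CPM + 1). With a threshold of 0.9, 586 of the 9315 genes passed. The alternative that moved this count most was the use of all genes with a count above 0, with 1001 of 27909 genes, and with the 16 libraries in place of the population means it was 428. Day 4 replicates 1 and 2 alone gave 609 genes, and replicates 3 and 4 alone gave 569. Of the 53 top-ranked genes named in the text, 51 were tested and 25 passed. These counts include *Igf1* itself. Cluster 5 of Table S2 held 385 of the 586 genes and cluster 4 held 97. *Apoe* reached 0.989, *Trem2* 0.988, *Adgre1* 0.984, *Timp2* 0.982, and *Folr2* 0.981.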

Altogether, 918 genes were identified (Fig. 2 C), among which were 26 genes from the above top-ranked gene list (Fig. 2 B), which is essentially the molecular signature of Ly6C^low^ repair MFs. At the top of these lists, the only other secreted growth factor was *Gdf15* (Fig. 2 D); that is also a member of the TGF-β superfamily like IGF-1 (Bootcov et al., 1997; Lawton et al., 1997), with Pearson similarity of 0.937 (Fig. 2 C) and almost identical expression levels and kinetics to *Igf1* (Fig. 2, B and E). 

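*Gdf15* had a similarity of 0.920 to *Igf1*, with an SD of 0.018 between replicates, which ranked 466 among the 9315 genes. Of the alternatives, a pseudocount of 0.1 in place of 1 moved it most, to 0.933, and the pairs of day 4 libraries gave 0.922 and 0.918. *Spp1* had a similarity of 0.776, *Gdf3* of 0.871, and *Fcrls* of 0.967. The log2 ratio of *Gdf15* to *Igf1* CPM was 1.22 ± 0.65 in day 1 Ly6C high and 2.75 ± 0.15 in day 2 Ly6C high MFs (SD, n = 3 each), -0.16 ± 0.44 in day 2 Ly6C low MFs (n = 3), and 0.58 ± 0.22 in day 4 Ly6C low MFs (n = 4). In monocytes it was -0.62 ± 0.70 (n = 3), from at most 18 counts of *Gdf15* and 16 of *Igf1* per library. From day 1 to day 2 Ly6C high MFs, *Gdf15* rose by a log2 fold change of 2.02 (SE 0.21, adjusted p = 1.36e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and *Igf1* by 0.48 (SE 0.17, adjusted p = 0.0412 from the same test), short of a 1.5-fold difference. Between Ly6C high and Ly6C low MFs at day 2, *Gdf15* changed by 0.41 (SE 0.19, adjusted p = 0.0815) and *Igf1* by 3.31 (SE 0.16, adjusted p = 1.69e-10). From day 2 to day 4 Ly6C low MFs, *Gdf15* rose by 1.30 (SE 0.19, adjusted p = 1.83e-05) and *Igf1* by 0.57 (SE 0.13, adjusted p = 0.0013), again short of a 1.5-fold difference. The log2 ratio was higher in all 3 day 2 Ly6C high libraries than in all 3 day 2 Ly6C low libraries (exact permutation test, two-sided p = 0.10, the smallest that 3 libraries against 3 allow), a comparison chosen after its values were seen.

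**Figure D10:**
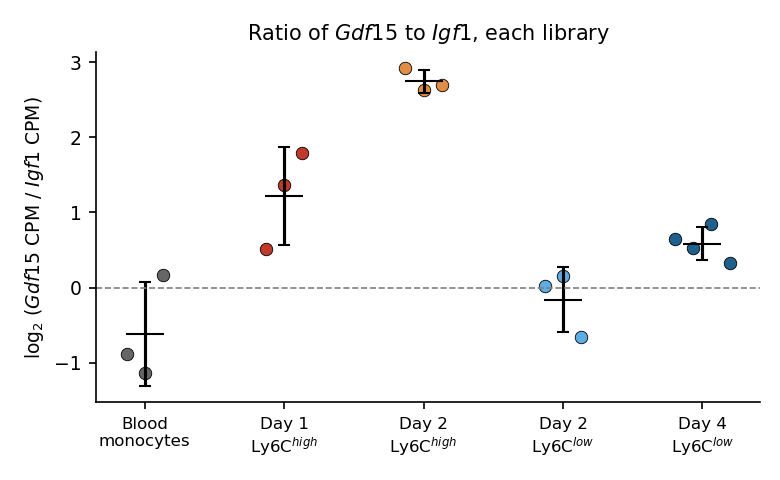
Log2 ratio of *Gdf15* CPM to *Igf1* CPM in each library, by population, where points are libraries (3 per population, 4 at day 4), bars are means ± SD, and the dashed line marks equal levels. The ratio is highest in day 2 Ly6C high MFs, at 2.75.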

At the protein level, GDF-15 becomes detectable at day 3 after CTX injury and peaks at day 4 in whole-muscle lysates (Fig. 2 F), both as a propeptide and as a mature monomer (Fig. 2 G). The protein expression closely followed the induction seen at the mRNA level in MFs of day 4 (Fig. 2 D), at a time when inflammation subsides, and regenerative processes start to dominate within the injured muscle. Notably, the induction of GDF-15 expression was detectable only in the CD45^+^ (hematopoietic) compartment, suggesting that CD45^+^ cells are the sole local source of active GDF-15 during the regeneration process (Fig. 2 H). It is also important to note that the GDF-15 protein induction during CTX injury was undetectable in muscle samples from *Gdf15* KO animals (Fig. 2 G), validating our detection method and reagents. Based on these findings, GDF-15’s role in MF-mediated regeneration warranted further investigation. We hypothesized that GDF-15 could be a novel repair MF–derived factor acting similarly to IGF-1 by influencing the outcome of skeletal muscle regeneration either as a regulator of repair MF function and/or as an effector/growth factor acting on the muscle tissue itself.

### GDF-15 is required for proper muscle regeneration

To assess the role of GDF-15 during muscle regeneration, we used the CTX injury model and used an established genetic GDF-15 ablation model (Hsiao et al., 2000). In this model, muscle regeneration was severely impaired at day 8 after CTX, in comparison to control muscles as shown by histological analysis (Fig. 3 A, top). Morphometric analysis validates this impairment, as illustrated by a shift to the left (toward small fiber sizes) of the distribution of the myofiber cross-sectional area (CSA; Fig. 3 A, bottom), a 19% decrease in the mean CSA of regenerating myofibers (Fig. 3 A, inset), and a decrease in myosin heavy chain 2 (*Myh2*) expression (Fig. 3 C), all indicative of an impairment in regenerating myocyte organization and fiber content. Next, we wanted to determine whether regeneration was still impaired at later stages of the process in the *Gdf15* KO. Intriguingly, both at day 12 and day 16 after CTX, the *Gdf15* KO failed to recover to control levels, as illustrated by histological analysis (Fig. 3 B), a shift to the left of the distribution of the myofiber CSA (Fig. S4, A and B), and a 13.3% or 10.8% decrease in the mean CSA of regenerating myofibers at day 12 and day 16, respectively (Fig. S4, A and B, insets). Although no significant difference in the CSA was observed at day 21 after injury (Fig. S4 C), we did observe a significant increase in ectopic lipid accumulation (Fig. 3, B and D) and cell infiltration (Fig. S4 D), both being hallmarks of defective muscle regeneration. It is important to note that no preexisting developmental musculature impairment was observed in myeloid or full-body *Gdf15* KO uninjured muscles (day 0), as assessed by histological analysis (Fig. S4 E), fiber CSA measurement (Fig. S4 F), hindlimb grip strength (Fig. S4 G), and in vivo force measurements (Fig. S4, H and I), suggesting that GDF-15 is not required for embryonic muscular development and that the muscle regeneration/growth impairment is only evident after an acute injury.

**Figure 3.**
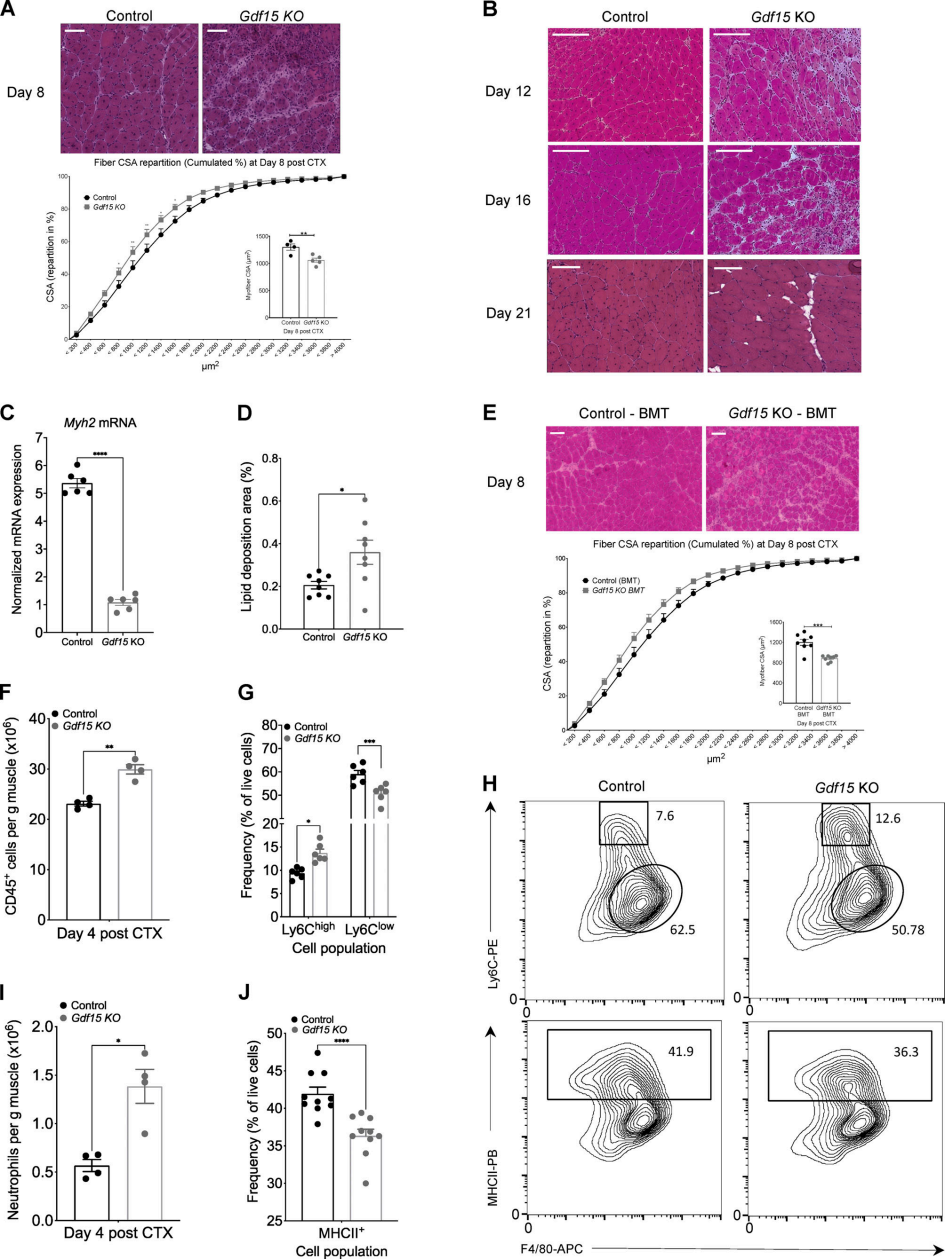
**GDF-15 deficiency leads to impaired muscle regeneration and impacts the MF phenotype switch.** **(A)** Top: Representative images of H&E-stained skeletal muscle (TA) from WT-control and *Gdf15 KO* animals at day 8 after CTX-induced injury. Scale bars in the upper left corner represent 100 µm. Bottom: Fiber size repartition of regenerating muscle in WT-control and *Gdf15 KO* animals at day 8 after CTX injury (two-way ANOVA with multiple comparison test). Inset shows the average fiber CSA of regenerating muscle at day 8 after CTX injury (*n* = at least 4 mice per group). **(B)** Representative images of H&E-stained skeletal muscle (TA) from WT-control and *Gdf15 KO* animals at days 12, 16, and 21 after CTX-induced injury. Scale bars in the upper left corner represent 100 µm. **(C)** *Myh2* mRNA expression in WT-control and *Gdf15 KO* muscles at day 8 after CTX injury (*n* = 6 muscles per group). *Myh2* was normalized over *Rpl32* (*n* = 3 independent experiments). **(D)** Percentage of ectopic lipid deposition relative to the muscle regeneration area at day 21 of regeneration in WT-control and *Gdf15 KO* muscles is shown (*n* = 8 mice per group). **(E)** Top: Representative images of H&E-stained TA skeletal muscle 8 d after CTX injury from chimeric WT BoyJ BMT animals (CD45.1 recipients) that received either WT (CD45.2) or *Gdf15 KO* BM. Scale bars in the upper left corner represent 100 µm. Bottom: Cumulated myofiber CSA repartition (two-way ANOVA with multiple comparison test) and mean CSA (inset) at day 8 after CTX injury from BMT animals (*n* = at least 8 mice per group, two-way ANOVA). **(F)** Number of infiltrating myeloid (CD45^+^) cells in regenerating muscle from WT-control and *Gdf15 KO* muscles at day 4 after CTX injury (*n* = 4 mice per group). **(G)** Frequency (in %) of CD45^+^ inflammatory (Ly6C^high^ F4/80^low^) and repair (Ly6C^low^ F4/80^high^) MFs from WT-control and *Gdf15 KO* mice at day 4 following CTX injury (*n* = 6 mice per group). **(H)** Representative flow cytometry 10% quantile contour plots of inflammatory and repair MFs from WT-control and *Gdf15 KO* at day 4 after CTX injury. Shapes indicate the gating used for cell frequency quantification (square = Ly6C^high^ inflammatory MFs, circle = Ly6C^low^ repair MFs, rectangle = MHCII^+^ MFs). Representative frequencies for each cell population are shown adjacent on inside each gate. x and y axis numbers indicate the fluorescence intensity (on the log_10_ scale) of the indicated fluorescent-labeled antibodies for all the plotted events. PB, Pacific Blue; APC, allophycocyanin. **(I)** Number of infiltrating neutrophils (CD45^+^ Ly6G^+^ Ly6C^int^ F4/80^−^) cells in regenerating muscle from WT-control and *Gdf15 KO* muscles at day 4 after CTX injury (*n* = 4 mice per group). **(J)** Frequency (in %) of CD45^+^ F4/80^+^ MHCII^+^ MFs from WT-control and *Gdf15 KO* mice at day 4 following CTX injury (*n* = 10 mice per group). In all bar graphs, bars represent mean ± SEM. Exact P values were determined using unpaired Student’s *t* test unless otherwise noted. *, P < 0.05; **, P < 0.01; ***, P < 0.001; ****, P < 0.0001. PE, phycoerythrin.

**Figure S4.**
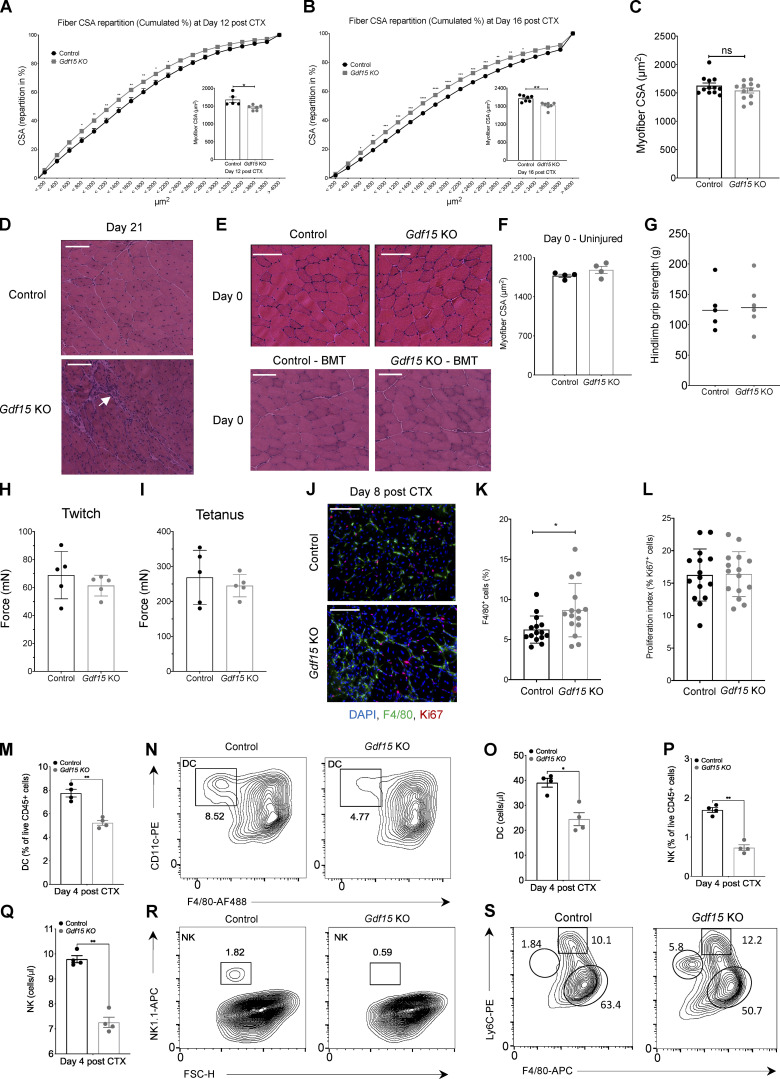
**GDF-15 ablation allows normal muscle development and muscle growth in uninjured animals (related to** **Fig. 3****). (A and B)** Fiber size repartition of regenerating muscle in WT-control and *Gdf15 KO* mice at days 12 (A) and 16 (B) after CTX injury (two-way ANOVA with multiple comparison test). Insets show the average fiber CSA of regenerating muscle at indicated time points after CTX injury (*n* = at least 5 mice per group). **(C)** Average fiber CSA of regenerating muscle in WT-control and *Gdf15 KO* mice at day 21 after CTX injury (*n* = 12 muscles per group). **(D)** Representative images of increased infiltration in H&E-stained skeletal muscle (TA) from WT-control and *Gdf15 KO* animals at day 21 after CTX-induced injury. Arrow indicates area of persistent immune cell infiltration. Scale bars in the upper left corner represent 100 µm. **(E)** Top: Representative images of H&E-stained skeletal muscle (TA) from uninjured WT-control and *Gdf15 KO* animals. Bottom: Representative images of H&E-stained skeletal muscle (TA) from uninjured control–BMT and *Gdf15 KO*–BMT chimeras. Scale bars in the upper left corner represent 100 µm. **(F)** Average fiber CSA of uninjured muscle in WT-control and *Gdf15 KO* animals (*n* = 4 mice per group). **(G)** In vivo hindlimb grip strength in uninjured WT-control and *Gdf15 KO* adult male mice. Mean of five measurements per mouse is plotted (*n* = 6 mice per group). **(H)** Quantification of in vivo muscle twitch force in uninjured WT-control and *Gdf15 KO* mice (*n* = 5 mice per group). **(I)** Quantification of in vivo muscle tetanus force in uninjured WT-control and *Gdf15 KO* mice (*n* = 5 mice per group). **(J)** Representative immunofluorescence images of regenerating muscles in WT-control and *Gdf15 KO* animals at day 8 after injury (red marks proliferation marker Ki67, green marks MF marker F4/80, and blue indicates nuclei). Scale bars in the upper left corner represent 100 µm. **(K)** Increased presence of F4/80^+^ cells in the *Gdf15 KO* at day 8 after CTX. Values are expressed as percentage of total cells (*n* = 15 representative fields of view per group). **(L)** Quantification shows the proliferation index of F4/80^+^ cells. The values represent the percentage of Ki67^+^ cells over F4/80^+^ cells in the respective field of view (*n* = 15 representative fields of view per group). **(M)** Frequency (in %) of DCs from WT-control and *Gdf15* KO mice at day 4 following CTX injury (*n* = 4 animals per group). x and y axis numbers indicate the fluorescence intensity (on the log_10_ scale) of the indicated fluorescent-labeled antibodies for all the plotted events. **(N)** Representative FACS contour plots of DCs (gated as CD45^+^ CD11c^+^ F4/80^−^ Ly6G-MHCII^+^) at day 4 after CTX in WT-control and *Gdf15* KO animals. x and y axis numbers indicate the fluorescence intensity (on the log_10_ scale) of the indicated fluorescent-labeled antibodies for all the plotted events. AF488, Alexa Fluor 488. **(O)** Absolute number of infiltrating DCs in regenerating muscle from WT-control and Gdf15 KO muscles at day 4 after CTX injury using counting beads (*n* = 4 animals per group). **(P)** Frequency (in %) of NK cells from WT-control and *Gdf15* KO mice at day 4 following CTX injury (*n* = 4). **(Q)** Absolute number of infiltrating NK cells in regenerating muscle from WT-control and *Gdf15* KO muscles at day 4 after CTX injury using counting beads (*n* = 4 animals per group). **(R)** Representative FACS analysis of NK cells (gated as CD45^+^ F4/80^−^ Ly6G^−^ Nk1.1^+^) at day 4 after CTX in control and *Gdf15* KO animals. y axis numbers indicate the fluorescence intensity (on the log_10_ scale) of the indicated fluorescent-labeled antibody for all the plotted events. x axis scale is an arbitrary linear scale representing increasing intensity of forward scatter (FSC) signal. APC, allophycocyanin. **(S)** Representative flow cytometry contour plots of inflammatory and repair MFs (without excluding Ly6G^+^ cells) from WT-control and *Gdf15 KO* at day 4 after CTX injury. Shapes indicate the gating used for cell frequency quantification (circle = neutrophils, square = Ly6C^high^ inflammatory MFs, oval = Ly6C^low^ repair MFs). Representative frequencies for each cell population are shown adjacent on inside each gate. x and y axis numbers indicate the fluorescence intensity (on the log_10_ scale) of the indicated fluorescent-labeled antibodies for all the plotted events. APC, allophycocyanin; PE, phycoerythrin. In all graphs, bars and lines represent mean ± SEM. Exact P values were determined using unpaired Student’s *t* test unless otherwise noted. *, P < 0.05; **, P < 0.01.

### Myeloid GDF-15 impacts both infiltration and phenotypic transition of MFs following CTX injury

To exclude the involvement of confounding or compensatory mechanisms in other tissue compartments and to determine whether GDF-15 deficiency in the hematopoietic/myeloid compartment is the major contributor to the observed delayed regeneration phenotype, we generated chimeric animals reconstituted with *Gdf15 KO* bone marrow (BM). In this model, BM from *Gdf15 KO* or control mice was used to reconstitute the hematopoietic compartment of total body–irradiated WT-control animals. Compared with animals that received WT BM, GDF-15–deficient BM chimeras exhibited a profound impairment in regeneration at day 8 after injury (Fig. 3 E), similar to the full-body *Gdf15 KO* (Fig. 3 A). When compared with WT BM-transplanted (BMT) animals, *Gdf15 KO* chimeras contained more regenerating myofibers with smaller CSA as illustrated by a shift to the left (toward small fiber sizes) of the distribution of the myofiber CSA (Fig. 3 E, bottom), and a 24.5% decrease in the mean CSA of regenerating myofibers (Fig. 3 E, inset). Altogether, the results from the two distinct loss-of-function genetic models and the high expression of GDF-15 in the repair Ly6C^low^ MF compartment of the hematopoietic niche indicated that myeloid-derived GDF-15 critically contributes to muscle regeneration.

Next, we asked whether the impaired muscle regeneration was caused by a defect in the cellular dynamics of the myeloid cell infiltrate during muscle regeneration. The regenerative areas contained increased inflammatory infiltrations (F4/80^+^ cells) in *Gdf15 KO* muscles at day 8, as assessed by immunohistochemistry (Fig. S4, J and K), and were independent of local proliferation (Fig. S4 L), suggesting that the infiltration and resolution of inflammation were impaired. Interestingly, we also observed differences in the numbers of invading myeloid cells (CD45^+^) at day 4 after CTX injury using CD45^+^ magnetic bead selection (Fig. 3 F), which is in line with GDF-15’s role in regulating immune cell infiltration (Kempf et al., 2011). However, this finding did not exclude the possibility of a change in the cellular composition and subtype specification of the infiltrating myeloid cells as well. Since *Gdf15* is expressed highly in repair MFs, we decided to follow the differentiation dynamics of MFs at day 4, as the observed effect of GDF-15 deficiency must derive from these MFs subsets. Therefore, we examined the dynamics of the infiltrating myeloid cell populations (inflammatory Ly6C^high^ F4/80^low^ and repair Ly6C^low^ F4/80^high^ MFs) during the regeneration phase by flow cytometry (Fig. 3, G and H). Ly6C^high^ inflammatory MFs are progressively differentiating into Ly6C^low^ repair MFs by day 4 after CTX injury (Fig. S1, B–D). In the case of the *Gdf15 KO*, the frequencies of both inflammatory Ly6C^high^ F4/80^low^ and Ly6C^low^ F4/80^high^ repair MFs were skewed compared with controls (Fig. 3, G and H, top), suggesting a decreased conversion of inflammatory to repair MFs. Although the observed alteration in the proportion of MFs was significant, it must be noted that the ratio and absolute numbers (Fig. 3 I and Fig. S4 S) of infiltrating neutrophils (Ly6G^+^ F4/80^−^Ly6C^int^) were also significantly higher in the absence of GDF-15, further suggesting that the proper clearance of neutrophils and the overall resolution of inflammation was altered. Concurrently, the recruitment of dendritic cells (DCs; Fig. S4, M–O) and natural killer (NK) cells (Fig. S4, P–R) is reduced at day 4 after CTX in the *Gdf15* KO. These findings indicate that the dynamics of immune cell recruitment are significantly impacted in the *Gdf15* KO.

Assessing more functional markers, such as the MHCII molecules, which were incorporated recently as an alternative gating strategy for muscle-infiltrating MFs (Panduro et al., 2018), we observed a decrease in the ratio of MHCII^+^ F4/80^high^ cells at day 4 (Fig. 3, J and H, bottom), suggesting a potential impairment in the antigen-presenting capacity of these cells. Collectively, these results show that GDF-15 deficiency has quantitatively and qualitatively affected myeloid cells’ infiltration and in situ differentiation and reveal a critical role for myeloid-secreted GDF-15 as a potent effector and coordinator of the resolution of inflammation in regenerating muscle.

### MF-secreted GDF-15 regulates myoblast proliferation and influences MF antigen-presenting capacity

As only a few paracrine signaling pathways between MFs and tissue progenitors have been described thus far, we decided to identify the possible effector functions of GDF-15 that might connect muscle-infiltrating repair MFs to the regenerating cell milieu in a paracrine manner. A possible cell target interaction in the regenerating muscle microenvironment is, of course, the muscle progenitor cells. To determine if satellite cells are affected in the absence of GDF-15, we first quantified the number of PAX7^+^ cells in uninjured muscles of adult control and *Gdf15* KO animals through immunohistochemistry (Fig. 4 A). We didn’t detect any significant a priori differences in the numbers of satellite cells at this stage. Next, we measured the mRNA expression of a commonly used marker, *Pax7* (von Maltzahn et al., 2013), via quantitative PCR (qPCR) and quantified the number of PAX7^+^ cells in regenerating *Gdf15 KO* muscles at day 4 after CTX injury. Our data show that *Pax7* mRNA expression is decreased in *Gdf15 KO* muscles compared with controls at day 4 after injury (Fig. 4 B). In agreement with these results, PAX7 staining revealed fewer PAX7^+^ cells in the *Gdf15 KO* muscles at the same time point (Fig. 4 C). These results suggest that the expansion of PAX7^+^ satellite cells upon injury is sensitive to GDF-15 signaling interactions and is likely to be one of the major causes of the muscle regeneration deficiency observed in the *Gdf15 KO* animals. Thus, we hypothesize that GDF-15 may act on satellite cells by affecting their proliferation and differentiation. To assess the effect of GDF-15 on proliferation and fusion, cultured primary myoblasts were treated with recombinant GDF-15 at various doses (Fig. 4, D–G). Using Ki67^+^ staining as a positive indicator of proliferation, or desmin for myotube formation, the addition of 500–750 ng of recombinant (r) GDF-15 to the culture increased myoblast proliferation (Fig. 4, D and E) but had no effect on their differentiation (Fig. 4, F and G), suggesting a regulatory role in activating satellite cell proliferation pathways.

**Figure 4.**
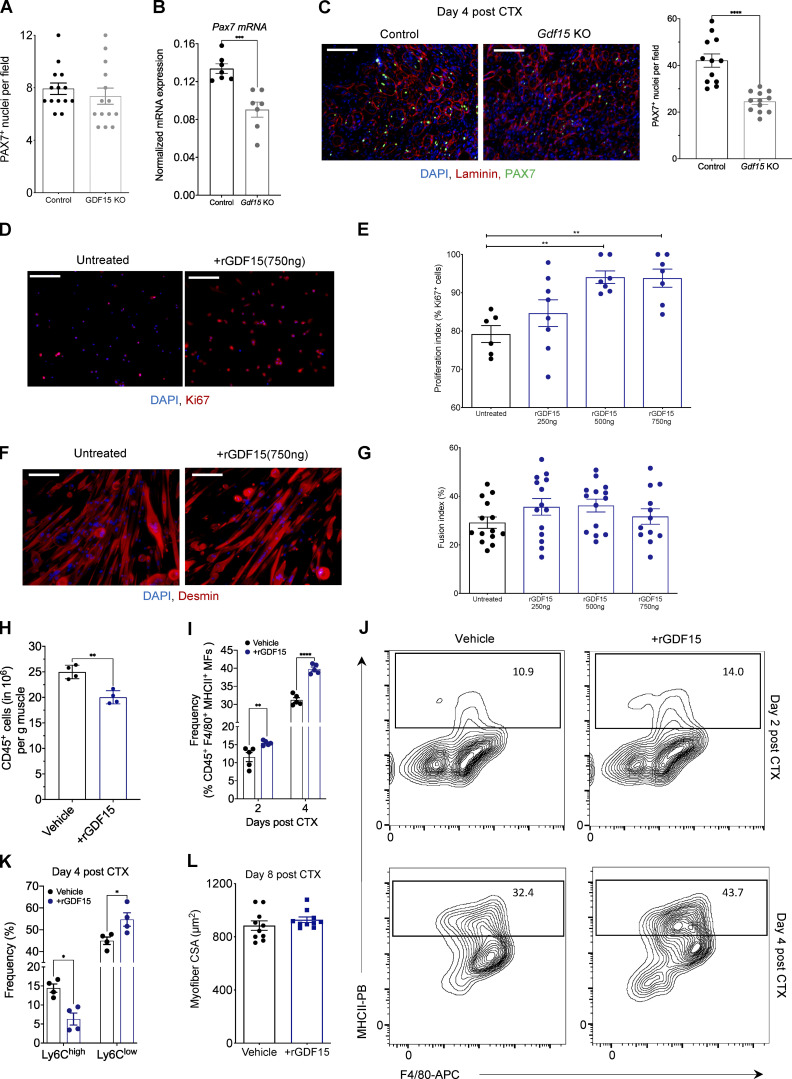
**Effects of recombinant GDF-15 on muscle progenitor proliferation in vitro and MHCII expression of muscle MFs in vivo*.* (A)** Number of PAX7^+^ cells in uninjured TA muscles of WT-control and *Gdf15 KO* (*n* = 14 muscles per group). **(B)** Quantification of *Pax7* gene expression (mRNA) using qPCR in WT-control and *Gdf15 KO* muscles at day 4 after CTX injury (*n* = 6 or 7 biological replicates per group). *Pax7* was normalized over *Rpl32*. **(C)** Left: Representative images of IHC detection of laminin (red), PAX7 (green), and nuclei (blue) in WT-control and *Gdf15 KO* at day 4 after CTX injury. Scale bars in the upper left corner represent 100 µm. Right: Number of PAX7^+^ cells in WT-control and *Gdf15 KO* at day 4 after CTX injury (*n* = 12 muscles per group). **(D)** Ki67 (red) and DAPI (blue) immunofluorescence staining shows a robust increase in myoblast proliferation in the presence of rGDF-15 in primary myoblasts. Representative images from untreated and 750 ng/ml rGDF-15–treated myoblasts are shown. Scale bars in the upper left corner represent 100 μm. **(E)** Proliferation index of primary myoblasts in the presence of indicated concentrations of recombinant GDF-15 (*n* = at least 6 independent experiments). **(F)** Immunofluorescence against Desmin (red) and DAPI (blue) shows no difference in myotube formation in the presence of rGDF-15 in primary myoblasts (*n* = 12 independent experiments). Representative images from untreated and 750 ng/ml rGDF-15–treated myoblasts are shown. Scale bars in the upper left corner represent 100 μm. **(G)** Fusion index of primary myoblasts in the presence of various concentrations of recombinant GDF-15 (*n* = at least 6 independent experiments). **(H)** Number of infiltrating CD45^+^ cells in TA muscle of WT mice administered with saline (control) or rGDF-15 (30 µg/kg intramuscularly) at day 2 after CTX injury (*n* = 4 biologically independent samples per treatment group). **(I)** Frequency (in %) of CD45^+^ F4/80^+^ MHCII^+^ MFs from saline (control) and rGDF-15–treated animals at indicated time points following CTX injury (*n* = 5 mice per group). **(J)** Representative flow cytometry 10% quantile contour plots of CD45^+^ F4/80^+^ MHCII^+^ MFs from vehicle (saline) and rGDF-15–treated animals at days 2 and 4 after CTX injury. Images represent four independent experiments with similar results. x and y axis numbers indicate the fluorescence intensity (on the log_10_ scale) of the indicated fluorescent-labeled antibodies for all the plotted events. PB, Pacific Blue; APC, allophycocyanin. **(K)** Frequency (in %) of inflammatory (Ly6C^high^ F4/80^low^) and repair (Ly6C^low^ F4/80^high^) MFs from vehicle (saline) and rGDF-15–treated (30 µg/kg intramuscularly) animals at day 4 following CTX injury (*n* = 5 mice per group). **(L)** Average fiber CSA of regenerating muscle in saline (control) and rGDF-15–treated (30 µg/kg intramuscularly at day 4) animals at day 8 after CTX injury (*n* = 10 per group). In all bar graphs, bars represent mean ± SEM. Exact P values were determined using unpaired Student’s *t* test or ANOVA to compare three or more groups, *, P < 0.05; **, P < 0.01; ***, P < 0.001; ****, P < 0.0001.

MF-secreted GDF-15 can also have direct effects on the myeloid cell compartment. To assess the potential autocrine function of GDF-15 on the inflammatory component of the regenerating muscle, we injected intramuscularly a single dose of recombinant GDF-15 (30 µg/kg) into CTX-injured muscles of WT mice on day 1 or 3 and accessed the myeloid cell composition at day 2 and 4 after CTX by FACS, respectively. We found that the exogenously added GDF-15 decreased the total number of infiltrating CD45^+^ cells at day 2 after injury (Fig. 4 H), in line with previous observations (Kempf et al., 2011; Zhang et al., 2017), skewed MFs toward expressing higher levels of MHCII molecules both at day 2 and day 4 after CTX (Fig. 4, I and J), and increased the ratio of Ly6C^low^/Ly6C^high^ MFs at day 4 (Fig. 4 K). These data suggest that GDF-15 promotes an accelerated phenotypic transition and can have a positive effect on the maturation and antigen-presenting capacity of these MFs. Last, administration of a single dose of exogenous GDF-15 (administered at day 4 after CTX) in WT mice had a modest but not statistically significant regeneration-enhancing effect in vivo (Fig. 4 L). This finding suggests that (1) the endogenous physiological levels of GDF-15 are sufficient for proper regeneration, and (2) regeneration must be impaired for the rGDF-15 treatment to have any effect. These findings are in line with a previous study on the beneficial role of rGDF-3 in regeneration, where only aged animals with impaired regeneration, but not young animals, benefited from the addition of this growth factor (Patsalos et al., 2018).

Overall, GDF-15 appears to be an effector in regeneration with bivalent and pleiotropic roles in skeletal muscle inflammation/resolution and regeneration.

### GDF-15 is a bona fide transcriptional target of liganded PPARγ and RXR in MFs

Next, we decided to pursue the identification of the putative regulatory circuit upstream of *Gdf15*. We have recently described the chromatin accessibility landscape in muscle-infiltrating MFs (Patsalos et al., 2019). We used these Assay for Transposase-Accessible Chromatin using sequencing (ATAC-seq) datasets to gain insights into the regulation of *Gdf15* in muscle-infiltrating MFs. Initially, we analyzed the cistrome around the *Gdf15* locus with the goal to identify distal differentially accessible chromatin regions, which could act as potential enhancers, and then try to predict in silico binding motifs at these sites. We identified two sites located ∼2.6 kb (proximal, E1) and ∼3.6 kb (distal, E2) upstream of the *Gdf15* transcription start site that are changing during the course of regeneration in the muscle-infiltrating MFs. These putative enhancer regions show both differential chromatin accessibility (Fig. 5 A), in line with the gene expression data (Fig. 2 D), and strong DR1 (PPARG:RXRA) binding motifs (Fig. 5 A, right). These motifs are identical, although the distal one is located in a repetitive, lower-complexity region with smaller chromatin openness. Nevertheless, these sequences contain the PPAR-specific 5′ extension that provides minor groove binding, so overall, tighter DNA–protein interactions (Nagy and Nagy, 2020). In addition, based on prior knowledge of expected effects between transcriptional regulators and their target genes stored in the Ingenuity Knowledge Base, we identified PPARγ and RXRα as likely relevant transcriptional regulators of *Gdf15* expression (Fig. S3 A, highlighted in bold). Furthermore, in a previous study (Varga et al., 2016b) of muscle-infiltrating MFs, *Gdf15* showed partial PPARγ dependency as it was among the DE genes in PPARγ-deficient muscle MFs (Fig. S3 F). Based on these findings, we hypothesized that MF PPARγ and its partner, RXRα, target *Gdf15* to establish the repair MF identity and regulate skeletal muscle regeneration.

**Figure 5.**
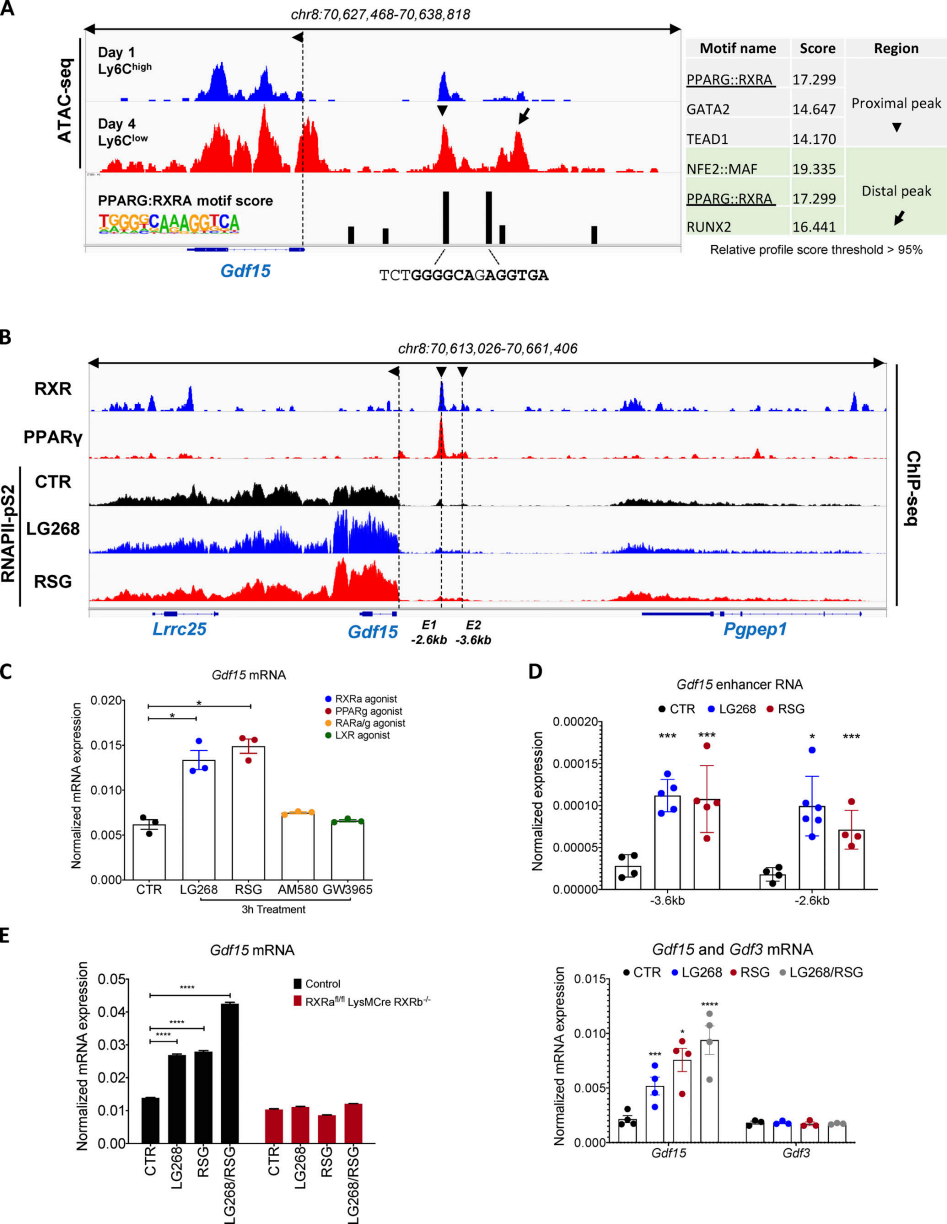
***Gdf15* is a PPARγ and RXRα regulated gene. (A)** Identification of PPARγ and RXRα regulatory elements around the *Gdf15* locus. Genome browser view of ATAC-seq signals from muscle-derived MFs at the indicated genomic region (*Gdf15* locus) showing peak intensities and DR1 predicted motifs scores. De novo motif scores (HOMER) are shown on a table on the right (relative profile score threshold >95%). Arrows indicated the regions upstream of the TSS selected for the in silico motif prediction. The exact motif sequence, highlighting the nuclear receptor (NR) half sites including the 5′ extension, are shown. **(B)** PPARγ and RXRα bind to proximal regulatory elements around the *Gdf15* locus. Genome browser view of the *Gdf15* locus with the indicated ChIP-seq experiments performed in WT BMDMs. ChIP-seq experiments for RNAPII-pS2 were performed in the presence of the indicated nuclear receptor ligands. **(C)** Quantification of *Gdf15* gene expression (mRNA) using qPCR in WT BMDMs treated with the indicated nuclear receptor agonists (*n* = 3 biological replicates per treatment group). **(D)** eRNA measurements of putative enhancer regions around the *Gdf15* locus in WT BMDMs treated with PPARγ or RXR agonists (*n* = at least 4 independent experiments). **(E)** Quantification of *Gdf15* gene expression (mRNA) using qPCR in WT-control and *Rxra*^fl/fl^ *Rxrb*^−/−^LysM-Cre BMDMs treated with indicated ligands individually or in combination (*n* = 3 biological replicates per treatment group). **(F)** Quantification of *Gdf15* and *Gdf3* gene expression (mRNA) using qPCR in WT BMDMs treated with the indicated nuclear receptor agonists individually or in combination (*n* = at least 3 biological replicates per treatment group). Both genes were normalized over *Ppia* (*n* = 3 independent experiments). In all bar graphs, bars represent mean ± SEM. Exact P values were determined using unpaired Student’s *t* test or ANOVA to compare three or more groups. *, P < 0.05; ***, P < 0.001; ****, P < 0.0001.

To determine the molecular mechanisms of how PPARγ and RXRα regulate *Gdf15* expression, we performed chromatin immunoprecipitation sequencing (ChIP-seq) in BM-derived MFs (BMDMs). Consistent with our ATAC-seq data, and the in silico motif analysis, we observed that both RXRα and PPARγ binding occur along the predicted *Gdf15* enhancer regions (Fig. 5 B). In addition, PPARγ and RXRα are nuclear receptors that can sense and interpret fatty acid signals, and thus can be activated by pharmacological targeting. BMDMs were treated for 1 h with LG268 or Rosiglitazone, a potent RXRα- and PPARγ-specific agonist, respectively, and RNA polymerase II–specific ChIP-seq was performed to map the ligand-specific genome changes. We observed a significant increase of RNA pol II binding in the *Gdf15* coding region in response to both agonists, suggesting active transcription (Fig. 5 B). To validate these results at the mRNA level, we proceeded to treat cultured BMDMs with LG268, Rosiglitazone, AM580, and GW2965, the latter two being RARα and LXRβ agonists, respectively, and measured *Gdf15* mRNA levels at 3 h after treatment by qPCR (Fig. 5 C). In response to LG268 and Rosiglitazone, we observed a significant increase of *Gdf15* mRNA, whereas treatment with AM580 and GW3965 resulted in mRNA levels consistent with basal *Gdf15* expression observed in the nontreated control (Fig. 5 C). Furthermore, to confirm whether the predicted enhancer regions are indeed accessible and active upon PPARγ and RXRα ligand treatments, we measured the enhancer RNA (eRNA) expression of these loci in untreated versus LG268- and Rosiglitazone-treated BMDMs (Fig. 5 D). As expected, the enhancer RNAs around the *Gdf15* locus are activated by both ligand treatments (Fig. 5 D). To further expand on these findings, we compared the *Gdf15* mRNA expression between WT and *RXRa*^fl/fl^ LysMCre/*RXRb*^−/−^ BMDMs in response to the same ligands (Fig. 5 E). In the WT-control BMDMs, *Gdf15* mRNA expression is substantially elevated in response to either LG268 or Rosiglitazone treatment, as observed previously (Fig. 5 C), and even more so when treated in tandem (Fig. 5, E and F). In contrast, *Gdf15* mRNA expression in *RXRa*^fl/fl^ LysMCre/*RXRb*^−/−^ BMDMs shows no response to either LG268 or Rosiglitazone treatment (Fig. 5 E). In parallel, *Gdf15* was among the 132 genes that belong to cluster 5 and show RXR dependency (down-regulated) in RNA-seq data from unstimulated RXR-deficient BMDMs (Fig. S3 G). Interestingly, in comparison with a recently discovered myogenic factor (Varga et al., 2016b) with high similarity to GDF-15, namely GDF-3 (it belongs to the same superfamily of growth factors as GDF-15), and the discovery of ligand-independent gene regulation by PPARγ (Daniel et al., 2018), we were interested to explore if these two factors are regulated and behave in a similar fashion. *Gdf3* is expressed and secreted by repair MFs under the control of PPARγ but does not respond to either PPARγ or RXRα ligand treatments (Fig. 5 F), in contrast with *Gdf15*, which responds to both. This ligand-independent regulation of *Gdf3* suggests that both these growth factors may be regulated by the same TFs at the same point in time but with different modes of action (ligand-sensitive versus ligand-insensitive). Taken together, these findings suggest that the *Gdf15* locus has multiple PPARγ:RXR heterodimer-bound active enhancers and that liganded PPARγ and RXR are direct regulators of *Gdf15* expression in MFs and subsequently propose their involvement in the muscle regeneration process.

### Skeletal muscle regeneration is impaired in RXRα/β myeloid-deficient animals

While some aspects of PPARγ’s role in muscle regeneration have been previously demonstrated (Varga et al., 2016b), the role of MF RXR in skeletal muscle injury and regeneration is not known. We hypothesized that MF RXR is a regulator of skeletal muscle regeneration, in part by controlling GDF-15’s expression in repair MFs. This model posits that RXR deficiency in MFs should yield impairment in regeneration. However, the extent and direction of the impairment cannot be predicted given the pleiotropic nature of the role of a TF. To test this hypothesis, we used the double knockout *RXRa*^fl/fl^ LysMCre/*RXRb*^−/−^ mouse strain, which is deficient in *Rxrα* specifically in myeloid lineages and *Rxrb* in all cell types (Kiss et al., 2017). Histological analysis reveals impaired regeneration at day 8 after CTX injury in *RXRa*^fl/fl^ LysMCre/*RXRb*^−/−^ animals versus controls (Fig. 6 A). In addition, at this time point, we observe a significant increase in necrotic fiber content (Fig. 6 B) and a 22% reduction in mean fiber CSA in *RXRa*^fl/fl^ LysMCre/*RXRb*^−/−^ versus control muscles (Fig. 6 C), indicating either a delayed clearance of dying myofibers or altered dynamics of muscle fiber death in the KO animals. Interestingly, this delay in regeneration is still evident at day 21 after injury (Fig. 6 D), as evident by the significant reduction in mean fiber CSA (Fig. 6 E) and muscle mass (Fig. 6 F). At the same time, no developmental impairment was observed in *RXRa*^fl/fl^ LysMCre/*RXRb*^−/−^ uninjured muscles (Fig. 6, G and H), suggesting that the muscle regeneration impairment phenotype in this mouse strain is evident only after injury.

**Figure 6.**
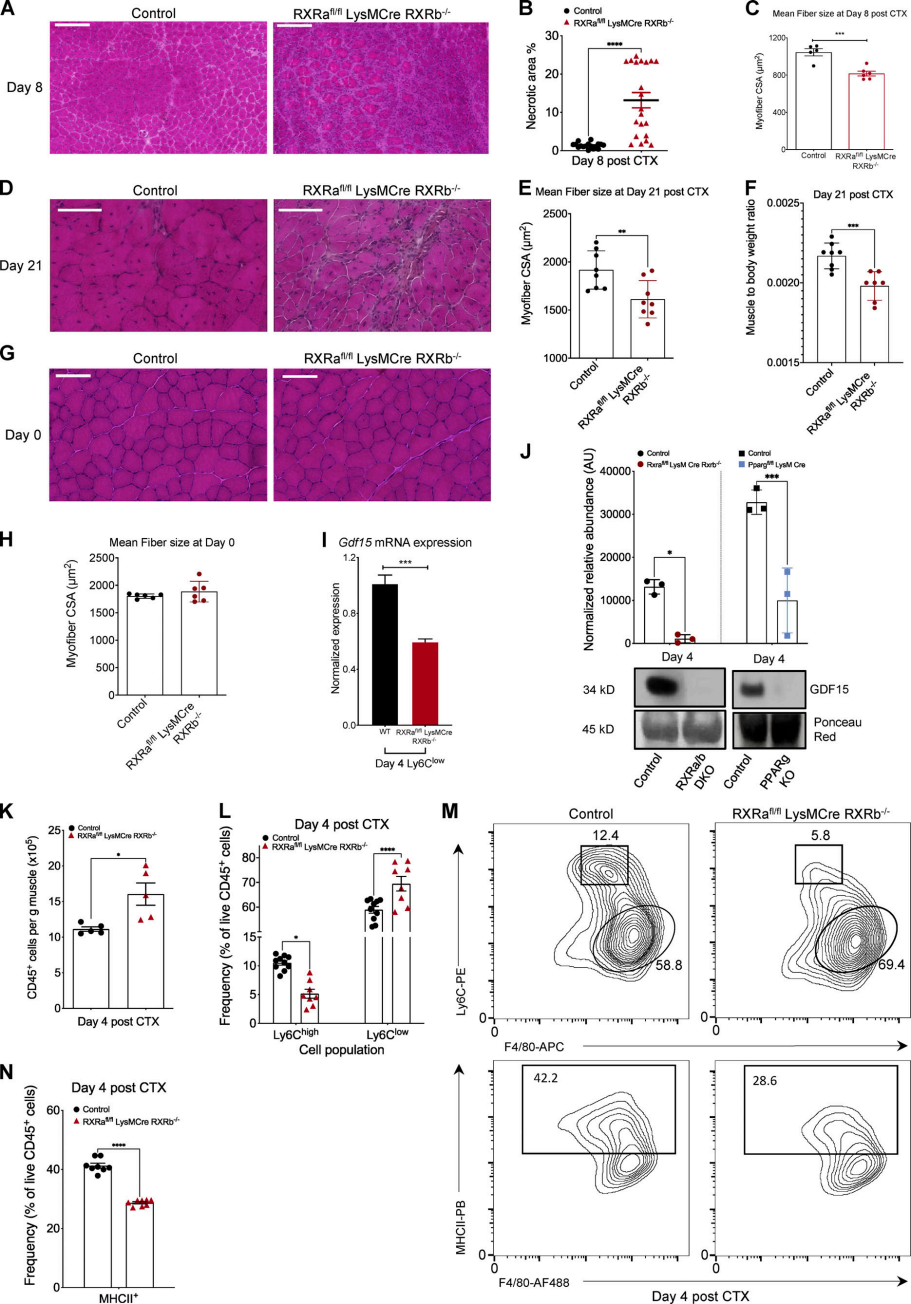
**Skeletal muscle regeneration is impaired in myeloid *RXRα/β*-deficient animals. (A)** Representative images of H&E-stained skeletal muscle (TA) from WT-control and *Rxra*^fl/fl^ *Rxrb*^−/−^LysM-Cre animals at day 8 after CTX-induced injury are shown. Scale bars in the upper left corner represent 100 µm. **(B)** Necrotic fiber area percentage relative to the regeneration area at day 8 after CTX in control (*Rxra*^fl/fl^ *Rxrb*^−/−^) and *Rxra*^fl/fl^ *Rxrb*^−/−^LysM-Cre, muscles (*n* = at least 20 muscles per group). **(C)** Average fiber CSA of regenerating muscle at day 8 after CTX injury in WT-control and *Rxra*^fl/fl^ *Rxrb*^−/−^ LysM-Cre animals at day 8 after CTX injury (*n* = 5 or 6 mice per group). **(D)** Representative images of H&E-stained skeletal muscle (TA) from day 21 post–CTX injury WT-control and *Rxra*^fl/fl^ *Rxrb*^−/−^LysM-Cre animals. Scale bars in the upper left corner represent 100 µm. **(E)** Average fiber CSA at day 21 after CTX injury in muscles from WT-control and *Rxra*^fl/fl^ *Rxrb*^−/−^LysM-Cre animals (*n* = 8 mice per group). **(F)** Muscle to body weight ratio at day 21 after CTX injury in muscles from WT-control and *Rxra*^fl/fl^ *Rxrb*^−/−^LysM-Cre animals (*n* = 7 or 8 muscles per group). **(G)** Representative images of H&E-stained skeletal muscle (TA) from uninjured WT-control and *Rxra*^fl/fl^ *Rxrb*^−/−^LysM-Cre animals. Scale bars in the upper left corner represent 100 µm. **(H)** Average fiber CSA of uninjured muscle WT-control and *Rxra*^fl/fl^ *Rxrb*^−/−^LysM-Cre animals (*n* = 6 mice per group). **(I)** *Gdf15* mRNA expression in WT-control and *Rxra*^fl/fl^ *Rxrb*^−/−^LysM-Cre repair MFs (Ly6C^low^ F4/80^high^) sorted at day 4 after injury. *Gdf15* was normalized over *Ppia* (*n* = 3 independent experiments). **(J)** GDF-15 protein expression in whole-muscle lysates of regenerating muscles from control (respective floxed control littermate), *Rxra*^fl/fl^ *Rxrb*^−/−^LysM-Cre, and *Pparγ*^fl/fl^ LysM-Cre KO mice at day 4 after CTX. Signal quantification is shown in the upper panel. Ponceau Red staining was used for loading control and signal normalization (*n* = 3 mice per group). **(K)** Number of infiltrating myeloid (CD45^+^) cells in regenerating muscle from WT-control and *Rxrα*^fl/fl^ *Rxrβ*^−/−^ LysM-Cre animals at day 4 after CTX injury (*n* = 5 mice per group). **(L)** Percentage of inflammatory (Ly6C^high^ F4/80^low^) and repair (Ly6C^low^ F4/80^high^) MFs from WT-control and *Rxra*^fl/fl^ *Rxrb*^−/−^LysM-Cre muscles at day 4 following CTX injury (*n* = 8 mice per group). To determine P values, two-way ANOVA with multiple comparison test was used. **(M)** Representative flow cytometry 10% quantile contour plots of inflammatory and repair MFs from WT-control and *Rxra*^fl/fl^ *Rxrb*^−/−^LysM-Cre muscles at day 4 after CTX injury. Shapes indicate the gating used for cell frequency quantification (square = Ly6C^high^ inflammatory MFs, circle = Ly6C^low^ repair MFs, rectangle = MHCII^+^ MFs). Representative frequencies for each cell population are shown adjacent or inside each gate. x and y axis numbers indicate the fluorescence intensity (on the log_10_ scale) of the indicated fluorescent-labeled antibodies for all the plotted events. PE, phycoerythrin; PB, Pacific Blue; AF488, Alexa Fluor 488. **(N)** Frequency (in %) of CD45^+^ F4/80^+^ MHCII^+^ MFs from WT-control and *Rxra*^fl/fl^ *Rxrb*^−/−^ LysM-Cre mice at day 4 following CTX injury (*n* = 8 mice per group). In all graphs, bars and lines represent mean ± SEM. Exact P values were determined using unpaired Student’s *t* test unless otherwise noted. *, P < 0.05; **, P < 0.01; ***, P < 0.001; ****, P < 0.0001.

Based on our prior *Gdf15* expression data in BMDMs, we hypothesized that *Gdf15* could be one of the genes dysregulated in the RXRα/β null muscle-MFs. Thus, to assess the impact of RXRα/β deficiency and validate the regulation of *Gdf15* by RXR, specifically in the day 4 repair muscle-MFs, we quantified the *Gdf15* mRNA in FACS-sorted Ly6C^low^ MFs (Fig. 6 I). We observed a significant reduction in *Gdf15* mRNA levels in this day 4 MF subpopulation, which is in accordance with the reduction of GDF-15 protein levels in either RXRα/β or PPARγ MF-specific KO whole muscle lysates (Fig. 6 J). These results prompted us to ask whether the MF infiltration and cellular dynamics have been altered in the RXRα/β double knockout animals upon CTX injury. Indeed, quantification of CD45^+^ cells at day 4 after CTX injury reveals a pronounced increase in the accumulation of myeloid cells in the *RXRa*^fl/fl^ LysMCre/*RXRb*^−/−^ animals (Fig. 6 K). However, analyzing the fractions of MF subpopulations present in these mice via FACS, we observed an increased frequency of Ly6C^low^ F4/80^high^ (Fig. 6, L and M, top) and a lower frequency of MHCII^+^ (Fig. 6 M, bottom, and Fig. 6 N) repair MFs at day 4 after injury. These results suggest that while GDF-15 expression is altered and likely contributes to the observed increased infiltration phenotype, RXRα/β-deficient muscle-MFs have an impaired ability to retain the inflammatory phenotype (most likely due to the cumulative impact of the dysregulation of multiple important genes that are under RXR control), resulting in an inability to clear necrotic fibers, and a premature shift to the Ly6C^low^ repair phenotype. It has been established that if the myeloid cell subpopulation’s orderly transition is impacted in either direction, it will lead to a defect in regeneration, as seen in other models (Patsalos et al., 2019).

### GDF-15 marks a novel repair MF subpopulation with a functionally distinct effector-expressing signature at the single-cell level

Due to the large heterogeneity of the regenerating cell milieu (De Micheli et al., 2020), we asked (1) if the source(s) of GDF-15 is (are) all repair MFs or a subpopulation and (2) whether the RPP (involving clusters 2 and 5; Fig. 1, E–H) we observed by profiling sorted monocytes and MFs, marked by genes such as *Gdf15* and *Igf1*, can be assigned to one or multiple groups of cells. To address these questions, we performed droplet-based single-cell 3′ RNA-seq in CD45^+^ cells isolated from CTX-injured tibialis anterior (TA) muscles at day 4. We used the Seurat package for scRNA-seq data filtering and processing (see Materials and methods). Briefly, we removed cells with <200 genes detected, <1,000 unique molecular identifiers (UMIs), or >5% of UMIs mapped to mitochondrial genes (Fig. S5 A, left). Applying these filters eliminated dying cells and doublets presented as outliers with >30,000 UMIs. After filtering, the scRNA-seq dataset contained 7,103 cells, expressing a total of 16,979 different genes (Fig. S5 A, right). We then performed unsupervised shared nearest neighbor (SNN) clustering, which partitioned cells into 12 groups based on their transcriptomic programs after optimizing the SNN resolution parameter by silhouette analysis (Fig. S5 B). Next, we annotated the cell types present in this dataset representing the entire immune cell milieu of the regeneration phase following injury (Fig. 7 A). Identification of cell types from SNN clusters was based on cluster-average expression of canonical genes included in the *EnrichR* Mouse Gene Atlas (Chen et al., 2013; Kuleshov et al., 2016). As expected, the cumulatively largest and most ambiguous group is MFs (76.9% of the total single-cell transcriptomes; Fig. 7 A, right), classified by the expression of known MF markers like F4/80 (*Adgre1*), *Aif1*, and *Mertk* (Fig. 7 B). To further discriminate the ambiguous populations, we also performed differential gene expression analysis between cells within each group and all other cells in the dataset (Fig. 7 C and Fig. S5 C). Both analyses revealed four different subtypes of MFs with varying cell number composition and unique gene expression profiles (Fig. 7, A–C). We labeled them as types I, II, III, and IV and focused our analysis on these four cell populations (Fig. 7 B). Next, we asked (1) what markers define these distinct MF subtypes, (2) whether we can draw conclusions on the potential function of these four different states of MFs based on their unique gene expression patterns, and (3) whether *Gdf15* has any distinct expression pattern within these MF populations. Interestingly, *Gdf15* was predicted unbiasedly as one of the specific markers for the type II MFs (Fig. 7 C). Significantly, the majority of this repair MF subset is positive for *Pparγ* and *Rxrα* but also for the majority of other known secreted growth factors, including *Igf1* and *Gdf3* (Fig. 7 D). Type I MFs, the largest MF group, are defined by high expression of MF maturation markers like *Mertk*, but also seem to exclusively express several enzymes involved in the production of pro-resolving lipid mediators like *Hpgd*, *Hpgds*, and *Pla2g15*, as well as *Apoe* and *Tgfbr1*, characteristic of the M2-like anti-inflammatory phenotype (Baitsch et al., 2011; Ho et al., 2016; Ho et al., 2017; Giannakis et al., 2019), and thus most likely involved in the resolution phase of the regenerative response (Fig. 7, C and D). Type III MFs, the smallest group, seem to be the remaining pro-inflammatory monocytes/MFs with high expression of inflammatory monocyte markers *Ly6c2*, *Sell*, *Ace*, and *Hp*, while type IV MFs seem to have higher antigen-presenting capacity characterized by expression of classical MHCII proteins, such as Cd74 and the H2 family, as well as C-type lectins like *Mgl2* (Fig. 7 D; Denda-Nagai et al., 2010; Panduro et al., 2018). Interestingly, we also found that 98.08% of the genes expressed in the RPPs of clusters 2 and 5 (defined in Fig. 1 E) are detected in the four MF subtypes identified by scRNA-seq analysis. More specifically, cluster 2 genes (700 out of 716, 97.7%) with a steadily decreasing expression pattern show a predominance for MF type III (functionally annotated as a pro-inflammatory subtype), while cluster 5 genes (936 out of 952, 98.3%) with a steadily increasing expression pattern along the regeneration time course show a predominance for type I (functionally annotated as resolution-related MFs) and II MFs (functionally annotated as the GFEM subtype; Fig. 7 E). In a complementary analysis, we applied the single-cell regulatory network inference and clustering (SCENIC) workflow on our dataset (Aibar et al., 2017; Van de Sande et al., 2020). This analysis provides insight into the transcriptional regulators that define the identity of cell types constituting the regenerating cell milieu (Fig. 8). Binarization of the AUCell scores (see Materials and methods) for the predicted regulators and subsequent clustering of the cell-regulon matrix reveals clusters of regulators characteristic of each MF subtype and thus potential mechanisms driving cellular heterogeneity (Fig. 8). The prediction of cell states is based on the shared activity of regulatory subnetworks. For example, the regulators Cebpb, Maf, and Spi1 (PU.1) are defining the identity of the entire MF compartment, thus validating the predictions of the SCENIC workflow (Fig. 8). Significantly, regulons based on RXRα and Cebpa are active only in MFs associated with growth factor–expressing (type II, dark blue) and anti-inflammatory functions (type I, orange). In addition, the cluster of pro-inflammatory MFs (type III, gold) contains a unique set of regulators that includes Irf9, Ikzf1, and Stat2, while Ehf, Stat5a, and Bcl11a show high activity in MFs with increased antigen-presenting capacity (type IV, light blue). This analysis predicts RXR unbiasedly as a direct regulator of the GFEM subtype and further implicates this pathway and subsequently its targets as a defining regulatory network during regeneration. In summary, by testing the hypothesis that GDF-15 can predict the core effector repair signature at the single-cell level, we identified *Gdf15*-expressing immune cells as a novel and distinct repair MF subpopulation of the myeloid-driven regeneration cellular ecosystem, hereby termed GFEMs. In addition, the SCENIC workflow predicts RXRa as one of the core regulators (and the only signal-dependent TF) of the GFEM transcriptional program.

**Figure S5.**
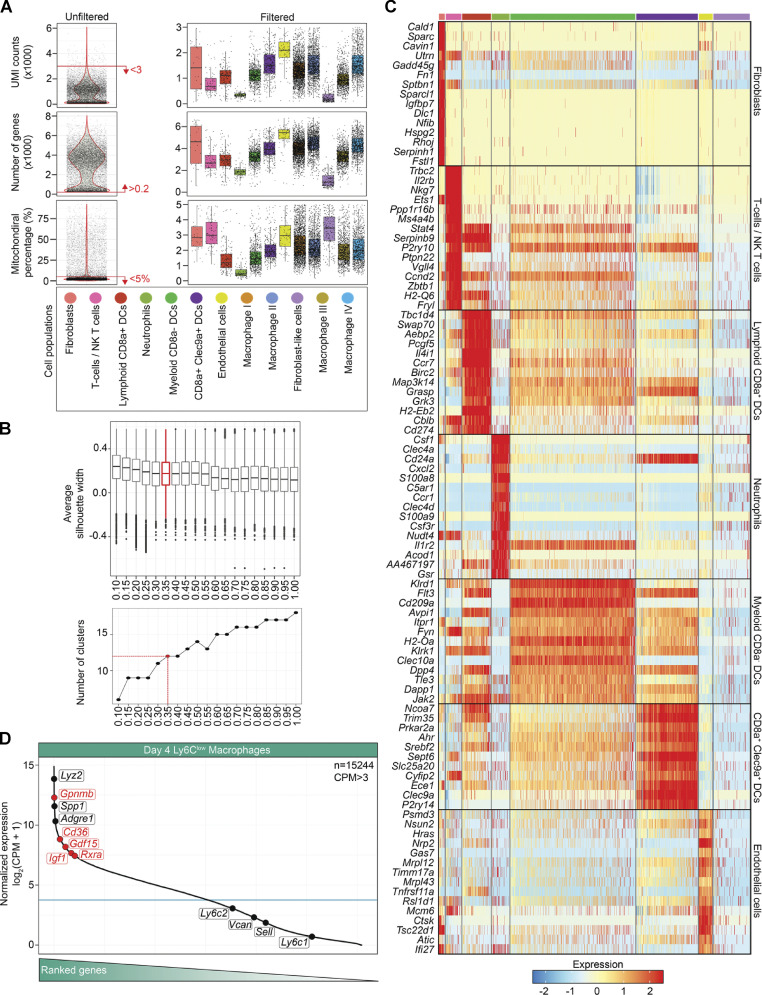
**Technical and quality control measures for scRNA-seq dataset and its analysis (related to** **Fig. 7****). (A)** Violin plots representing the (upper left) number of UMIs, (middle left) genes per cell, and (lower left) mitochondrial gene percentage of all cells before quality control filtering and clustering. Red lines indicate the filtering parameter values. Box plots representing the (upper right) number of UMIs, (middle right) genes per cell, and (lower right) mitochondrial gene percentage per cluster of the cells passing the quality control filtering. The annotated cell populations are color-coded as in Fig. 7 A, and individual cells are shown in black dots. **(B)** Silhouette analysis of SNN clustering resolution parameter. Top: Box-and-whisker plot representing the average silhouette width as a function of SNN resolution parameters. Bottom: Number of clusters identified as a function of SNN resolution parameter. The red box plot and dot correspond to the SNN parameter value (0.35) chosen for cluster annotation and all subsequent analyses. **(C)** Expression heatmap (row Z-score) for top marker genes identified in the eight CD45^+^ non-MF subpopulations at day 4 after CTX classified by SNN. Fibroblast-like cell genes did not pass the unique marker selection criteria (>85% expression in the cells of the cluster and <35% expression in other clusters) to analyze. The columns represent cells and are organized by cell type (color-coded as in A). **(D)** Ranked expression of all genes (*n* = 15,244) in the day 4 Ly6C^low^ RNA-seq dataset in log_2_ CPM reads mapped (CPM >3). This figure illustrates that the expressions of predicted GFEM marker genes (*Igf1*, *Gpnmb*, *Cd36*, *Rxrα*, and *Gdf15*) are among the highest expressed genes and well above the median expression (blue line) of all genes in this repair MF dataset.

**Figure 7.**
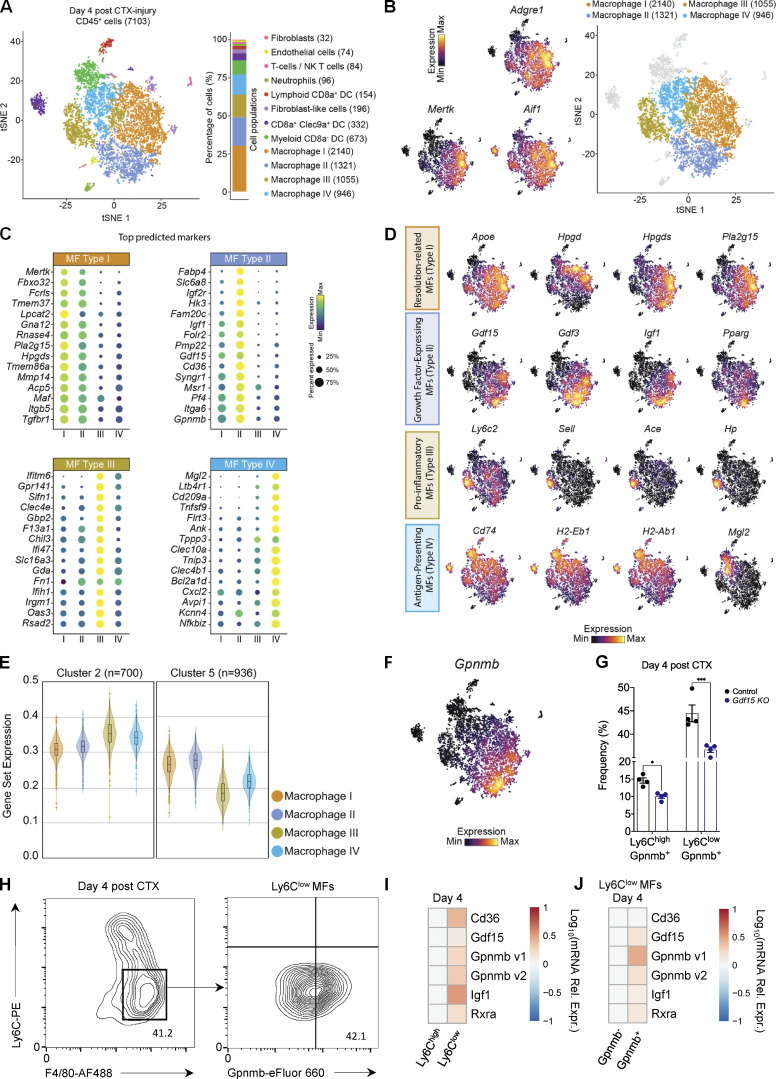
**scRNA-seq analysis of CD45^+^ cells at day 4 after injury reveals the myeloid cell source of GDF-15. (A)** Single-cell transcriptomes derived from CD45^+^ cells isolated from injured TA muscle at day 4 after CTX injury. A total number of 7,103 cells expressing 16,979 different genes were used for the downstream analysis. Data are presented as a t-distributed stochastic neighbor embedding (tSNE) projection to visualize variation in single-cell transcriptomes. Unsupervised SNN clustering resolved at least 12 distinct types of cells (color-coded in legend) and was achieved using a hierarchical tree algorithm (Seurat’s Leiden algorithm). Identification of cell types from SNN clusters was based on cluster-average expression of canonical genes included in the EnrichR Mouse Gene Atlas (Chen et al., 2013; Kuleshov et al., 2016). The composition of cell types presented as a percentage, as well as the absolute number of cells per identified cluster, are shown on the right. The cumulatively largest and most ambiguous group are F4/80^+^ MFs (consisting of 76.9% of the total single-cell transcriptomes). **(B)** Left: Feature plots of classical MF-defining markers (*Adgre1*, *Aif1*, *MerTK*) across all cells (row Z-score). Right: tSNE plot of single-cell transcriptomes representing the clusters of only the F4/80 (Adgre1)^+^ cells. **(C)** Top 15 marker genes for the four identified MF clusters. The dot size represents the percentage of cells within a group with an expression level >0, and color-scale represents the average expression level (row Z-score) across all cells within the cluster (determined by nonparametric Wilcoxon rank-sum test). **(D)** Single-cell expression levels (row Z-score) for selected functional MF markers based on prior literature (Varga et al., 2016a; Varga et al., 2016b; Tidball, 2017; Chazaud, 2020). These markers allowed delineation of four functionally distinct MF subtypes at day 4 after injury. **(E)** Average expression of all genes included in the RPPs of clusters 2 and 5 (defined in Fig. 1 E) in the four MF subtypes identified by scRNA-seq analysis. Cluster 2 genes (700 out of 716) with a stably decreasing expression pattern show a predominance for MF type III (functionally annotated as a pro-inflammatory subtype), while cluster 5 genes (936 out of 952) with a stably increasing expression pattern along the regeneration time course show a predominance for MF type I and II (functionally annotated as resolution-related and growth factor–expressing subtypes, respectively). **(F)** Feature plot of *Gpnmb* expression (row Z-score) defining the MF type II that corresponds to the functionally annotated GFEM subtype. **(G)** Frequency (in %) of CD45^+^ inflammatory (Ly6G^−^ Ly6C^high^ F4/80^low^ GPNMB^+^) and repair (Ly6G^−^ Ly6C^low^ F4/80^high^ GPNMB^+^) MFs from WT-control and *Gdf15* KO mice at day 4 following CTX injury (*n* = 4 mice per group). Bars represent mean ± SEM. Exact P values were determined using unpaired Student’s *t* test. *, P < 0.05; ***, P < 0.001. **(H)** Representative FACS 10% quantile contour plots and gating strategy of CD45^+^ Ly6C^low^ GPNMB^+^ F4/80^+^ MFs at day 4 after CTX in control mice, representing the GFEM subtype. x and y axis numbers indicate the fluorescence intensity (on the log_10_ scale) of the indicated fluorescent-labeled antibodies for all the plotted events. AF488, Alexa Fluor 488. **(I and J)** Heatmaps showing the relative mRNA expression (assessed by qPCR and visualized as log relative expression [Rel. Expr.] values over *Ppia*) pattern of GFEM predicted marker genes in (I) Ly6C^high^ or Ly6C^low^ muscle-infiltrating MFs and (J) FACS-sorted CD45^+^ Ly6C^low^ GPNMB^+^ F4/80^+^ and CD45^+^ Ly6C^low^ GPNMB^−^ F4/80^+^ MFs. mRNA expression values reflect the average of three biological replicates per population. “Gpnmb v1” and “Gpnmb v2” reflect two separate primer sets targeting different exons of the *Gpnmb* gene.

**Figure 8.**
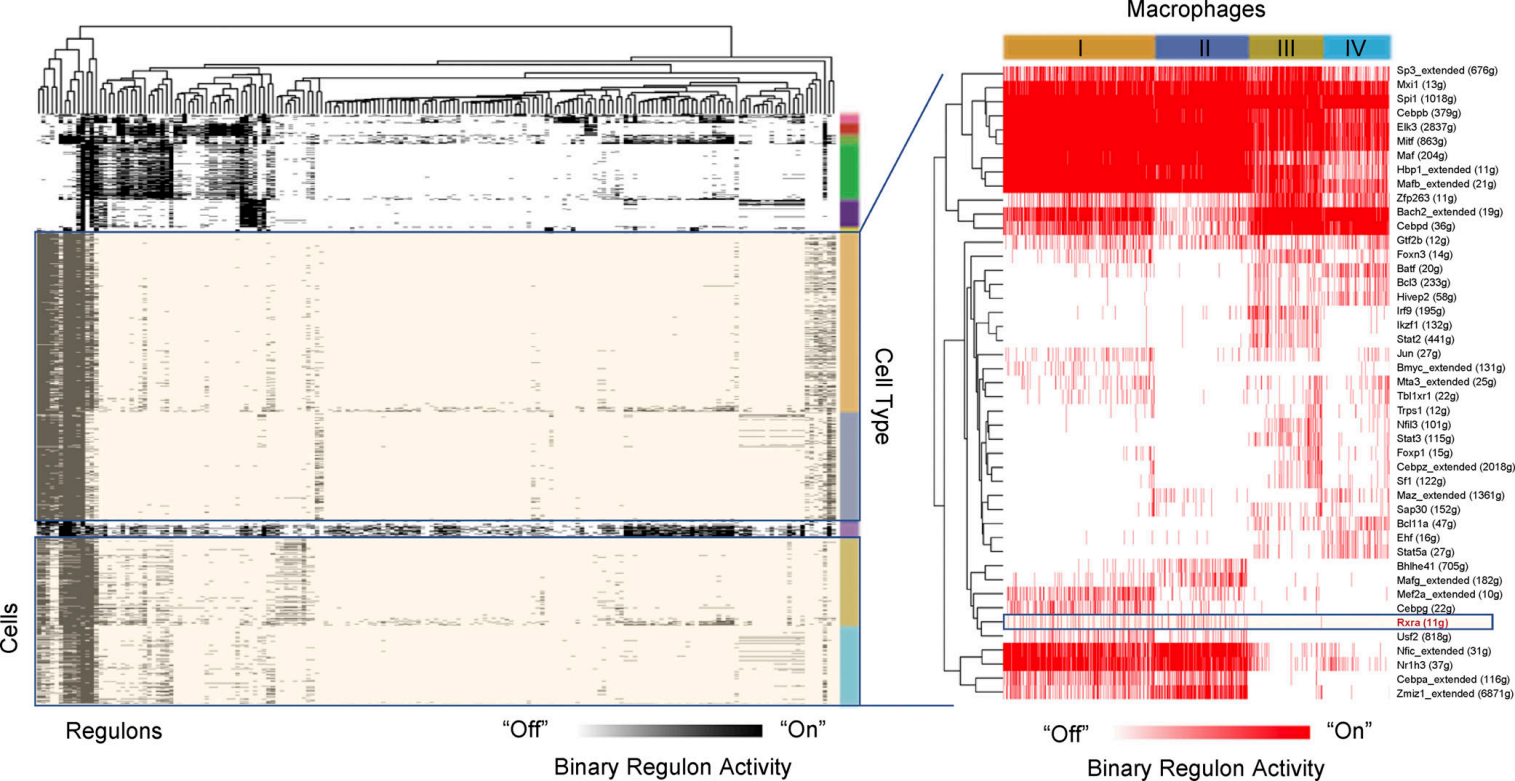
**SCENIC reveals RXR regulon activity in reparatory MFs (GFEM and resolution-related MFs).** Binary activity for each cell is generated from the SCENIC area under curve distribution and plotted as a heatmap, with black (left) or red (right) blocks representing cells that are “on.” For selected MF subtypes (right), the figure depicts regulators. The number of predicted target genes is also given for each regulator. The annotated cell populations are color-coded as in Fig. 7 A. For example, the regulons based on RXRα (highlighted) and Cebpa are active only in MFs associated with growth factor–expressing (type II, dark blue) and anti-inflammatory functions (type I, orange). The known MF regulators Cebpb, Maf, and Spi1 (PU.1) are defining and validating the identity of the entire MF compartment. The cluster of pro-inflammatory MFs (type III, gold) contains a unique set of regulators that include Irf9, Ikzf1, and Stat2. Ehf, Stat5a, and Bcl11a show high activity in MFs with increased antigen-presenting capacity (type IV, light blue).

As an additional proof of concept and to validate these results at the protein level, we decided to test whether a predicted cell surface marker (based on the scRNA-seq dataset) could distinguish the GFEMs from the rest of the MF subtypes by FACS. We chose a top predicted cell surface marker protein called GPNMB (also known in the literature as osteoactivin) for further analysis (Fig. 7 F). Notably, *Gpnmb* was also predicted as a top DE gene with effector functions during the day 4 Ly6C^low^ MF versus blood monocytes comparison (Fig. 2, A and B) and is ranked among the top 10 genes with the highest counts per million (CPM) values overall in the entire day 4 Ly6C^low^ RNA-seq dataset (Fig. S5 D). It also belongs to cluster 5 following *Gdf15* and *Igf1* gene dynamics (Fig. 1, E and H; Fig. 2 E; and Fig. S5 D). 

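By mean CPM of the library total over the 4 day 4 Ly6C low libraries, *Gpnmb* ranked 13 among 23630 genes with a count, at 5066 ± 248 (SD, n = 4). Its rank was 11, 14, 11, and 13 in replicates 1 to 4. With each replicate left out in turn, the rank was 12 or 13, and among the 16048 protein-coding genes alone it was 13. The alternative that moved it most was the deposited TPM, with a rank of 79. *Apoe*, *Psap*, and *Ctsb* had the highest values, 30600 ± 3870, 22330 ± 901, and 18550 ± 1230 CPM, *Ctss* at rank 10 had 5655 ± 140, and *Fth1* at rank 12 had 5225 ± 69.8. The difference between *Gpnmb* and *Ctss* was larger than the SD of either gene, and that between *Gpnmb* and *Fth1* was smaller than the SD of *Gpnmb*. From day 1 Ly6C high to day 4 Ly6C low MFs, *Gpnmb* rose by 2.23 on the log2 scale (SE 0.12, adjusted p = 1.59e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

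**Figure D11:**
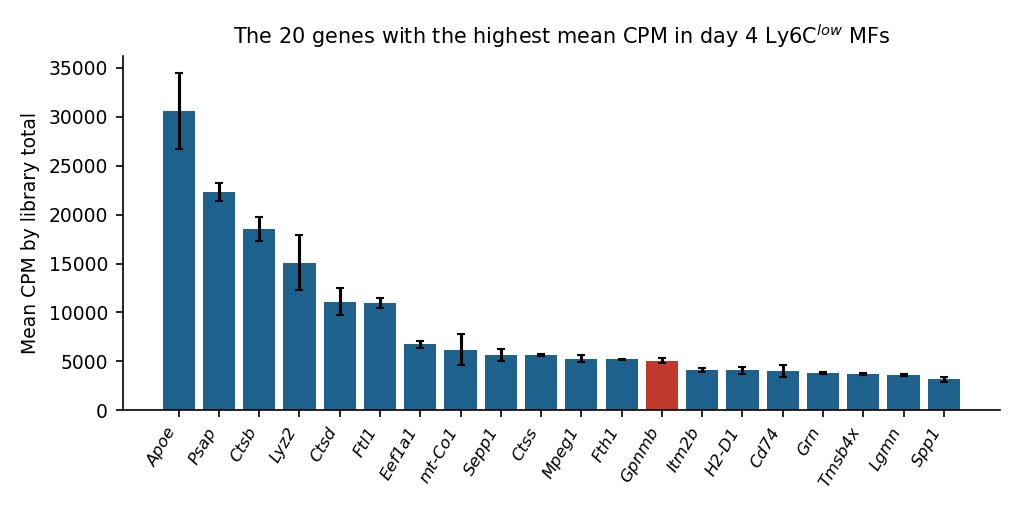
Mean CPM by library total of the 20 genes with the highest values in day 4 Ly6C low MFs. Bars are means over 4 libraries, error bars are ± SD, and *Gpnmb*, at rank 13, is drawn in red.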

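Table S2 lists *Gpnmb* in cluster 4 and *Gdf15* and *Igf1* in cluster 5. The scaled mean log2 CPM of *Gpnmb* was -1.74, 0.14, 0.27, 0.70, and 0.63 in monocytes, day 1 Ly6C high, day 2 Ly6C high, day 2 Ly6C low, and day 4 Ly6C low MFs. For *Gdf15* the values were -1.65, -0.17, 0.41, 0.52, and 0.89, and for *Igf1* they were -1.43, -0.32, -0.16, 0.87, and 1.04. Over the 5 populations, *Gpnmb* correlated with the mean profile of cluster 4 at 0.974 and with that of cluster 5 at 0.703. For *Gdf15* these correlations were 0.900 and 0.784, and for *Igf1* 0.810 and 0.929. In the k-means clustering run on the deposited counts, all 3 genes fell into the group matched to cluster 4, which held 44.9% of that cluster's genes. The mean profile of this group rose at each step, at -1.44, -0.09, 0.04, 0.65, and 0.84 in the same order of populations. That of cluster 4 of Table S2 was -1.57, 0.36, 0.31, 0.67, and 0.23, so the match does not place *Gdf15* and *Igf1* in that cluster. The similarity of *Gpnmb* to *Igf1* was 0.881. From day 2 to day 4 Ly6C low MFs, *Gpnmb* changed by -0.33 on the log2 scale (SE 0.11, adjusted p = 0.0203 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).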

FACS analysis at this time point on *Gdf15* KO mice using the cell surface expression of GPNMB as an additional marker of MF subtype specification suggests an impairment in the formation of the GFEM population (Fig. 7 G). These findings also suggest that GPNMB expression can accurately predict and thus validate the presence and abundance of type II MFs (GFEMs) detected in the scRNA-seq data (∼18.5%) when gated for its cell surface protein expression on CD45^+^ Ly6C^low^ F4/80^high^ repair MFs at day 4 after CTX (Fig. 7 H). To further validate that GPNMB is a bona fide marker of type II MFs (GFEMs), we FACS-sorted CD45^+^ Ly6C^low^ F4/80^high^ Gpnmb^+^ and CD45^+^ Ly6C^low^ F4/80^high^ Gpnmb^−^ repair MFs at day 4 after CTX (Fig. 7 H) and quantified the expression of predicted GFEM markers (Fig. 7 C) such as *Cd36*, *Gdf15*, *Gpnmb*, *Igf1*, and *Rxrα* by qPCR (Fig. 7, I and J). Notably, all these predicted markers are expressed well above the median expression (based on CPM values) of any gene in the day 4 Ly6C^low^ repair MF RNA-seq dataset (Fig. S5 D). 

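Among the 23630 genes with a count in day 4 Ly6C low MFs, the median of the mean CPM by library total was 1.11. At day 4 the means were 453.2 for *Cd36* (rank 299), 293.1 for *Gdf15* (rank 569), 195.3 for *Igf1* (rank 910), and 175.4 for *Rxra* (rank 1026). Among the 10371 genes above 3 CPM the median was 30.1, while the paper counts 15244 genes above 3 CPM. With the deposited TPM, the median was 1.56, and *Rxra* was at 43.7 TPM and rank 2788. *Cd36* (ENSMUSG00000002944, chromosome 5, 17781690 to 17888801) was at 34.9 ± 4.36 CPM in monocytes, 449 ± 44.9 CPM in day 1 Ly6C high, 1456 ± 145 CPM in day 2 Ly6C low (SD, n = 3 each), and 473 ± 79.1 CPM in day 4 Ly6C low MFs (n = 4), and fell by 1.62 on the log2 scale from day 2 to day 4 (SE 0.15, adjusted p = 1.23e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Rxra* (ENSMUSG00000015846, chromosome 2, 27676440 to 27762957) was at 91.4 ± 7.65 CPM in monocytes, 96.2 ± 5.60 CPM in day 1 Ly6C high, 183 ± 5.36 CPM in day 2 Ly6C low, and 183 ± 29.5 CPM in day 4 Ly6C low MFs, a log2 fold change of 1.00 from monocytes to day 4 (SE 0.11, adjusted p = 6.22e-07 from the same test).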

Collectively, these results validated the existence of the GPNMB^+^ Ly6C^low^ F4/80^high^ repair MF subpopulations.

In summary, our data show (1) that the PPARγ–RXR–GDF-15 axis is a novel and essential component of MF-mediated skeletal muscle repair by acting locally in a paracrine and autocrine manner, and (2) that GDF-15 marks and is exclusively expressed by a novel and functionally distinct MF subtype, GFEM, within the regenerating cell milieu.

## Discussion

The immune system is emerging as a critical regulator of many physiological processes, including skeletal muscle regeneration. Although several distinct and isolated immune-mediated mechanisms have been described in recent studies (Serrano et al., 2008; Ruffell et al., 2009; Perdiguero et al., 2011; Deng et al., 2012; Mounier et al., 2013; Tonkin et al., 2015; Corna et al., 2016; Varga et al., 2016b; Patsalos et al., 2017; Patsalos et al., 2019; reviewed recently by Juban, 2021), the full-fledged dynamic aspects of the regenerative immunity as manifested in MF phenotype specification, as well as the potential existence of a specific RPP, remain elusive. In this study, (1) we performed a comprehensive bulk transcriptomic analysis of inflammatory monocytes and derived MF subpopulations; (2) we identified two clusters of genes with steadily and continuously increasing/decreasing expression levels from circulating monocytes culminating in repair promoting MFs, suggesting that signaling events drive the repair phenotype without evidence of transitions between pro-inflammatory and pro-regenerative phenotypes; (3) as a component of it, we have uncovered the PPARγ–RXR–GDF-15 axis as a novel and essential component of MF-mediated skeletal muscle repair by acting locally in a paracrine and autocrine manner; and (4) by using scRNA-seq, we validated that *Gdf15* along with other regeneration-promoting factors mark and are predominantly expressed by a novel and functionally distinct GFEM subtype within the regeneration-associated myeloid cell population, as the product of the RPP.

Dynamically changing MF phenotypes as the result of plasticity are a leading paradigm in innate immunology. They explain the phenotypic transition from circulating monocytes to inflammatory Ly6C^high^ and then to repair Ly6C^low^ MFs, a process highly correlated with the tissue regeneration kinetics. These transitions are accompanied by a dynamic crosstalk between MFs and other muscle tissue components driven by a transcriptional reprogramming process. To our knowledge, this is the first time circulating monocyte profiling, and multiple time points using the most inclusive MF gating strategy, are taken into consideration simultaneously for a more comprehensive analysis of the MF phenotypic and functional state continuum. There is also strong evidence that the indicated time points we selected reflect all phases of regeneration (pro-inflammatory, resolution, and repair phases) and at the same time provide sufficient cell numbers to perform the RNA-seq immune profiling (Giannakis et al., 2019; Patsalos et al., 2021). The aforementioned switches in MF phenotype have been documented by multiple transcriptomic, epigenomic, lineage tracing, and lipidomic approaches by several laboratories, including ours (Perdiguero et al., 2011; Mounier et al., 2013; Varga et al., 2013; Wang et al., 2014; Tonkin et al., 2015; Varga et al., 2016a; Panduro et al., 2018; Giannakis et al., 2019; Patsalos et al., 2019). These findings collectively suggest that the successive immune cell states from circulating inflammatory monocytes via inflammatory MFs to repair type MFs can be interpreted as a hierarchical continuum of cell states (Novak and Koh, 2013). However, it remains to be resolved how effectors, regulatory factors, and surface markers define this monocytic/MF continuum and where cells isolated from acute sterile muscle injuries fall in this spectrum. It was also an open question if there are additional functionally distinct cellular subtypes. Our work goes a considerable distance toward answering these questions. We used bulk RNA-seq to take advantage of its superior sensitivity and robustness to detect low copy number mRNA species (i.e., TFs) compared with single-cell approaches on sorted circulating monocytes and muscle-infiltrating MFs isolated from a comprehensive set of time points after CTX injury. We detected transcriptional programs with transiently or steadily changing dynamics. The transient nature of some of the changes (such as the several thousands of genes represented in clusters 1, 3, 4, 6, and 7) is not very surprising because it represents switches from unstimulated to inflammatory states and back to the opposing repair or anti-inflammatory/resolution state. However, the existence of clusters 2 and 5 representing >1,600 protein-coding genes steadily up- or down-regulated over this continuum of cellular states and over the time course is not compatible with a simple switch forward and then backward model of gene expression. This intriguing finding prompted us to ask the following questions: (1) What are the effectors that participate in the steadily changing RPP transcriptional programs? (2) How do these effectors contribute overall to the MF phenotype switch during muscle regeneration? And (3) how are they regulated at the transcriptional level? Using the expression pattern of well-established repair growth factor *Igf1* as a benchmark or guide, we narrowed down our studies to the MF-secreted growth factor GDF-15, using it as a proof-of-concept that could act as an effector of myoblast and MF activity, similar to IGF-1, and would initiate a sequence of events as part of a regulatory axis with PPARγ and RXRα. The timing and localization of GDF-15 in the CTX injury model firmly suggested that GDF-15 is a general, MF-specific regulator of muscle regeneration.

To our knowledge, only seven other gene deletion paradigms, DUSP1, AMPKa1, BACH1-HMOX1, Metrnl-STAT3, NFIX, C/EBPβ–IL-10 or IGF1 deficiency in muscle-infiltrative MFs, were reported to lead to altered MF phenotype switch (Ruffell et al., 2009; Perdiguero et al., 2011; Mounier et al., 2013; Tonkin et al., 2015; Patsalos et al., 2019; Baht et al., 2020; Saclier et al., 2020; Welc et al., 2020). However, the molecular mechanism of the MF phenotypic switch mediated by GDF-15 remains to be fully elucidated. Based on our findings, GDF-15 expression can be potentially used as a marker of the phenotype switch from inflammatory to repair MFs, reflecting a functional difference in growth factor secretion and antigen-presenting status between the two distinct repair MF subtypes. In addition, our in vitro results with primary myoblasts suggested the presence of a regulatory circuit between MFs and muscle cells. Indeed, exogenous GDF-15 appeared to be an especially robust enhancer of myoblast proliferation, while local administration of rGDF-15 in vivo leads to a subtle but significant increase in the antigen-presenting capacity of repair MFs. From a physiological perspective, the MHCII increase could also either signify the terminal maturation of repair MFs or confer protection from a potential subsequent infection (Jin et al., 2018). Circulating Ly6C^high^ monocytes that enter the tissue during inflammation or injury differentiate into repair and anti-inflammatory MFs or pro-inflammatory and immune-stimulatory DCs (Geissmann et al., 2010). They express CD11c and CD11b and exhibit some antigen-presenting activity, although much less than CD103^+^ DCs (Stables et al., 2011; Ramachandran et al., 2012; Rivollier et al., 2012; Zigmond et al., 2012). Thus, the ability of GDF-15 to impact functional features and potentially the differentiation of monocytes or DCs has important ramifications on immunity and tissue homeostasis. In this context, it will be important to uncover receptors and pathways that enable and mediate the activity of GDF-15 within distinct cellular compartments after its secretion. In addition, as other cell types are also involved in the regeneration process (Joe et al., 2010; Uezumi et al., 2010; Heredia et al., 2013), it cannot be excluded that GDF-15 has effects on other cell types such as fibro/adipogenic progenitors (Hidestrand et al., 2008; Joe et al., 2010; Lemos et al., 2015). However, a key component of the signaling, the receptor(s) of GDF-15, remains elusive. Given the wide associations of GDF-15 with a variety of biological processes, including pregnancy, metabolism, and inflammation, it is very likely that GDF-15 plays additional roles to those described in our studies (Tsai et al., 2018; Patel et al., 2019; Breit et al., 2021) and may act on multiple different low(er) affinity receptors on different cell types and in concert with other bone morphogenic proteins or TGF-β family members, as has been demonstrated and postulated for these proteins (Antebi et al., 2017). Some of these receptors, like Tmed1, are expressed in cells present during muscle regeneration (McKellar et al., 2020 *Preprint*). It is also possible that its high-affinity receptor, GFRAL (Mullican et al., 2017; Yang et al., 2017), may be expressed on other rare cell types outside of the area postrema in the brain, or more likely, additional receptors for GDF-15 may exist but have not yet been discovered. Identifying these receptors and the potential interaction with other TGF-β family members would further increase our understanding of the roles of GDF-15 in physiology and pathology and potentially allow the identification of novel therapeutic targets for regenerative immunotherapy.

The family of GDFs, like GDF-3 and GDF-15, are secreted effectors with pleiotropic functions in different tissues and organs. However, they are among the few growth-promoting factors released locally by muscle-infiltrating inflammatory cells to trigger and control the distinct actions of satellite cells throughout the myogenic process. GDF signaling has been previously associated with stimulation of hypertrophic muscle growth and myogenesis by regulating the proliferative and differentiation capacity of muscle stem cells. Overall, they have been characterized as regulators of muscle development, homeostasis, and regeneration (Varga et al., 2016b; Kleinert et al., 2018; Gil et al., 2019; Assadi et al., 2020; Borner et al., 2020; Breit et al., 2021; Laurens et al., 2020). Paradoxically, global, potentially maladaptive actions for GDF-15 have also been proposed, such as promotion of atrophy, malaise, and muscle wasting (Johnen et al., 2007; Tsai et al., 2018; Patel et al., 2019). Such a dichotomy is not uncommon with cytokines and growth factors, molecules that are, by definition, pleiotropic (i.e., IL-6 and IGF-1). For example, IL-6, principally defined as a proinflammatory cytokine in the circulation, is also one of the few genuine myokines produced by and/or acting on skeletal muscle (Hirano, 1998; Muñoz-Cánoves et al., 2013). In regenerating muscle, IL-6 produced locally by various cell types, including infiltrating MFs, has a positive impact on the proliferative capacity of muscle stem cells, similar to GDF-15 (Serrano et al., 2008). This local physiological mechanism functions to provide sufficient muscle progenitors under circumstances that require a high number of these cells, such as following injury. These positive effects are typically associated with their transient production and short-term action. On the contrary, persistent inflammatory conditions and other chronic disease states (i.e., cancer) are associated with elevated systemic levels that are long-lasting. In such situations, the actions of these molecules are coupled with increased muscle wasting, very often acting in combination with other molecules or functioning indirectly to promote atrophy. Elevated levels of circulating IL-6 are believed to be mediating the tumor cachexia phenotype, including muscle wasting (Strassmann et al., 1992; Zhang et al., 2009). Thus, our findings uncovered a local mode of action for GDF-15 consistent for being both an endocrine and paracrine growth factor, similar to IL-6 and IGF-1. Circulating IGF-1 is mainly produced by the liver and acts as the primary mediator of growth hormone–dependent growth, as an important mitogenic factor regulating growth, nutrient metabolism, reproduction, and aging, while local IGF-1 is produced by peripheral tissues acting as a paracrine/autocrine factor for local tissue growth (Stuard et al., 2020).

The nature and biological significance of GDF-15 in muscle regeneration are further supported by the two lines of our molecular investigations. First, regarding the upstream regulators, from the perspective of muscle regeneration, we consider the most important finding to be the identification of GDF-15 as a regeneration factor, which is subject to robust regulation by PPARγ and RXRα in all relevant MF subtypes. To ascertain that GDF-15 is indeed a direct transcriptional target, we analyzed an extensive range of genomic and epigenomic data. GDF-15 is expressed in an RXRα/PPARγ-dependent fashion and can be induced by specific RXRα/PPARγ synthetic ligands in BMDMs but does not belong to the group of canonical PPARγ-regulated genes (such as *Angptl4* or *Fabp4*) described in earlier myeloid cell–related studies (Welch et al., 2003; Szanto et al., 2010). This level of detail goes much beyond what has been known regarding ligand regulation of GDF-15 in unrelated cell types and in silico predictions (Baek et al., 2004; Suzuki et al., 2006; Araki et al., 2009; Yu et al., 2010; Hofer et al., 2018). In parallel, recent reports suggested cell metabolism as a defining factor in MF identity and functional status (Vats et al., 2006; Odegaard and Chawla, 2011; Lavin et al., 2014; Okabe and Medzhitov, 2014). PPARγ and RXRα are metabolic sensors and regulators controlling several effector genes implicated in MF polarization (Daniel et al., 2018) and muscle regeneration (Varga et al., 2016b). Thus, the role of the RXR signaling pathway is intriguing and goes beyond this gene alone. It covers a network of genes as identified using the SCENIC approach. We have previously reported that GDF-3 is dependent on the presence of PPARγ (Varga et al., 2016a). Moreover, several other genes from clusters 2 and 5 are likely to be subject to regulation by these nuclear receptors. This raises the intriguing possibility that this signaling pathway is one of the drivers of the repair phenotype and thus of the RPP. This also implies that lack of RXR in MFs is likely to have a broader effect on regeneration, which is the sum of all the altered gene expression events and not necessarily a phenocopy of GDF-15 deficiency. Second, regarding the cell type selectivity of GDF-15 expression, our results indicate that repair MFs are the predominant, if not the only, source of GDF-15 within the injured tissue. To validate this finding, we used expression profiling at the single-cell level to fully resolve the heterogeneity and cellular complexity and further understand the different functions of each MF subset. This effectively complemented and extended our bulk RNA-seq analyses. Our scRNA-seq suggests that these effectors are expressed simultaneously and in a stage-specific manner within GFEM. Their expression is specific and highest in this cell population but not selective or exclusive.

Recent studies presented transcriptomic atlases of regenerating muscle, focusing on satellite and progenitor cells from homeostatic and toxin-injured muscles (Dell’Orso et al., 2019; De Micheli et al., 2020; Oprescu et al., 2020). Here, we present an annotated and comprehensive single-cell transcriptomic immune dataset of the regeneration phase following injury with over 7,000 single-cell transcriptomes with an average of 3,808 expressed genes per cell, adding to the growing repository of scRNA-seq datasets in skeletal muscle regeneration and complementing, but not replacing, the bulk RNA-seq data presented above. Our scRNA-seq analyses confirm prior consensus regarding the immune cell populations involved in the temporal response to muscle injury and provide a deeper annotation of additional immune cell types, subpopulations, and states with higher resolution, compared with prior scRNA-seq studies (12 different cell types via SNN clustering), including four novel and likely functionally distinct MF subtypes. In our unbiased analysis, we followed an elaborate workflow to identify the number of clusters and marker genes based on multiple bioinformatic packages, including but not limited to the most widely used, named *Seurat* by the Satija laboratory (Butler et al., 2018). However, many of these clustering workflows rely on user-tuned parameter values that need to get tailored to each dataset, which is one of the major computational limitations in the analysis of single-cell datasets. To address this issue, we took an independent approach to determine cluster resolution by using a subsampling-based approach (*chooseR*) that was recently published and simultaneously guides parameter selection while characterizing cluster robustness (Patterson-Cross et al., 2021). In addition, we applied manual marker selection as well as automated cell annotation pipelines (*SingleR*) that perform unbiased cell type recognition by leveraging reference transcriptomic datasets of pure cell types to infer the cell of origin of each single cell independent of clustering, ensuring that we do not overcluster our cell types and subtypes (Aran et al., 2019). These unbiased analyses firmly pointed to the existence of four MF clusters at day 4 after CTX. We found that GDF-15, and other growth factors like IGF-1 and GDF-3, are highly expressed in a distinct repair-MF subpopulation we termed growth factor–expressing macrophages (GFEMs). Furthermore, we characterized this repair-MF subset by FACS using a predicted and highly enriched cell surface molecule (GPNMB), which is again a specific but not exclusive marker of this subset. Future studies could use functional as well as a cytometry by time of flight dataset composed of several markers to provide an orthogonal validation of MF subtypes and their surface receptor expression variability during the time course of regeneration. Trajectory analysis could also allow parsing the MF differentiation and subtype specification after injury in distinct states like anti-inflammatory/resolution–related, growth factor–secreting, pro-inflammatory, and antigen-presenting, with diverse gene expression signatures, as recently hypothesized (Patsalos et al., 2021).

The mechanistic role of GDF-15 in regulating myoblast signal transduction in the context of regeneration remains poorly understood. Several reports suggest that GDFs may serve as ligands that interplay with numerous ligand-receptor systems involved in myogenic cell fate regulatory pathways (Heldin and Moustakas, 2016). Future studies will take advantage of the available technology that allows the selective interference with GDF-15 production, GDF-15 receptors, and downstream signaling in specific cell types at a desired experimental stage to fully decipher the contribution of GDF-15 in different contexts. This knowledge will also potentially allow selective interference of the deleterious actions of GDF-15 in pathological contexts and promotion of the beneficial effects of GDF-15 for therapeutic purposes. There are several additional questions raised by our study. What other effects are induced by GDF-15, and how do they affect acute and chronic regenerative inflammation outcomes? What are the regulatory factors that coordinate the production of key growth factors? Finally, the therapeutic applicability of this pathway is yet to be determined.

Taken together, PPARγ/RXRα–controlled GDF-15 induction in MFs appears to be an exploitable therapeutic approach for regeneration immunotherapy, immunomodulation, and regulation of acute exercise-induced stress responses (Gil et al., 2019). Our findings also have implications for pathological processes in which recurrent muscle damage and asynchrony in repair due to genetic conditions lead to debilitating, degenerative muscle diseases, such as Duchenne muscular dystrophy. Therefore, it will be of great importance to determine if GDF-15 is also a regulator of muscle regeneration in Duchenne muscular dystrophy or other types of myopathies, which are most of the time associated with the permanent presence of inflammatory cells, and especially MFs.

## Materials and methods

### Ethical approval

All animal experiments were performed in accordance with ethical regulations and approved by the Institutional Animal Care and Use Committees (IACUCs) at Johns Hopkins University (license no. MO18C251). Animals were handled according to our animal facility’s regulatory standards at Johns Hopkins All Children’s Hospital, managed by Charles River Laboratories.

### Mice

WT 8-wk-old BoyJ (B6.SJL-Ptprca Pepcb /BoyJ, stock #002014) and C57BL/6J (stock #000664) control mice were obtained from The Jackson Laboratory and bred under specific pathogen–free (SPF) conditions. Mice were housed five per cage, kept on a 12-h light cycle (6 a.m. to 6 p.m.) in an SPF vivarium that conforms to IACUC and Association for Assessment and Accreditation of Laboratory Animal Care International specifications. *Gdf15* KO mice were obtained from Dr. Se-Jin Lee at Johns Hopkins University School of Medicine (Baltimore, MD), *Rxra*^fl/fl^ *Rxrb*^−/−^LysM-Cre mice were obtained from Pierre Chambon (Institut de Génétique et de Biologie Moléculaire et Cellulaire, Strasbourg, France), and mice carrying floxed alleles of *Pparγ* (Pparγ^fl/fl^ LysM-Cre) were created as described previously (Szanto et al., 2010). All irradiation experiments were performed under anesthesia in cohorts of 12 animals per experiment as previously described (Patsalos et al., 2017; Giannakis et al., 2019; Patsalos et al., 2019). Briefly, mice were anesthetized with a single intraperitoneal dose of ketamine/xylazine (ketamine 80–100 mg/kg and xylazine 10–12.5 mg/kg). Irradiated and BM-transplanted mice were maintained in SPF status (autoclaved top filter cages) for the entire course of experimentation. Antibiotics (amoxicillin antibiotic and clavulanic acid [500 mg/125 mg/liter of drinking water]) were administered in the drinking water for 4 wk after transplantation to minimize bacterial contamination within the water source and potentially decrease the burden of gastrointestinal bacteria. Irradiated mice were also fed autoclaved rodent chow ad libitum. Animals that undergo irradiation for BMT typically lose a considerable amount of weight, only to gain it back relatively quickly after successful transplantation. At our institutions, weight loss of 20% or greater was used as a rationale for euthanasia before the intended experimental end point according to the IACUC guidelines. When necessary and for tissue collection, mice were euthanized by either isoflurane overdose (adjusted flow rate or concentration to 5% or greater) or CO_2_ exposure (adjusted flow rate 3 liter/min) in accordance with Johns Hopkins University’s IACUC guidelines. When indicated, recombinant GDF-15 (30 µg/kg) was administrated intramuscularly under anesthesia.

### Acute sterile muscle injury

Mice (8–12-wk-old males) were anesthetized with isoflurane (adjusted flow rate or concentration to 1.5%), and 50 µl of 10 µM CTX (217503-1MG; EMD Millipore) was injected in the TA muscle. Mice were brought out of anesthesia and monitored until they were euthanized and processed at various time points. Muscles were recovered for flow cytometry analysis at day 1 to day 4 after injury or for muscle histology at day 8 to day 21 after injury.

### Histological analysis of muscle regeneration

Muscles were removed, mounted on precut cork discs (63305; EMS) using tragacanth gum (104792; MP Biomedicals), and snap-frozen in nitrogen-chilled isopentane (−160°C). 8-µm-thick cryosections were cut and stained with H&E. For each histological analysis, at least five slides (per condition) were selected where the total regenerative region within the CTX-injured TA muscle was at least 70%. For each TA, myofibers in the entire injured area were counted and measured. H&E-stained muscle sections were scanned with the Mirax or Leica Aperio High-Definition digital slide scanner. The CSA and necrosis (expressed as a percentage of the total number of myofibers) were quantified with HALO software (Indica Labs). CSAs for these samples are reported in square micrometers. Areas of necrosis were identified based on the following histological criteria: blurring of cell borders, cytoplasmic fragmentation, caliber variation, cell distances, loss of nuclei, and increased immune cell infiltration (Al-Sawaf et al., 2014). Necrotic/phagocyted myofibers were further defined as pink, pale, patchy fibers invaded by basophil cells (MFs). The necrotic fiber content data presented here were quantified using both immunohistochemistry (Desmin staining) and histology.

### BMT

Recipient congenic BoyJ mice (8 wk old) were irradiated with 11 Gy using an X-rad 320 (Precision X-ray Irradiation Systems) x-ray unit for the ablation of the recipient BM. During irradiation, one of the hindlimbs was shielded as described previously (Patsalos et al., 2017). Following the irradiation, isolated BM cells (in sterile RPMI-1640 medium) were flushed out the femur; tibia and humerus from donor C57Bl/6J mice were transplanted into the recipient mice by retro-orbital injection (20 × 10^6^ BM cells per mouse). This experimental BMT CD45 congenic model allows us to detect donor, competitor, and host contribution in hematopoiesis and repopulation efficiency of donor cells (congenic mice with CD45.1 versus CD45.2). The CD45.1 and CD45.2 contributions were then detected by flow cytometry, usually 8–12 wk following the BMT. In short, a cut at the tail tip of the mice provided a drop of blood that was placed into 0.5 ml PBS + 1% FBS + 10 U/ml heparin buffer (samples kept on ice). The cells were directly stained by mouse anti-mouse CD45.2-FITC (clone 104) and rat anti-mouse GR1-PE (clone RB6-8C5) antibodies (BD PharMingen; 1/50 dilution) and incubated on ice for 30 min. After two washes with ice-cold PBS/FBS/heparin buffer, we resuspended the cells in 0.5–1 ml FACS Lysing solution (BD Cat #349202). We incubated for 5 min at room temperature and then centrifuged the cells (400 *g*, 5 min, 4°C). We ran the double-stained samples on FACS (MoFlo Astrios, Cytoflex) and determined the ratio of donor cells. The repopulation (blood chimerism) is usually >90% gated on either the granulocyte or monocyte fraction, as described previously (Patsalos et al., 2017).

### In vivo muscle force measurement

In vivo twitch and tetanic forces were measured as described previously (Giannakis et al., 2019). Briefly, animals were first anesthetized with 3% vaporized isoflurane mixed with O_2_ and then positioned under a heat lamp to maintain the body temperature at 37°C. Fur was removed from hindlimbs using fine electric hair clippers (Wahl). The right hindlimb was restrained at the knee firmly with a clamp (secured to a fixed steel post), and the foot was strapped to a footplate/force transducer with a dual motor-arm attached (Aurora Scientific) to prevent movement from the contraction of other muscle groups. Electrical stimulations were applied across two 30-G needle platinum electrodes placed through the skin just below the knee and beneath the TA muscle to stimulate the tibial nerve. In all measurements, we used 0.1-ms pulses at a predetermined supramaximal stimulation voltage. TA muscles were stimulated with a single 0.1-ms pulse for twitch force measurements and a train of 150 Hz for 0.3-s pulses for tetanic force measurements. A 2-min rest was given to the animal while under anesthesia to allow muscles to return to normal function after tetanus. We performed five twitch and then five tetanic measurements on each muscle, with 2–3 min of recovery between each measurement. For these measurements, we used the 610A Dynamic Muscle Control (DMC) software from Aurora Scientific.

### In vivo grip strength

The grip strength meter (Harvard Apparatus) allows the study of neuromuscular functions in rodents by determining the maximum force displayed by an animal. In this context, grip strength changes are interpreted as evidence of motor neurotoxicity or impairments in muscle development. The procedure was performed as described previously by the International Mouse Phenotyping Consortium. Briefly, the grip strength meter is positioned horizontally, and the animals are held by the tail and lowered toward the apparatus. The animals are allowed to grasp the metal grid with their hindlimbs and are then pulled backward in the horizontal plane. The force applied to the grid just before it loses grip is recorded as the peak tension. This force was measured in grams. Data are visualized on the control unit display and exported for analysis. Five consecutive grip strength measurements for each mouse were performed with 1 min rest between measurements.

### Immunohistochemistry

Tissue sections were fixed and permeabilized in ice-cold acetone for 5 min and blocked for 30 min at 20°C (room temperature) in PBS containing 5% BSA. Tissues were stained for 1 h at room temperature using a primary antibody diluted in 2% BSA. For PAX7 staining, antigen epitope retrieval was performed as described previously (Feng et al., 2018). The primary antibodies used for immunofluorescence were rabbit anti-laminin (Sigma-Aldrich; L9393) at a dilution of 1/200, mouse anti-PAX7 (DSHB) at a dilution of 1/20, rabbit anti-Desmin (Abcam; 32362) at a dilution of 1/200, and rat anti-F4/80 (Abcam; 6640) at a dilution of 1/200. In all cases, the primary antibody was detected using secondary antibodies (dilution 1/200) conjugated to FITC (JIR 703–095-155) or Cy3 (JIR 711–165-152). The nuclei were counterstained with 0.1–1 µg/ml Hoechst. Fluorescent microscopy was performed using either a Carl Zeiss Axio Imager Z2 microscope or a Nikon Eclipse Ti2 inverted microscope equipped with lasers at 488, 568, and 633 nm. Images were analyzed and assembled using Fiji and Illustrator CS5 (Adobe).

### In vivo isolation of myeloid cells from muscle

Isolation of muscle-infiltrating MFs was performed as described previously (Giannakis et al., 2019; Patsalos et al., 2019). Briefly, the fascia of the TA was removed, and muscles were dissociated in either RPMI containing 0.2% collagenase B (Roche Diagnostics GmbH) at 37°C for 1 h or by using the magnetic-activated cell sorting (MACS) Skeletal Muscle Dissociation Kit (130–098-305; Miltenyi) or gentleMACS Octo Dissociator, per kit instructions. Cell homogenate was filtered through a 100-µm and a 40-µm filter, and CD45^+^ cells were isolated using magnetic sorting (Miltenyi Biotec). For FACS, MFs were treated with Fcγ receptor blocking antibodies, 5% normal rat serum, and 5% normal mouse serum, then stained with a combination of PE-conjugated anti-Ly6C antibody (eBioscience; HK1.4), APC-conjugated or FITC-conjugated anti-F4/80 antibody (eBioscience; BM8), FITC-conjugated anti-Ly6G antibody (BioLegend; 1A8), Pacific Blue–conjugated anti-MHCII antibody (BioLegend; M5/114.15.2), and eFluor660-conjugated anti-GPNMB antibody (eBioscience; CTSREVL). Ly6C^high^ F4/80^low^ MFs, Ly6C^low^ F4/80^high^ MFs, and Ly6G^high^ Ly6C^med^ F4/80^−^ neutrophils were quantified. Gating strategy is shown in Fig. S1, B–D. For DC and NK cells quantification, APC-conjugated anti-NK1.1 (BioLegend; PK136), and PE-conjugated anti-CD11c (BD PharMingen; HL3) antibodies were also used. In each experiment, compared samples were processed in parallel to minimize experimental variation. Cells were analyzed on a Cytoflex S (Beckman Coulter), BD FACSAria III, or MoFlo Astrios EQ (Beckman Coulter) sorter, and data analysis was performed using BD FACSDIVA and FlowJo V10 software.

### Isolation and purification of mouse peripheral blood monocytes

The monocyte purification procedure was performed as described previously (Houthuys et al., 2010) with slight modifications. In short, the blood from C57BL/6 mice was taken by cardiac puncture to maximize the amount of blood obtained in an endotoxin-free manner. Up to 5.3 × 10^7^ ± 4 × 10^6^ white blood cells (viability >96%) were obtained from 15 ml of blood from 15 animals after red blood cell lysis (*n* = 3). To minimize cell aggregation and adhesion to plastic, all purifications were performed at 0–4°C in PBS/BSA/EDTA (MACS buffer). For red blood cell lysis, cells were resuspended in 0.5–1 ml FACS Lysing solution (BD; Cat #349202), incubated for 5 min at room temperature, and then centrifuged (400 *g*, 5 min, 4°C). For FACS and sorting, MFs were treated with Fcγ receptor blocking antibodies, 5% normal rat serum, and 5% normal mouse serum. They were then stained with a combination of APC-conjugated anti-Ly6C antibody (eBioscience; HK1.4), PE/Cy7-conjugated CD11b antibody (BD Bioscience; M1/70), PE-conjugated Ly6G antibody (BioLegend; 1A8), and PerCP/Cy5.5-conjugated MHCII antibody (BioLegend; M5/114.15.2). Gating and sorting strategy are shown in Fig. S1 A.

### Differentiation of BMDMs and ligand treatments

Isolation and differentiation were completed as described earlier (Daniel et al., 2014). Briefly, BMDMs were obtained from BM precursor cells. Total BM was obtained from mice by flushing femurs and tibiae BM with DMEM. Cells were cultured in DMEM medium containing 20% FBS and 30% conditioned medium of L929 cell line (enriched in CSF-1) for 6 d. MFs were seeded at 50,000 cells/cm^2^ for all experiments. Media were changed to serum-free MF media (Gibco; #12065074), and MFs were activated with vehicle (DMSO), 0.1 μM LG268, 1 μM rosiglitazone, 1 μM AM580, 1 μM GW3965, or in combination in DMEM containing 20% FBS medium for 3 h.

### Primary myoblast culture and in vitro effects of GDF-15 on myogenesis

Murine myoblasts were obtained from TA muscle and cultured using standard conditions in DMEM/F12 (Gibco Life Technologies) containing 20% FBS and 2% Ultroser G (Pall Inc.). Briefly, young mice’s TA muscles were opened and cleared of nerves/blood vessels/fascia. Muscle preparations were lightly digested with collagenase, and the resulting cells were plated, then serially expanded. For proliferation studies, myoblasts were seeded at 10,000 cells/cm^2^ on Matrigel (1/10 dilution) and incubated for 1 d with 2.5% FBS medium containing GDF-15 mouse recombinant protein (250–750 ng/ml). Cells were then fixed with 4% PFA, incubated with anti-Ki67 antibodies (Abcam; #15580; 1/400 dilution) for 1 h at room temperature, and subsequently visualized using Cy3-conjugated secondary antibodies (Jackson ImmunoResearch Inc.; 1/200 dilution). For differentiation studies, myoblasts were seeded at 30,000 cells/cm^2^ on Matrigel (1/10) and incubated for 3 d in a medium with 2% horse serum and mouse recombinant GDF-15 protein (250–750 ng/ml). Cells were then incubated with anti-desmin antibodies (Abcam; #32362; 1/200 dilution) in combination with a Cy3-conjugated secondary antibody (Jackson ImmunoResearch Inc). The nuclei were counterstained with 0.1–1 µg/ml Hoechst. Myogenic cell fusion (calculated as the number of nuclei within myotubes divided by the total number of nuclei) was evaluated as described earlier (Saclier et al., 2013). Fluorescent microscopy was performed using a Carl Zeiss Axio Imager Z2 microscope equipped with lasers at 488, 568, and 633 nm. Images were analyzed for proliferation and fusion index using Fiji.

### SDS-PAGE and Western Blot

GDF-15 protein expression was measured using Western blot analysis. Homogenates were prepared from frozen CTX-injected TA muscles using a TissueLyser II (QIAGEN) and stainless-steel beads in RIPA buffer (Abcam), with a protease and phosphatase inhibitor cocktail (Thermo Fisher Scientific), or from primary CD45-selected cells from CTX-injured TA muscle. Samples were run on Bolt 4–12% Bis-Tris Plus (Invitrogen; NW04127BOX) and subsequently transferred onto 0.45-µm polyvinylidene fluoride membranes via a Mini Blot Wet Transfer Module (Thermo Fisher Scientific; NW2000) for 1 h at 20 V. Membranes were blocked with Odyssey Blocking Buffer with 0.1% Tween 20 for 1 h at room temperature, and GDF-15 was targeted using a rabbit polyclonal anti–GDF-15 primary antibody (Abcam; ab105738) at 1:1,000 dilution in Odyssey Blocking Buffer with 0.1% Tween 20 overnight at 4°C. Secondary antibody goat anti-rabbit IgG-HRP (Santa Cruz; sc-2030; 1/10,000) was then used for 1 h at room temperature. Total protein was measured using REVERT total protein stain (LI-COR) or Ponceau S solution 0.2% (SERVA; 33427.01). Bands were visualized using an Odyssey Digital Infrared Imaging System (LI-COR) or a BioRad ChemiDoc MP Imaging System and quantified using Odyssey Application Software version 3.0 (LI-COR) or BioRad Image Lab Software (v6.1), respectively. For monomer detection, membranes were visualized using SuperSignal West Pico Luminol Substrate (Thermo Fisher Scientific; 34080) for 5 min and processed using a Kodak X-Ray Film Developer. Images were quantified using ImageJ software.

### Recombinant GDF-15 production

For the production of the in-house GDF-15 protein, the mature peptide of GDF-15 was cloned into a pET20b(+) plasmid and produced in *Escherichia coli*. Recombinant mature GDF-15 was His-tag purified, underwent endotoxin removal, was lyophilized, and then was freeze-dried.

### RNA isolation

Total RNA was isolated with TRIZOL reagent according to the manufacturer’s recommendations (Zymo Research; Direct-zol RNA MiniPrep Plus). 20 µg glycogen (Ambion) was added as a carrier for RNA precipitation.

### Real time qPCR and enhancer RNA measurements

Transcript quantification was performed by real-time RT-qPCR using SYBR Green assays. RT-qPCR results were analyzed with the standard delta Ct method, and results were normalized to the expression of *Ppia* or *Rpl32*. For eRNA measurements, RNA was DNase-treated and reverse-transcribed with the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems) according to the manufacturer’s protocol. Enhancer transcript quantification was performed by qPCR reactions using SYBR green master mix (BioRad), and eRNA levels were normalized to *Ppia*. mRNA and eRNA primer sequences and locus coordinates are provided in Table 1.

**Table 1.** Primers for qRT-PCR detection of eRNA and mRNA

Gene	Forward primer, 5′**–**3′	Reverse primer, 5′**–**3′	Genomic coordinates
*Gdf15* eRNA −2.6 kb	TAG​GAT​CCC​ACT​TCG​CCA​GG	TTA​ACC​CCC​AAG​TGA​CAC​CC	chr8: 70633546–70633793
*Gdf15* eRNA −3.6 kb	GAC​ATC​TCC​CCT​CGG​GTT​CTA	CAC​TAC​ACC​ACA​GCA​CCA​GC	chr8: 70634857–70634974
*Gdf15* mRNA	GCT​GTC​CGG​ATA​CTC​AGT​CC	CTT​CAG​GGG​CCT​AGT​GAT​GTC	-
*Gdf3* mRNA	GGGTGTTCGTGGGAACCT	CCA​TCT​TGG​AAA​GGT​TTC​TGT​G	-
*Ppia* mRNA	GCG​TCT​CCT​TCG​AGC​TGT​TT	ACC​ACC​CTG​GCA​CAT​GAA​TC	-
*Myh2* mRNA	TCC​AAG​TTC​CGC​AAG​ATC​CA	GCG​CAT​GAC​CAA​AGG​TTT​CA	-
*Pax7* mRNA	GGC​ACA​GAG​GAC​CAA​GCT​C	GCACGCCGGTTACTGAAC	-
*Rpl32* mRNA	ACA​TTT​GCC​CTG​AAT​GTG​GT	ATC​CTC​TTG​CCC​TGA​TCC​TT	-
*Igf1* mRNA	TGG​ATG​CTC​TTC​AGT​TCG​TG	GCA​ACA​CTC​ATC​CAC​AAT​GC	-
*Cd36* mRNA	TTG​TAC​CTA​TAC​TGT​GGC​TAA​ATG​AGA	CTT​GTG​TTT​TGA​ACA​TTT​CTG​CTT	-
*Rxrα* mRNA	ACA​TTT​CCT​GCC​GCT​CGA​CTT	TGA​TGA​CAG​AGA​AGG​GCG​GA	-
*Gpnmb v1* mRNA	ACGGCAGGTGGAAGGACT	CGG​TGA​GTC​ACT​GGT​CAG​G	-
*Gpnmb v2* mRNA	AGC​CAA​TAG​GAA​ACT​GCC​CC	AAC​AAC​AGT​TCC​CAG​CCA​CA	-

### RNA-seq library preparation

cDNA libraries for RNA-seq were generated from 100–400 ng total RNA using the TruSeq RNA Sample Preparation Kit (Illumina) or NEBNext Ultra II RNA Library Prep Kit (Illumina), according to the manufacturer’s protocol. Briefly, poly-A tailed RNA molecules were pulled down with poly-T oligo attached magnetic beads. Following purification, mRNA was fragmented with divalent cations at 85°C, and cDNA was generated by random primers and SuperScript II enzyme (Life Technologies). Second strand synthesis was performed, followed by end repair, single "A" base addition, and ligation of barcode-indexed adaptors to the DNA fragments. Adapter specific PCRs were performed to generate sequencing libraries. Libraries were size-selected with E-Gel EX 2% agarose gels (Life Technologies) and purified by the QIAquick Gel Extraction Kit (QIAGEN). Libraries were sequenced on either a HiSeq 2500 or a NextSeq 550 instrument using the NextSeq500/550 High Output Kit v2.5. At least three biological replicates were sequenced for each sorted population.

### Gene expression data processing and analysis

RNA-seq samples of the sorted and isolated blood monocytes, Ly6C^high^, and Ly6C^low^ MFs of days 1, 2, and 4 after CTX were analyzed in parallel using the *nf-core/rnaseq* v3.2 pipeline (Ewels et al., 2020). Briefly, raw single-end reads were quality-checked by FastQC (https://github.com/s-andrews/FastQC) and aligned to the *mm10* (GRCm38) genome assembly with STAR using default parameters (Dobin et al., 2013). Genes were quantified using Salmon (Patro et al., 2017). Normalized coverage density tracks (bigwig files) for RNA-seq data were generated by *deeptools* and *bamCoverage* (Ramírez et al., 2016). Genes with CPM <10 were filtered out, and only protein-coding genes were kept for downstream analysis. Statistically significant difference was considered false discovery rate (FDR) <0.05 from GLM test using R package *edgeR* (Robinson et al., 2010). We assessed the overall relationship of the datasets by using multidimensional scaling on the normalized values and hierarchical clustering on the distance measures of Spearman correlation values and visualized in R. For *k-means* clustering, we calculated the optimal cluster number by evaluating the sum of squared error between increasing number of clusters (elbow-plot on Fig. S2 C) along with gap statistics (Fig. S2 C, inset). Next, we applied the *kmeans* function on the scaled data using seven centers. For Pearson similarity metric analysis and to find genes that follow a similar trend and rate to *Igf1*, the “Find Similar Entities” feature of the Strand NGS 3.4 software was used, with similarity cutoff set at ≥0.9. Heatmaps were generated based on scaled log_2_-transformed CPM values using the *pheatmap* R package.

### GO and GSEA

GSEA was performed using *hypeR* (Federico and Monti, 2020). We used the hallmark gene sets of MSigDB (Subramanian et al., 2005; Liberzon et al., 2011; Liberzon et al., 2015) keeping significantly enriched terms with P < 0.05. Lists of genes were also analyzed using the Panther tool (http://www.geneontology.org/), REACTOME (https://reactome.org/), and the GO pathway databases for GSEA. GOs with P values <0.05 were selected (Fisher’s exact test with FDR correction), and results were presented according to their −log_10_ P value.

### IPA Upstream Regulator Analysis

To explain the biological activities of each cluster, we identified the upstream transcriptional regulators in each module with a P value of overlap <0.05 using the IPA Upstream Regulator Analysis (QIAGEN; https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis). Regulators with at least 20 known gene targets in the analyzed dataset were chosen for further analysis.

### scRNA-seq

After tissue digestion and bead selection, CD45^+^ single-cell–sorted suspensions were washed and resuspended in 0.04% BSA in PBS at a concentration of at least 400 cells/µl. Cells were counted manually with a hemocytometer to determine their concentration. scRNA-seq libraries were then prepared using the Chromium Single-Cell 3′ reagent kit v3.1 (10X Genomics) in accordance with the manufacturer’s protocol. Briefly, the cells were diluted into the Chromium Single-Cell A Chip to yield recovery of ∼10,000 single-cell transcriptomes with <5% doublet rate. Following the library preparation, the libraries were sequenced on the NovaSeq 6000 sequencer (Illumina) to produce ∼450 million reads per library and, on average, a minimum of 40,000 reads per single cell.

### scRNA-seq data analysis

scRNA-seq reads were processed and aligned to the mouse reference transcriptome (mm10) with the Cell Ranger version 3.1.0 (10x Genomics). We used CellBender to eliminate technical artifacts. From the gene expression matrix, the downstream analysis was performed with R version 4.0.2 (2020–06-22). Quality control, filtering, data clustering and visualization, and the differential expression analysis were performed using *Seurat* (v3.2.2) R package (Butler et al., 2018) with some custom modifications to the standard pipeline. Genes expressed in less than three cells and cells with <1,000 UMIs and <200 genes were removed from the gene expression matrix. In addition, we removed any single cell with >5% UMIs mapped to mitochondrial genes, as well as obvious outliers in the number of UMIs (cell doublets; Fig. S1, A and B). After log-normalizing the data, the expression of each gene was scaled, regressing out the number of UMIs and the percent mitochondrial gene expressed in each cell. We performed principal component analysis on the gene expression matrix and used the first 30 principal components for clustering and visualization. Unsupervised SNN clustering was performed with a resolution of 0.35, and visualization was done using t-distributed stochastic neighbor embedding (Becht et al., 2018). We performed a silhouette analysis (R *cluster* package) to select an optimal SNN resolution parameter that balanced the number of expected clusters (given known marker expression) with a maximal average silhouette width. Finally, differential expression analysis was achieved using Seurat’s *FindAllMarkers* function using a likelihood ratio test that assumes the data follow a negative binomial distribution and only considering genes with >log_2_(0.25) fold-change and expressed in at least 40% of cells in the cluster. Feature plots were generated using the *Nebulosa* package (Alquicira-Hernandez and Powell, 2020 *Preprint*). In the SCENIC workflow, coexpression modules between TFs and candidate target genes are first inferred using GENIE3 (Aibar et al., 2017; Van de Sande et al., 2020). RcisTarget then identifies modules for which the regulator’s binding motif is significantly enriched across the target genes and creates regulons with only direct targets. AUCell uses the area under the curve (AUC) to score the activity of each regulon in each cell, thereby yielding a binarized activity matrix.

### Mapping, normalization, and analysis of ATAC-seq

The primary analysis of ATAC-seq has been performed using the newest version of ChIP-seq analysis command-line pipeline (Patsalos et al., 2019; Daniel et al., 2018) including the following steps: alignment to the mm10 mouse genome assembly was done by the Burrows-Wheeler Aligner tool (Li and Durbin, 2009), and binary alignment map files were created by *SAMTools* (Li et al., 2009). Signals (peaks) were predicted by *MACS2* (Zhang et al., 2008). Artifacts were removed according to the blacklist from the Encyclopedia of DNA Elements (ENCODE; ENCODE Project Consortium, 2012) and filtered for further analysis by removing low mapping quality reads (mapping quality score <10), duplicated reads, and reads located in blacklisted regions. All regions derived from at least any two samples were united within 0.5 kb, and those summits having the highest MACS2 peak score in any sample were assigned to each region. Promoter-distal regions were selected by excluding the transcription start site ± 0.5 kb regions according to the mouse GRCm38.p1 (*mm10*) annotation version. In total, we identified 57,409 peaks from muscle-derived MF samples. Tag directories used by HOMER (Hypergeometric Optimization of Motif EnRichment) in the following steps were generated with a 120-nucleotide fragment length with *makeTagDirectory* (Heinz et al., 2010). Genome coverage (bedgraph and tdf) files were generated by makeUCSCfile.pl (HOMER) and *igvtools*, respectively, and used for visualization with IGV2 (Thorvaldsdóttir et al., 2013). Coverage values were further normalized by the upper decile value detected in the consensus regions for each sample to minimize the inter-sample variance.

### Differential chromatin accessibility analysis

To identify the open chromatin regions involved in muscle-derived MF differentiation, we compared the two end point cell populations of this process: day 1 Ly6C^high^ versus day 4 Ly6C^low^. *DiffBind* v2.6.6 was used to identify differentially opened regions, with *DESeq2* (method = DBA_DESEQ2, bFullLibrarySize = FALSE; Love et al., 2014). An ATAC-seq region was defined as differentially changed if the peak showed |log_2_ FC| >1.5 and FDR-corrected P value <0.05.

### Motif analysis

De novo motif analysis of differentially opened chromatin regions was performed using HOMER’s *findMotifsGenome.pl* (*-len 12 -size 200 -dumpFasta -bits -fdr*; Heinz et al., 2010). Motif matrices of HOMER’s collection selected by the resulting top de novo motifs were used to calculate motif enrichments using HOMER’s annotatePeaks.pl program and plotted in R (Heinz et al., 2010). Motif logos were created with *seqLogo* in R.

### ChIP-seq analysis

The primary analysis of ChIP-seq-derived raw sequence reads has been performed similarly as described for the ATAC-seq analysis. Peaks were predicted by *MACS2*, and artifacts were removed by *BEDTools* according to the blacklist of ENCODE. Motif enrichment analyses of the ±50-bp vicinity of the highest RXR peak summits (up to 1,000) were performed by findMotifsGenome.pl using *-mask*, *-len 10,12,14,16*, *-bits*, *-preparse*, and *-homer2* parameters (HOMER). Three RXR, PPARγ, and RNA polymerase II-pS2 ChIP-seq replicates derived from differentiated BMDMs were analyzed by *DiffBind* v1.0.9 (consensus peak set was formed from those peaks predicted from at least two of six samples). RNAPII-pS2 abundance on gene bodies (using *mm10* RefSeq annotation) was calculated and tested using package *Rsubread* and *edgeR* (P ≤ 0.05 and FC ≥ 1.5), respectively.

### Statistics

ANOVA with Bonferroni correction for multiple testing was used to determine statistical significance. Adjusted P values are stated within the figure legends. All experiments were performed using at least three independent experiments from distinct samples. No repeated measures were performed. For RT-qPCR analyses, at least three biological samples were used for each condition. For FACS marker analysis, at least four independent samples were analyzed, and at least 5 × 10^5^ cells were counted for each FACS cell population. For the histology experiments, at least 10 biological samples were used (each animal provides two biological samples). For the CSA distribution, two-way ANOVA was used to mark significance for each size class. In scatter dot plots, mean and SEM are shown in addition to individual data points. In bar graphs, bars show the mean of the indicated number of samples, and error bars represent SEM. Student’s *t* tests and ANOVA analyses were performed in GraphPad Prism 8 (GraphPad Software) with 95% CIs, and P < 0.05 was considered statistically significant (*, P < 0.05; **, P < 0.01; ***, P < 0.001; ****, P < 0.0001).

### Online supplemental material

Fig. S1 shows the sorting/gating strategy for the circulating monocytes and muscle-infiltrating MFs. Fig. S2 shows the hierarchical and *k-means* clustering of the muscle-infiltrating MF expression dynamics along with gene enrichment analysis and coexpression modules for each cluster. Fig. S3 shows the GO pathway and upstream regulator analysis of DE genes between blood monocytes and muscle-infiltrating repair MFs and the overlap with RXR- and PPARγ-regulated genes. Fig. S4 shows that GDF-15 ablation allows normal muscle development and muscle growth in uninjured animals but impacts the cellular composition of the injured milieu. Fig. S5 provides technical and quality control measures for the scRNA-seq dataset and its downstream analysis. Table S1 provides the gene expression changes between MF subsets. Table S2 provides the genes with cluster indication of the *k-means* clustering analysis and membership score.

## Supplementary Material

Table S1 shows that gene expression changes between MF subsets corresponding to the maturation from circulating monocytes to Ly6C^high^ inflammatory MFs, between day 1 and day 4 transition from Ly6C^high^ inflammatory to Ly6C^low^ repair MFs, and between the two ends of the differentiation spectrum (blood monocytes versus day 4 repair MFs). Click here for additional data file.

Table S2 shows gene lists with cluster indication of the *k-means* clustering analysis and membership score (indicates how closely they correlate/match with the cluster core) that revealed the dynamically changing transcriptomic profile of immune cell subsets after CTX injury (related to Fig. 1 E). Click here for additional data file.

## Data Availability

The RNA-seq data presented in this article have been deposited in GEO under accession nos. GSE182455 and GSE164722. The scRNA-seq data have been deposited in GEO under accession no. GSE161467. The ATAC-seq data analyzed in this article have been deposited in GEO under accession no. GSE129393. The ChIP-seq data are available in GEO Superseries accession no. GSE110465 and GEO Subseries accession no. GSE107456.

## References

[bib1] Aibar, S., C.B. González-Blas, T. Moerman, V.A. Huynh-Thu, H. Imrichova, G. Hulselmans, F. Rambow, J.C. Marine, P. Geurts, J. Aerts, . 2017. SCENIC: single-cell regulatory network inference and clustering. Nat. Methods. 14:1083–1086. 10.1038/nmeth.446328991892PMC5937676

[bib2] Al-Sawaf, O., A. Fragoulis, C. Rosen, N. Keimes, E.A. Liehn, F. Hölzle, Y.W. Kan, T. Pufe, T.T. Sönmez, and C.J. Wruck. 2014. Nrf2 augments skeletal muscle regeneration after ischaemia-reperfusion injury. J. Pathol. 234:538–547. 10.1002/path.441825111334

[bib3] Alquicira-Hernandez, J., and J.E. Powell. 2020. Nebulosa recovers single cell gene expression signals by kernel density estimation. bioRxiv. (Preprint posted September 30, 2020) 10.1101/2020.09.29.31587933459785

[bib4] Antebi, Y.E., J.M. Linton, H. Klumpe, B. Bintu, M. Gong, C. Su, R. McCardell, and M.B. Elowitz. 2017. Combinatorial Signal Perception in the BMP Pathway. Cell. 170:1184–1196.e24. 10.1016/j.cell.2017.08.01528886385PMC5612783

[bib5] Araki, H., Y. Tamada, S. Imoto, B. Dunmore, D. Sanders, S. Humphrey, M. Nagasaki, A. Doi, Y. Nakanishi, K. Yasuda, . 2009. Analysis of PPARalpha-dependent and PPARalpha-independent transcript regulation following fenofibrate treatment of human endothelial cells. Angiogenesis. 12:221–229. 10.1007/s10456-009-9142-819357976

[bib6] Aran, D., A.P. Looney, L. Liu, E. Wu, V. Fong, A. Hsu, S. Chak, R.P. Naikawadi, P.J. Wolters, A.R. Abate, . 2019. Reference-based analysis of lung single-cell sequencing reveals a transitional profibrotic macrophage. Nat. Immunol. 20:163–172. 10.1038/s41590-018-0276-y30643263PMC6340744

[bib7] Arnold, L., A. Henry, F. Poron, Y. Baba-Amer, N. van Rooijen, A. Plonquet, R.K. Gherardi, and B. Chazaud. 2007. Inflammatory monocytes recruited after skeletal muscle injury switch into antiinflammatory macrophages to support myogenesis. J. Exp. Med. 204:1057–1069. 10.1084/jem.2007007517485518PMC2118577

[bib8] Arnold, L., H. Perrin, C.B. de Chanville, M. Saclier, P. Hermand, L. Poupel, E. Guyon, F. Licata, W. Carpentier, J. Vilar, . 2015. CX3CR1 deficiency promotes muscle repair and regeneration by enhancing macrophage ApoE production. Nat. Commun. 6:8972. 10.1038/ncomms997226632270PMC4686853

[bib9] Assadi, A., A. Zahabi, and R.A. Hart. 2020. GDF15, an update of the physiological and pathological roles it plays: a review. Pflugers Arch. 472:1535–1546. 10.1007/s00424-020-02459-132936319

[bib10] Baek, S.J., J.S. Kim, J.B. Nixon, R.P. DiAugustine, and T.E. Eling. 2004. Expression of NAG-1, a transforming growth factor-beta superfamily member, by troglitazone requires the early growth response gene EGR-1. J. Biol. Chem. 279:6883–6892. 10.1074/jbc.M30529520014662774

[bib11] Baht, G.S., A. Bareja, D.E. Lee, R.R. Rao, R. Huang, J.L. Huebner, D.B. Bartlett, C.R. Hart, J.R. Gibson, I.R. Lanza, . 2020. Meteorin-like facilitates skeletal muscle repair through a Stat3/IGF-1 mechanism. Nat. Metab. 2:278–289. 10.1038/s42255-020-0184-y32694780PMC7504545

[bib12] Baitsch, D., H.H. Bock, T. Engel, R. Telgmann, C. Müller-Tidow, G. Varga, M. Bot, J. Herz, H. Robenek, A. von Eckardstein, and J.R. Nofer. 2011. Apolipoprotein E induces antiinflammatory phenotype in macrophages. Arterioscler. Thromb. Vasc. Biol. 31:1160–1168. 10.1161/ATVBAHA.111.22274521350196PMC3529398

[bib13] Becht, E., L. McInnes, J. Healy, C.A. Dutertre, I.W.H. Kwok, L.G. Ng, F. Ginhoux, and E.W. Newell. 2018. Dimensionality reduction for visualizing single-cell data using UMAP. Nat. Biotechnol.10.1038/nbt.431430531897

[bib14] Bondesen, B.A., S.T. Mills, K.M. Kegley, and G.K. Pavlath. 2004. The COX-2 pathway is essential during early stages of skeletal muscle regeneration. Am. J. Physiol. Cell Physiol. 287:C475–C483. 10.1152/ajpcell.00088.200415084473

[bib15] Bootcov, M.R., A.R. Bauskin, S.M. Valenzuela, A.G. Moore, M. Bansal, X.Y. He, H.P. Zhang, M. Donnellan, S. Mahler, K. Pryor, . 1997. MIC-1, a novel macrophage inhibitory cytokine, is a divergent member of the TGF-beta superfamily. Proc. Natl. Acad. Sci. USA. 94:11514–11519. 10.1073/pnas.94.21.115149326641PMC23523

[bib16] Borner, T., H.S. Wald, M.Y. Ghidewon, B. Zhang, Z. Wu, B.C. De Jonghe, D. Breen, and H.J. Grill. 2020. GDF15 Induces an Aversive Visceral Malaise State that Drives Anorexia and Weight Loss. Cell Rep. 31:107543. 10.1016/j.celrep.2020.10754332320650PMC7271892

[bib17] Breit, S.N., D.A. Brown, and V.W. Tsai. 2021. The GDF15-GFRAL Pathway in Health and Metabolic Disease: Friend or Foe? Annu. Rev. Physiol. 83:127–151. 10.1146/annurev-physiol-022020-04544933228454

[bib18] Butler, A., P. Hoffman, P. Smibert, E. Papalexi, and R. Satija. 2018. Integrating single-cell transcriptomic data across different conditions, technologies, and species. Nat. Biotechnol. 36:411–420. 10.1038/nbt.409629608179PMC6700744

[bib19] Capote, J., I. Kramerova, L. Martinez, S. Vetrone, E.R. Barton, H.L. Sweeney, M.C. Miceli, and M.J. Spencer. 2016. Osteopontin ablation ameliorates muscular dystrophy by shifting macrophages to a pro-regenerative phenotype. J. Cell Biol. 213:275–288. 10.1083/jcb.20151008627091452PMC5084275

[bib20] Chazaud, B. 2014. Macrophages: supportive cells for tissue repair and regeneration. Immunobiology. 219:172–178. 10.1016/j.imbio.2013.09.00124080029

[bib21] Chazaud, B. 2020. Inflammation and Skeletal Muscle Regeneration: Leave It to the Macrophages! Trends Immunol. 41:481–492. 10.1016/j.it.2020.04.00632362490

[bib22] Chen, E.Y., C.M. Tan, Y. Kou, Q. Duan, Z. Wang, G.V. Meirelles, N.R. Clark, and A. Ma’ayan. 2013. Enrichr: interactive and collaborative HTML5 gene list enrichment analysis tool. BMC Bioinformatics. 14:128. 10.1186/1471-2105-14-12823586463PMC3637064

[bib23] ENCODE Project Consortium. 2012. An integrated encyclopedia of DNA elements in the human genome. Nature. 489:57–74. 10.1038/nature1124722955616PMC3439153

[bib24] Corna, G., I. Caserta, A. Monno, P. Apostoli, A.A. Manfredi, C. Camaschella, and P. Rovere-Querini. 2016. The Repair of Skeletal Muscle Requires Iron Recycling through Macrophage Ferroportin. J. Immunol. 197:1914–1925. 10.4049/jimmunol.150141727465531

[bib25] Dadgar, S., Z. Wang, H. Johnston, A. Kesari, K. Nagaraju, Y.W. Chen, D.A. Hill, T.A. Partridge, M. Giri, R.J. Freishtat, . 2014. Asynchronous remodeling is a driver of failed regeneration in Duchenne muscular dystrophy. J. Cell Biol. 207:139–158. 10.1083/jcb.20140207925313409PMC4195829

[bib26] Daniel, B., B.L. Balint, Z.S. Nagy, and L. Nagy. 2014. Mapping the genomic binding sites of the activated retinoid X receptor in murine bone marrow-derived macrophages using chromatin immunoprecipitation sequencing. Methods Mol. Biol. 1204:15–24. 10.1007/978-1-4939-1346-6_225182757

[bib27] Daniel, B., G. Nagy, Z. Czimmerer, A. Horvath, D.W. Hammers, I. Cuaranta-Monroy, S. Poliska, P. Tzerpos, Z. Kolostyak, T.T. Hays, . 2018. The Nuclear Receptor PPARγ Controls Progressive Macrophage Polarization as a Ligand-Insensitive Epigenomic Ratchet of Transcriptional Memory. Immunity. 49:615–626.e6. 10.1016/j.immuni.2018.09.00530332629PMC6197058

[bib28] De Micheli, A.J., E.J. Laurilliard, C.L. Heinke, H. Ravichandran, P. Fraczek, S. Soueid-Baumgarten, I. De Vlaminck, O. Elemento, and B.D. Cosgrove. 2020. Single-Cell Analysis of the Muscle Stem Cell Hierarchy Identifies Heterotypic Communication Signals Involved in Skeletal Muscle Regeneration. Cell Rep. 30:3583–3595.e5. 10.1016/j.celrep.2020.02.06732160558PMC7091476

[bib29] Dell’Orso, S., A.H. Juan, K.D. Ko, F. Naz, J. Perovanovic, G. Gutierrez-Cruz, X. Feng, and V. Sartorelli. 2019. Single cell analysis of adult mouse skeletal muscle stem cells in homeostatic and regenerative conditions. Development. 146:dev181743. 10.1242/dev.18174330890574PMC6602351

[bib30] Denda-Nagai, K., S. Aida, K. Saba, K. Suzuki, S. Moriyama, S. Oo-Puthinan, M. Tsuiji, A. Morikawa, Y. Kumamoto, D. Sugiura, . 2010. Distribution and function of macrophage galactose-type C-type lectin 2 (MGL2/CD301b): efficient uptake and presentation of glycosylated antigens by dendritic cells. J. Biol. Chem. 285:19193–19204. 10.1074/jbc.M110.11361320304916PMC2885198

[bib31] Deng, B., M. Wehling-Henricks, S.A. Villalta, Y. Wang, and J.G. Tidball. 2012. IL-10 triggers changes in macrophage phenotype that promote muscle growth and regeneration. J. Immunol. 189:3669–3680. 10.4049/jimmunol.110318022933625PMC3448810

[bib32] Dobin, A., C.A. Davis, F. Schlesinger, J. Drenkow, C. Zaleski, S. Jha, P. Batut, M. Chaisson, and T.R. Gingeras. 2013. STAR: ultrafast universal RNA-seq aligner. Bioinformatics. 29:15–21. 10.1093/bioinformatics/bts63523104886PMC3530905

[bib33] Duffield, J.S., S.J. Forbes, C.M. Constandinou, S. Clay, M. Partolina, S. Vuthoori, S. Wu, R. Lang, and J.P. Iredale. 2005. Selective depletion of macrophages reveals distinct, opposing roles during liver injury and repair. J. Clin. Invest. 115:56–65. 10.1172/JCI20052267515630444PMC539199

[bib34] Ewels, P.A., A. Peltzer, S. Fillinger, H. Patel, J. Alneberg, A. Wilm, M.U. Garcia, P. Di Tommaso, and S. Nahnsen. 2020. The nf-core framework for community-curated bioinformatics pipelines. Nat. Biotechnol. 38:276–278. 10.1038/s41587-020-0439-x32055031

[bib35] Fadok, V.A., D.L. Bratton, A. Konowal, P.W. Freed, J.Y. Westcott, and P.M. Henson. 1998. Macrophages that have ingested apoptotic cells in vitro inhibit proinflammatory cytokine production through autocrine/paracrine mechanisms involving TGF-beta, PGE2, and PAF. J. Clin. Invest. 101:890–898. 10.1172/JCI11129466984PMC508637

[bib36] Federico, A., and S. Monti. 2020. hypeR: an R package for geneset enrichment workflows. Bioinformatics. 36:1307–1308. 10.1093/bioinformatics/btz70031498385PMC7998712

[bib37] Feng, X., F. Naz, A.H. Juan, S. Dell’Orso, and V. Sartorelli. 2018. Identification of Skeletal Muscle Satellite Cells by Immunofluorescence with Pax7 and Laminin Antibodies. J. Vis. Exp. 134. 10.3791/57212PMC610068129733324

[bib38] Geissmann, F., M.G. Manz, S. Jung, M.H. Sieweke, M. Merad, and K. Ley. 2010. Development of monocytes, macrophages, and dendritic cells. Science. 327:656–661. 10.1126/science.117833120133564PMC2887389

[bib39] Giannakis, N., B.E. Sansbury, A. Patsalos, T.T. Hays, C.O. Riley, X. Han, M. Spite, and L. Nagy. 2019. Dynamic changes to lipid mediators support transitions among macrophage subtypes during muscle regeneration. Nat. Immunol. 20:626–636. 10.1038/s41590-019-0356-730936495PMC6537107

[bib40] Gil, C.I., M. Ost, J. Kasch, S. Schumann, S. Heider, and S. Klaus. 2019. Role of GDF15 in active lifestyle induced metabolic adaptations and acute exercise response in mice. Sci. Rep. 9:20120. 10.1038/s41598-019-56922-w31882966PMC6934564

[bib41] Hardy, D., A. Besnard, M. Latil, G. Jouvion, D. Briand, C. Thépenier, Q. Pascal, A. Guguin, B. Gayraud-Morel, J.-M. Cavaillon, . 2016. Comparative Study of Injury Models for Studying Muscle Regeneration in Mice. PLoS One. 11:e0147198. 10.1371/journal.pone.014719826807982PMC4726569

[bib42] Heinz, S., C. Benner, N. Spann, E. Bertolino, Y.C. Lin, P. Laslo, J.X. Cheng, C. Murre, H. Singh, and C.K. Glass. 2010. Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Mol. Cell. 38:576–589. 10.1016/j.molcel.2010.05.00420513432PMC2898526

[bib43] Heldin, C.H., and A. Moustakas. 2016. Signaling Receptors for TGF-β Family Members. Cold Spring Harb. Perspect. Biol. 8:a022053. 10.1101/cshperspect.a02205327481709PMC4968163

[bib44] Heredia, J.E., L. Mukundan, F.M. Chen, A.A. Mueller, R.C. Deo, R.M. Locksley, T.A. Rando, and A. Chawla. 2013. Type 2 innate signals stimulate fibro/adipogenic progenitors to facilitate muscle regeneration. Cell. 153:376–388. 10.1016/j.cell.2013.02.05323582327PMC3663598

[bib45] Hidestrand, M., S. Richards-Malcolm, C.M. Gurley, G. Nolen, B. Grimes, A. Waterstrat, G.V. Zant, and C.A. Peterson. 2008. Sca-1-expressing nonmyogenic cells contribute to fibrosis in aged skeletal muscle. J. Gerontol. A Biol. Sci. Med. Sci. 63:566–579. 10.1093/gerona/63.6.56618559630PMC2755567

[bib46] Hill, M., and G. Goldspink. 2003. Expression and splicing of the insulin-like growth factor gene in rodent muscle is associated with muscle satellite (stem) cell activation following local tissue damage. J. Physiol. 549:409–418. 10.1113/jphysiol.2002.03583212692175PMC2342958

[bib47] Hirano, T. 1998. Interleukin 6 and its receptor: ten years later. Int. Rev. Immunol. 16:249–284. 10.3109/088301898090429979505191

[bib48] Ho, A.T.V., A.R. Palla, M.R. Blake, N.D. Yucel, Y.X. Wang, K.E.G. Magnusson, C.A. Holbrook, P.E. Kraft, S.L. Delp, and H.M. Blau. 2017. Prostaglandin E2 is essential for efficacious skeletal muscle stem-cell function, augmenting regeneration and strength. Proc. Natl. Acad. Sci. USA. 114:6675–6684. 10.1073/pnas.170542011428607093PMC5495271

[bib49] Ho, M.M., A. Manughian-Peter, W.R. Spivia, A. Taylor, and D.A. Fraser. 2016. Macrophage molecular signaling and inflammatory responses during ingestion of atherogenic lipoproteins are modulated by complement protein C1q. Atherosclerosis. 253:38–46. 10.1016/j.atherosclerosis.2016.08.01927573737PMC5064879

[bib50] Hofer, M., Z. Hoferová, J. Remšík, M. Nováková, J. Procházková, R. Fedr, J. Kohoutek, L. Dušek, A. Hampl, and K. Souček. 2018. Hematological findings in non-treated and gamma-irradiated mice deficient for MIC-1/GDF15. Physiol. Res. 67:623–636. 10.33549/physiolres.93381029750874

[bib51] Houthuys, E., K. Movahedi, P. De Baetselier, J.A. Van Ginderachter, and P. Brouckaert. 2010. A method for the isolation and purification of mouse peripheral blood monocytes. J. Immunol. Methods. 359:1–10. 10.1016/j.jim.2010.04.00420457160

[bib52] Hsiao, E.C., L.G. Koniaris, T. Zimmers-Koniaris, S.M. Sebald, T.V. Huynh, and S.J. Lee. 2000. Characterization of growth-differentiation factor 15, a transforming growth factor beta superfamily member induced following liver injury. Mol. Cell. Biol. 20:3742–3751. 10.1128/MCB.20.10.3742-3751.200010779363PMC85678

[bib53] Iavarone, F., O. Guardiola, A. Scagliola, G. Andolfi, F. Esposito, A. Serrano, E. Perdiguero, S. Brunelli, P. Muñoz-Cánoves, and G. Minchiotti. 2020. Cripto shapes macrophage plasticity and restricts EndMT in injured and diseased skeletal muscle. EMBO Rep. 21:e49075. 10.15252/embr.20194907532107853PMC7132341

[bib54] Jin, R.M., J. Warunek, and E.A. Wohlfert. 2018. Chronic infection stunts macrophage heterogeneity and disrupts immune-mediated myogenesis. JCI Insight. 3:e121549. 10.1172/jci.insight.121549PMC623722630232283

[bib55] Joe, A.W., L. Yi, A. Natarajan, F. Le Grand, L. So, J. Wang, M.A. Rudnicki, and F.M. Rossi. 2010. Muscle injury activates resident fibro/adipogenic progenitors that facilitate myogenesis. Nat. Cell Biol. 12:153–163. 10.1038/ncb201520081841PMC4580288

[bib56] Johnen, H., S. Lin, T. Kuffner, D.A. Brown, V.W. Tsai, A.R. Bauskin, L. Wu, G. Pankhurst, L. Jiang, S. Junankar, . 2007. Tumor-induced anorexia and weight loss are mediated by the TGF-beta superfamily cytokine MIC-1. Nat. Med. 13:1333–1340. 10.1038/nm167717982462

[bib57] Juban, G. 2021. Transcriptional control of macrophage inflammatory shift during skeletal muscle regeneration. Semin. Cell Dev. Biol. 119:82–88. 10.1016/j.semcdb.2021.06.01134183241

[bib58] Kempf, T., A. Zarbock, C. Widera, S. Butz, A. Stadtmann, J. Rossaint, M. Bolomini-Vittori, M. Korf-Klingebiel, L.C. Napp, B. Hansen, . 2011. GDF-15 is an inhibitor of leukocyte integrin activation required for survival after myocardial infarction in mice. Nat. Med. 17:581–588. 10.1038/nm.235421516086

[bib59] Kiss, M., Z. Czimmerer, G. Nagy, P. Bieniasz-Krzywiec, M. Ehling, A. Pap, S. Poliska, P. Boto, P. Tzerpos, A. Horvath, . 2017. Retinoid X receptor suppresses a metastasis-promoting transcriptional program in myeloid cells via a ligand-insensitive mechanism. Proc. Natl. Acad. Sci. USA. 114:10725–10730. 10.1073/pnas.170078511428923935PMC5635866

[bib60] Kleinert, M., C. Clemmensen, K.A. Sjøberg, C.S. Carl, J.F. Jeppesen, J.F.P. Wojtaszewski, B. Kiens, and E.A. Richter. 2018. Exercise increases circulating GDF15 in humans. Mol. Metab. 9:187–191. 10.1016/j.molmet.2017.12.01629398617PMC5870087

[bib61] Kuleshov, M.V., M.R. Jones, A.D. Rouillard, N.F. Fernandez, Q. Duan, Z. Wang, S. Koplev, S.L. Jenkins, K.M. Jagodnik, A. Lachmann, . 2016. Enrichr: a comprehensive gene set enrichment analysis web server 2016 update. Nucleic Acids Res. 44(W1):W90-7. 10.1093/nar/gkw37727141961PMC4987924

[bib62] Laflamme, M.A., and C.E. Murry. 2011. Heart regeneration. Nature. 473:326–335. 10.1038/nature1014721593865PMC4091722

[bib63] Laurens, C., A. Parmar, E. Murphy, D. Carper, B. Lair, P. Maes, J. Vion, N. Boulet, C. Fontaine, M. Marquès, . 2020. Growth and differentiation factor 15 is secreted by skeletal muscle during exercise and promotes lipolysis in humans. JCI Insight. 5:e131870. 10.1172/jci.insight.131870PMC721379932106110

[bib64] Lavin, Y., D. Winter, R. Blecher-Gonen, E. David, H. Keren-Shaul, M. Merad, S. Jung, and I. Amit. 2014. Tissue-resident macrophage enhancer landscapes are shaped by the local microenvironment. Cell. 159:1312–1326. 10.1016/j.cell.2014.11.01825480296PMC4437213

[bib65] Lawton, L.N., M.F. Bonaldo, P.C. Jelenc, L. Qiu, S.A. Baumes, R.A. Marcelino, G.M. de Jesus, S. Wellington, J.A. Knowles, D. Warburton, . 1997. Identification of a novel member of the TGF-beta superfamily highly expressed in human placenta. Gene. 203:17–26. 10.1016/S0378-1119(97)00485-X9426002

[bib66] Lemos, D.R., F. Babaeijandaghi, M. Low, C.K. Chang, S.T. Lee, D. Fiore, R.H. Zhang, A. Natarajan, S.A. Nedospasov, and F.M. Rossi. 2015. Nilotinib reduces muscle fibrosis in chronic muscle injury by promoting TNF-mediated apoptosis of fibro/adipogenic progenitors. Nat. Med. 21:786–794. 10.1038/nm.386926053624

[bib67] Li, H., and R. Durbin. 2009. Fast and accurate short read alignment with Burrows-Wheeler transform. Bioinformatics. 25:1754–1760. 10.1093/bioinformatics/btp32419451168PMC2705234

[bib68] Li, H., B. Handsaker, A. Wysoker, T. Fennell, J. Ruan, N. Homer, G. Marth, G. Abecasis, and R. Durbin. 1000 Genome Project Data Processing Subgroup. 2009. The Sequence Alignment/Map format and SAMtools. Bioinformatics. 25:2078–2079. 10.1093/bioinformatics/btp35219505943PMC2723002

[bib69] Liberzon, A., C. Birger, H. Thorvaldsdóttir, M. Ghandi, J.P. Mesirov, and P. Tamayo. 2015. The Molecular Signatures Database (MSigDB) hallmark gene set collection. Cell Syst. 1:417–425. 10.1016/j.cels.2015.12.00426771021PMC4707969

[bib70] Liberzon, A., A. Subramanian, R. Pinchback, H. Thorvaldsdóttir, P. Tamayo, and J.P. Mesirov. 2011. Molecular signatures database (MSigDB) 3.0. Bioinformatics. 27:1739–1740. 10.1093/bioinformatics/btr26021546393PMC3106198

[bib71] Love, M.I., W. Huber, and S. Anders. 2014. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 15:550. 10.1186/s13059-014-0550-825516281PMC4302049

[bib72] Lu, H., D. Huang, N. Saederup, I.F. Charo, R.M. Ransohoff, and L. Zhou. 2011. Macrophages recruited via CCR2 produce insulin-like growth factor-1 to repair acute skeletal muscle injury. FASEB J. 25:358–369. 10.1096/fj.10-17157920889618PMC3005436

[bib73] McKellar, D.W., L.D. Walter, L.T. Song, M. Mantri, M.F.Z. Wang, I. De Vlaminck, and B.D. Cosgrove. 2020. Strength in numbers: Large-scale integration of single-cell transcriptomic data reveals rare, transient muscle progenitor cell states in muscle regeneration. bioRxiv. (Preprint posted December 23, 2020) 10.1101/2020.12.01.407460

[bib74] Mounier, R., M. Théret, L. Arnold, S. Cuvellier, L. Bultot, O. Göransson, N. Sanz, A. Ferry, K. Sakamoto, M. Foretz, . 2013. AMPKα1 regulates macrophage skewing at the time of resolution of inflammation during skeletal muscle regeneration. Cell Metab. 18:251–264. 10.1016/j.cmet.2013.06.01723931756

[bib75] Mourkioti, F., and N. Rosenthal. 2005. IGF-1, inflammation and stem cells: interactions during muscle regeneration. Trends Immunol. 26:535–542. 10.1016/j.it.2005.08.00216109502

[bib76] Mullican, S.E., X. Lin-Schmidt, C.N. Chin, J.A. Chavez, J.L. Furman, A.A. Armstrong, S.C. Beck, V.J. South, T.Q. Dinh, T.D. Cash-Mason, . 2017. GFRAL is the receptor for GDF15 and the ligand promotes weight loss in mice and nonhuman primates. Nat. Med. 23:1150–1157. 10.1038/nm.439228846097

[bib77] Muñoz-Cánoves, P., C. Scheele, B.K. Pedersen, and A.L. Serrano. 2013. Interleukin-6 myokine signaling in skeletal muscle: a double-edged sword? FEBS J. 280:4131–4148. 10.1111/febs.1233823663276PMC4163639

[bib78] Nagy, G., and L. Nagy. 2020. Motif grammar: The basis of the language of gene expression. Comput. Struct. Biotechnol. J. 18:2026–2032. 10.1016/j.csbj.2020.07.00732802274PMC7406977

[bib79] Novak, M.L., and T.J. Koh. 2013. Macrophage phenotypes during tissue repair. J. Leukoc. Biol. 93:875–881. 10.1189/jlb.101251223505314PMC3656331

[bib80] Odegaard, J.I., and A. Chawla. 2011. Alternative macrophage activation and metabolism. Annu. Rev. Pathol. 6:275–297. 10.1146/annurev-pathol-011110-13013821034223PMC3381938

[bib81] Okabe, Y., and R. Medzhitov. 2014. Tissue-specific signals control reversible program of localization and functional polarization of macrophages. Cell. 157:832–844. 10.1016/j.cell.2014.04.01624792964PMC4137874

[bib82] Oprescu, S.N., F. Yue, J. Qiu, L.F. Brito, and S. Kuang. 2020. Temporal Dynamics and Heterogeneity of Cell Populations during Skeletal Muscle Regeneration. iScience. 23:100993. 10.1016/j.isci.2020.10099332248062PMC7125354

[bib83] Palani, S., M. Maksimow, M. Miiluniemi, K. Auvinen, S. Jalkanen, and M. Salmi. 2011. Stabilin-1/CLEVER-1, a type 2 macrophage marker, is an adhesion and scavenging molecule on human placental macrophages. Eur. J. Immunol. 41:2052–2063. 10.1002/eji.20104137621480214

[bib84] Panduro, M., C. Benoist, and D. Mathis. 2018. T_reg_ cells limit IFN-γ production to control macrophage accrual and phenotype during skeletal muscle regeneration. Proc. Natl. Acad. Sci. USA. 115:E2585–E2593. 10.1073/pnas.180061811529476012PMC5856564

[bib85] Patel, S., A. Alvarez-Guaita, A. Melvin, D. Rimmington, A. Dattilo, E.L. Miedzybrodzka, I. Cimino, A.C. Maurin, G.P. Roberts, C.L. Meek, . 2019. GDF15 Provides an Endocrine Signal of Nutritional Stress in Mice and Humans. Cell Metab. 29:707–718.e8. 10.1016/j.cmet.2018.12.01630639358PMC6408327

[bib86] Patro, R., G. Duggal, M.I. Love, R.A. Irizarry, and C. Kingsford. 2017. Salmon provides fast and bias-aware quantification of transcript expression. Nat. Methods. 14:417–419. 10.1038/nmeth.419728263959PMC5600148

[bib87] Patsalos, A., A. Pap, T. Varga, G. Trencsenyi, G.A. Contreras, I. Garai, Z. Papp, B. Dezso, E. Pintye, and L. Nagy. 2017. In situ macrophage phenotypic transition is affected by altered cellular composition prior to acute sterile muscle injury. J. Physiol. 595:5815–5842. 10.1113/JP27436128714082PMC5577539

[bib88] Patsalos, A., Z. Simandi, T.T. Hays, M. Peloquin, M. Hajian, I. Restrepo, P.M. Coen, A.J. Russell, and L. Nagy. 2018. In vivo GDF3 administration abrogates aging related muscle regeneration delay following acute sterile injury. Aging Cell. 17:e12815. 10.1111/acel.1281530003692PMC6156497

[bib89] Patsalos, A., P. Tzerpos, L. Halasz, G. Nagy, A. Pap, N. Giannakis, K. Lyroni, V. Koliaraki, E. Pintye, B. Dezso, . 2019. The BACH1-HMOX1 Regulatory Axis Is Indispensable for Proper Macrophage Subtype Specification and Skeletal Muscle Regeneration. J. Immunol. 203:1532–1547. 10.4049/jimmunol.190055331405954PMC6736746

[bib90] Patsalos, A., P. Tzerpos, X. Wei, and L. Nagy. 2021. Myeloid cell diversification during regenerative inflammation: Lessons from skeletal muscle. Semin. Cell Dev. Biol. 119:89–100. 10.1016/j.semcdb.2021.05.00534016524PMC8530826

[bib91] Patterson-Cross, R.B., A.J. Levine, and V. Menon. 2021. Selecting single cell clustering parameter values using subsampling-based robustness metrics. BMC Bioinformatics. 22:39. 10.1186/s12859-021-03957-433522897PMC7852188

[bib92] Perdiguero, E., P. Sousa-Victor, V. Ruiz-Bonilla, M. Jardí, C. Caelles, A.L. Serrano, and P. Muñoz-Cánoves. 2011. p38/MKP-1-regulated AKT coordinates macrophage transitions and resolution of inflammation during tissue repair. J. Cell Biol. 195:307–322. 10.1083/jcb.20110405321987635PMC3198158

[bib93] Ramachandran, P., A. Pellicoro, M.A. Vernon, L. Boulter, R.L. Aucott, A. Ali, S.N. Hartland, V.K. Snowdon, A. Cappon, T.T. Gordon-Walker, . 2012. Differential Ly-6C expression identifies the recruited macrophage phenotype, which orchestrates the regression of murine liver fibrosis. Proc. Natl. Acad. Sci. USA. 109:E3186–E3195. 10.1073/pnas.111996410923100531PMC3503234

[bib94] Ramírez, F., D.P. Ryan, B. Grüning, V. Bhardwaj, F. Kilpert, A.S. Richter, S. Heyne, F. Dündar, and T. Manke. 2016. deepTools2: a next generation web server for deep-sequencing data analysis. Nucleic Acids Res. 44(W1):W160-5. 10.1093/nar/gkw25727079975PMC4987876

[bib95] Rantakari, P., D.A. Patten, J. Valtonen, M. Karikoski, H. Gerke, H. Dawes, J. Laurila, S. Ohlmeier, K. Elima, S.G. Hübscher, . 2016. Stabilin-1 expression defines a subset of macrophages that mediate tissue homeostasis and prevent fibrosis in chronic liver injury. Proc. Natl. Acad. Sci. USA. 113:9298–9303. 10.1073/pnas.160478011327474165PMC4995933

[bib96] Rapalino, O., O. Lazarov-Spiegler, E. Agranov, G.J. Velan, E. Yoles, M. Fraidakis, A. Solomon, R. Gepstein, A. Katz, M. Belkin, . 1998. Implantation of stimulated homologous macrophages results in partial recovery of paraplegic rats. Nat. Med. 4:814–821. 10.1038/nm0798-8149662373

[bib97] Rivollier, A., J. He, A. Kole, V. Valatas, and B.L. Kelsall. 2012. Inflammation switches the differentiation program of Ly6Chi monocytes from antiinflammatory macrophages to inflammatory dendritic cells in the colon. J. Exp. Med. 209:139–155. 10.1084/jem.2010138722231304PMC3260867

[bib98] Robinson, M.D., D.J. McCarthy, and G.K. Smyth. 2010. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics. 26:139–140. 10.1093/bioinformatics/btp61619910308PMC2796818

[bib99] Ruffell, D., F. Mourkioti, A. Gambardella, P. Kirstetter, R.G. Lopez, N. Rosenthal, and C. Nerlov. 2009. A CREB-C/EBPbeta cascade induces M2 macrophage-specific gene expression and promotes muscle injury repair. Proc. Natl. Acad. Sci. USA. 106:17475–17480. 10.1073/pnas.090864110619805133PMC2762675

[bib100] Saclier, M., M. Lapi, C. Bonfanti, G. Rossi, S. Antonini, and G. Messina. 2020. The Transcription Factor Nfix Requires RhoA-ROCK1 Dependent Phagocytosis to Mediate Macrophage Skewing during Skeletal Muscle Regeneration. Cells. 9:E708. 10.3390/cells903070832183151PMC7140652

[bib101] Saclier, M., H. Yacoub-Youssef, A.L. Mackey, L. Arnold, H. Ardjoune, M. Magnan, F. Sailhan, J. Chelly, G.K. Pavlath, R. Mounier, . 2013. Differentially activated macrophages orchestrate myogenic precursor cell fate during human skeletal muscle regeneration. Stem Cells. 31:384–396. 10.1002/stem.128823169615

[bib102] Serrano, A.L., B. Baeza-Raja, E. Perdiguero, M. Jardí, and P. Muñoz-Cánoves. 2008. Interleukin-6 is an essential regulator of satellite cell-mediated skeletal muscle hypertrophy. Cell Metab. 7:33–44. 10.1016/j.cmet.2007.11.01118177723

[bib103] Silva, W.N., P.H.D.M. Prazeres, A.E. Paiva, L. Lousado, A.O.M. Turquetti, R.S.N. Barreto, E.C. de Alvarenga, M.A. Miglino, R. Gonçalves, A. Mintz, and A. Birbrair. 2018. Macrophage-derived GPNMB accelerates skin healing. Exp. Dermatol. 27:630–635. 10.1111/exd.1352429505115PMC6013359

[bib104] Stables, M.J., S. Shah, E.B. Camon, R.C. Lovering, J. Newson, J. Bystrom, S. Farrow, and D.W. Gilroy. 2011. Transcriptomic analyses of murine resolution-phase macrophages. Blood. 118:e192–e208. 10.1182/blood-2011-04-34533022012065PMC5362087

[bib105] Strassmann, G., M. Fong, J.S. Kenney, and C.O. Jacob. 1992. Evidence for the involvement of interleukin 6 in experimental cancer cachexia. J. Clin. Invest. 89:1681–1684. 10.1172/JCI1157671569207PMC443047

[bib106] Stuard, W.L., R. Titone, and D.M. Robertson. 2020. The IGF/Insulin-IGFBP Axis in Corneal Development, Wound Healing, and Disease. Front. Endocrinol. (Lausanne). 11:24. 10.3389/fendo.2020.0002432194500PMC7062709

[bib107] Subramanian, A., P. Tamayo, V.K. Mootha, S. Mukherjee, B.L. Ebert, M.A. Gillette, A. Paulovich, S.L. Pomeroy, T.R. Golub, E.S. Lander, and J.P. Mesirov. 2005. Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc. Natl. Acad. Sci. USA. 102:15545–15550. 10.1073/pnas.050658010216199517PMC1239896

[bib108] Suzuki, T., S. Hayashi, Y. Miki, Y. Nakamura, T. Moriya, A. Sugawara, T. Ishida, N. Ohuchi, and H. Sasano. 2006. Peroxisome proliferator-activated receptor gamma in human breast carcinoma: a modulator of estrogenic actions. Endocr. Relat. Cancer. 13:233–250. 10.1677/erc.1.0107516601291

[bib109] Szanto, A., B.L. Balint, Z.S. Nagy, E. Barta, B. Dezso, A. Pap, L. Szeles, S. Poliska, M. Oros, R.M. Evans, . 2010. STAT6 transcription factor is a facilitator of the nuclear receptor PPARγ-regulated gene expression in macrophages and dendritic cells. Immunity. 33:699–712. 10.1016/j.immuni.2010.11.00921093321PMC3052437

[bib110] Thorvaldsdóttir, H., J.T. Robinson, and J.P. Mesirov. 2013. Integrative Genomics Viewer (IGV): high-performance genomics data visualization and exploration. Brief. Bioinform. 14:178–192. 10.1093/bib/bbs01722517427PMC3603213

[bib111] Tidball, J.G. 2017. Regulation of muscle growth and regeneration by the immune system. Nat. Rev. Immunol. 17:165–178. 10.1038/nri.2016.15028163303PMC5452982

[bib112] Tidball, J.G., and S.A. Villalta. 2010. Regulatory interactions between muscle and the immune system during muscle regeneration. Am. J. Physiol. Regul. Integr. Comp. Physiol. 298:R1173–R1187. 10.1152/ajpregu.00735.200920219869PMC2867520

[bib113] Tonkin, J., L. Temmerman, R.D. Sampson, E. Gallego-Colon, L. Barberi, D. Bilbao, M.D. Schneider, A. Musarò, and N. Rosenthal. 2015. Monocyte/Macrophage-derived IGF-1 Orchestrates Murine Skeletal Muscle Regeneration and Modulates Autocrine Polarization. Mol. Ther. 23:1189–1200. 10.1038/mt.2015.6625896247PMC4817788

[bib114] Tsai, V.W.W., Y. Husaini, A. Sainsbury, D.A. Brown, and S.N. Breit. 2018. The MIC-1/GDF15-GFRAL Pathway in Energy Homeostasis: Implications for Obesity, Cachexia, and Other Associated Diseases. Cell Metab. 28:353–368. 10.1016/j.cmet.2018.07.01830184485

[bib115] Uaesoontrachoon, K., D.K. Wasgewatte Wijesinghe, E.J. Mackie, and C.N. Pagel. 2013. Osteopontin deficiency delays inflammatory infiltration and the onset of muscle regeneration in a mouse model of muscle injury. Dis. Model. Mech. 6:197–205.2291792510.1242/dmm.009993PMC3529351

[bib116] Uezumi, A., S. Fukada, N. Yamamoto, S. Takeda, and K. Tsuchida. 2010. Mesenchymal progenitors distinct from satellite cells contribute to ectopic fat cell formation in skeletal muscle. Nat. Cell Biol. 12:143–152. 10.1038/ncb201420081842

[bib117] Van de Sande, B., C. Flerin, K. Davie, M. De Waegeneer, G. Hulselmans, S. Aibar, R. Seurinck, W. Saelens, R. Cannoodt, Q. Rouchon, . 2020. A scalable SCENIC workflow for single-cell gene regulatory network analysis. Nat. Protoc. 15:2247–2276. 10.1038/s41596-020-0336-232561888

[bib118] Varga, T., R. Mounier, P. Gogolak, S. Poliska, B. Chazaud, and L. Nagy. 2013. Tissue LyC6- macrophages are generated in the absence of circulating LyC6- monocytes and Nur77 in a model of muscle regeneration. J. Immunol. 191:5695–5701. 10.4049/jimmunol.130144524133167

[bib119] Varga, T., R. Mounier, A. Patsalos, P. Gogolák, M. Peloquin, A. Horvath, A. Pap, B. Daniel, G. Nagy, E. Pintye, . 2016a. Macrophage PPARγ, a Lipid Activated Transcription Factor Controls the Growth Factor GDF3 and Skeletal Muscle Regeneration. Immunity. 45:1038–1051. 10.1016/j.immuni.2016.10.01627836432PMC5142832

[bib120] Varga, T., R. Mounier, A. Horvath, S. Cuvellier, F. Dumont, S. Poliska, H. Ardjoune, G. Juban, L. Nagy, and B. Chazaud. 2016b. Highly Dynamic Transcriptional Signature of Distinct Macrophage Subsets during Sterile Inflammation, Resolution, and Tissue Repair. J. Immunol. 196:4771–4782. 10.4049/jimmunol.150249027183604

[bib121] Vats, D., L. Mukundan, J.I. Odegaard, L. Zhang, K.L. Smith, C.R. Morel, R.A. Wagner, D.R. Greaves, P.J. Murray, and A. Chawla. 2006. Oxidative metabolism and PGC-1β attenuate macrophage-mediated inflammation. Cell Metab. 4:13–24. 10.1016/j.cmet.2006.05.01116814729PMC1904486

[bib122] von Maltzahn, J., A.E. Jones, R.J. Parks, and M.A. Rudnicki. 2013. Pax7 is critical for the normal function of satellite cells in adult skeletal muscle. Proc. Natl. Acad. Sci. USA. 110:16474–16479. 10.1073/pnas.130768011024065826PMC3799311

[bib123] Wang, H., D.W. Melton, L. Porter, Z.U. Sarwar, L.M. McManus, and P.K. Shireman. 2014. Altered macrophage phenotype transition impairs skeletal muscle regeneration. Am. J. Pathol. 184:1167–1184. 10.1016/j.ajpath.2013.12.02024525152PMC3969996

[bib124] Welc, S.S., M. Wehling-Henricks, J. Antoun, T.T. Ha, I. Tous, and J.G. Tidball. 2020. Differential Effects of Myeloid Cell PPARδ and IL-10 in Regulating Macrophage Recruitment, Phenotype, and Regeneration following Acute Muscle Injury. J. Immunol. 205:1664–1677. 10.4049/jimmunol.200024732817369PMC7484367

[bib125] Welch, J.S., M. Ricote, T.E. Akiyama, F.J. Gonzalez, and C.K. Glass. 2003. PPARgamma and PPARdelta negatively regulate specific subsets of lipopolysaccharide and IFN-gamma target genes in macrophages. Proc. Natl. Acad. Sci. USA. 100:6712–6717. 10.1073/pnas.103178910012740443PMC164512

[bib126] Yang, L., C.C. Chang, Z. Sun, D. Madsen, H. Zhu, S.B. Padkjær, X. Wu, T. Huang, K. Hultman, S.J. Paulsen, . 2017. GFRAL is the receptor for GDF15 and is required for the anti-obesity effects of the ligand. Nat. Med. 23:1158–1166. 10.1038/nm.439428846099

[bib127] Yona, S., K.W. Kim, Y. Wolf, A. Mildner, D. Varol, M. Breker, D. Strauss-Ayali, S. Viukov, M. Guilliams, A. Misharin, . 2013. Fate mapping reveals origins and dynamics of monocytes and tissue macrophages under homeostasis. Immunity. 38:79–91. 10.1016/j.immuni.2012.12.00123273845PMC3908543

[bib128] Yu, J., B. Shen, E.S. Chu, N. Teoh, K.F. Cheung, C.W. Wu, S. Wang, C.N. Lam, H. Feng, J. Zhao, . 2010. Inhibitory role of peroxisome proliferator-activated receptor gamma in hepatocarcinogenesis in mice and in vitro. Hepatology. 51:2008–2019. 10.1002/hep.2355020512989

[bib129] Zhang, L., J. Du, Z. Hu, G. Han, P. Delafontaine, G. Garcia, and W.E. Mitch. 2009. IL-6 and serum amyloid A synergy mediates angiotensin II-induced muscle wasting. J. Am. Soc. Nephrol. 20:604–612. 10.1681/ASN.200806062819158350PMC2653674

[bib130] Zhang, Y., T. Liu, C.A. Meyer, J. Eeckhoute, D.S. Johnson, B.E. Bernstein, C. Nusbaum, R.M. Myers, M. Brown, W. Li, and X.S. Liu. 2008. Model-based analysis of ChIP-Seq (MACS). Genome Biol. 9:R137. 10.1186/gb-2008-9-9-r13718798982PMC2592715

[bib131] Zhang, Y., L.A. Moszczynski, Q. Liu, J. Jiang, D. Zhao, D. Quan, T. Mele, V. McAlister, A. Jevnikar, S.J. Baek, . 2017. Over-expression of growth differentiation factor 15 (GDF15) preventing cold ischemia reperfusion (I/R) injury in heart transplantation through Foxo3a signaling. Oncotarget. 8:36531–36544. 10.18632/oncotarget.1660728388574PMC5482674

[bib132] Zigmond, E., C. Varol, J. Farache, E. Elmaliah, A.T. Satpathy, G. Friedlander, M. Mack, N. Shpigel, I.G. Boneca, K.M. Murphy, . 2012. Ly6C hi monocytes in the inflamed colon give rise to proinflammatory effector cells and migratory antigen-presenting cells. Immunity. 37:1076–1090. 10.1016/j.immuni.2012.08.02623219392

How the deposited data were processed for this re-analysis (not part of the article)

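RNA-seq libraries of sorted cells from C57BL/6J mice were used. They were 3 of Ly6C high blood monocytes from uninjured mice, 3 each of day 1 Ly6C high, day 2 Ly6C high, and day 2 Ly6C low MFs, and 4 of day 4 Ly6C low MFs from muscle injured with CTX. The authors aligned single-end reads to GRCm38 with STAR at default parameters, quantified genes with Salmon in the nf-core/rnaseq pipeline, and deposited expected counts per gene and library without normalization. The authors also deposited TPM, scaled within each library, for the same genes. The article does not say which library was made with which kit or sequencer, so a batch was known only through the titles, where day 4 replicates 3 and 4 lack the mark of a re-analysis.

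The expected counts, of which 12.9% to 17.5% per library were not whole numbers, were rounded to whole numbers. Of 45706 genes in the file, 45143 were matched by symbol to the GENCODE vM21 annotation of GRCm38, and 563 were not. Of these, 21519 were protein-coding, and the 9315 with at least 10 CPM in at least 1 of the 16 libraries were tested. The GC content and length of the longest transcript of each gene came from the same annotation. Computations ran in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, and DESeq2 1.42.0, and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, and matplotlib 3.10.9.

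Library totals ran from 9909905 to 20821095 counts, with a median of 15170645.5. A gene with 3 counts, taken as the floor, stood at 0.15 to 0.341 CPM. Against a group whose libraries were all at or under the floor, a fold change was computed against the floor and given as a lower bound. Intervals that counting gives, and the floor, cover counting error only, while the SD between libraries covers counting error and the differences between replicates together. CPM was the count divided by the library's counts over tested genes times its TMM factor. Log2 CPM used a prior count of 2, and CPM by library total was used only to rank genes in day 4 Ly6C low MFs.

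Comparisons between populations used edgeR's quasi-likelihood test on all 16 libraries with 1 coefficient per population, with p adjusted by the Benjamini-Hochberg method over all tested genes, and a gene was called DE at an adjusted p under 0.05 and a fold change of at least 1.5. The SE of a log2 fold change was derived from the log2 fold change and the F statistic of that test. For a gene list of the paper, p was also adjusted over the list alone. Single genes were compared with an exact permutation test (two-sided), whose smallest p is 0.10 for 3 libraries against 3 and 0.057 for 3 against 4. The separation of populations was tested with 100000 random relabellings. Principal components were taken from centered, unscaled log2 CPM, distances were 1 minus the Spearman correlation across genes, and trees used complete and average linkage. K-means used 7 centers and 50 random starts on centered and scaled population means of log2 CPM, over the 5964 of 6225 genes of Table S2 found by symbol. Similarity to *Igf1* was the Pearson correlation over population means of log2(CPM + 1), with a threshold of 0.9.

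The replicate numbers were read from the titles of the libraries, and the labels do not say whether libraries with the same number came from the same animals or day. Across all pairs of populations, the deviations of same-numbered libraries from their population means correlated across genes at a mean r of 0.018. The value for libraries with other numbers, -0.009, follows from it, since deviations cancel out within a population, and is no separate reference. With a mean r this low, the tests used no block, and a fit with the replicate number as a block was an alternative.

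Genes were named by a rule set in advance. It took every gene that the text names on the RNA-seq of the sorted populations, the 3 highest and 3 lowest log2 fold changes among DE genes without overlap between libraries in each comparison of Table S1, and marker genes of sex and of other cell types. In all, 185 of these genes were found, and some of them are not reported here. *Il31ra1* was not analysed here, *Ly6g*, *Chil4*, and *Col11a2* failed the filter, *Serpinb10* was left out because it is annotated as a polymorphic pseudogene, and reads of *Ly6c1* and *Ly6c2*, of *Chil3* and *Chil4*, and of the MHC class II genes could have been shared in the quantification.

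The test was tested on simulated data, with 9315 genes of the same spread, of which 200 were changed. Of 50 genes at each size, it called 34% at 1.5-fold, 92% at 2-fold, and 100% at 4-fold and 8-fold, with 4 false calls. The alternatives covered the normalization, the test, the filter, the gene types, the libraries fitted, the block, the fold change threshold, each library left out in turn, each pair of day 4 libraries alone, the scale and starts of k-means, the scale and genes of the similarity, and the unit of the ranks. Pathway enrichment, the comparison with databases of secreted proteins, and the ATAC-seq, ChIP-seq, single-cell, and cultured macrophage data were not used here.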

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

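The tests of explanations in this part were chosen before their results were seen, apart from the comparison of the share of pseudogenes and overlapping genes with that among all tested genes.

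*Vcan* in day 4 Ly6C low MFs was examined because 1 library stood far from the others. It was at 3.96, 6.28, 3.58, and 3.5 CPM in replicates 1 to 4. The gap of replicate 2 to the nearest library was 0.834 of the whole range, above Dixon's critical value for 4 libraries. Of 31 values tested in this population (30 genes and the total counts), this was the only one above its critical value, and by chance about 1 in 20 groups meets the rule. Whether 1 library that differs from the others could be the source was tested by counting in which library such values lie. With only 1 value, in replicate 2, the test could not have come out the other way. No biological explanation was tested, since the 4 libraries carry the same condition, and the value cannot be told apart from chance.

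Genes of any annotated type other than protein-coding were examined because the paper does not analyse them in the sorted populations. Of 356 such genes with at least 10 CPM in at least 1 library, 246 were DE between blood monocytes and day 4 Ly6C low MFs. The test was edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 67 genes were higher and 179 lower at day 4. The 356 genes take in immunoglobulin and T cell receptor genes such as *Ighm* and *Trbc2*, which encode proteins but are annotated as other types. Lymphocyte RNA in the monocyte libraries may therefore contribute to the genes that were lower at day 4. *H19*, chosen after its values were seen, had a log2 fold change of 8.36 (adjusted p = 6.55e-09), with 77.2 CPM at day 4 against 0.24 in monocytes. Of the 67 genes, 46 (68.7%) are pseudogenes or overlap a protein-coding gene, so their counts may include reads shared with genes they overlap or copy. Among all 356 tested, that share was 75.8%, higher than among the 67, which goes against shared reads as the explanation for the whole group. Log2 fold changes of these genes had a Spearman correlation across genes of 0.049 with GC content and of -0.025 with gene length (genes are not independent replicates), too small for either to be the source. The remaining 21 genes, *H19* among them, are neither pseudogenes nor overlap a protein-coding gene, so shared reads of this kind do not explain their rise. For the 46 genes the rise cannot be told apart from shared reads, and for all 67 genes it cannot be told apart from the sex of the animals, which differs between the 2 populations by label.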

How the results depend on the processing

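Alternatives were set before the data were examined, apart from the correction for GC content, the fits without normalization factors, and the k-means runs named below as added, which were chosen after seeing the data. For none of the changes below was the cause tested, unless a value is given that shows it.

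Of 604 alternative values for the log2 fold changes of 49 named gene comparisons, 600 kept their direction and their side of the threshold. The exceptions concerned 3 log2 fold changes. *Il10* from day 1 Ly6C high to day 4 Ly6C low MFs went from 0.37 to -0.017 with only day 4 replicates 1 and 2 (adjusted p = 0.96), and to 0.67 with only day 4 replicates 3 and 4, where it was called DE (adjusted p = 0.0364, over a range of 0.0364 to 0.96). *Stat6* from monocytes to day 4 went to -0.57 with only day 4 replicates 1 and 2, short of a 1.5-fold difference. *Gimap3* from monocytes to day 1, where its libraries were at the floor, was not DE with DESeq2's Wald test (adjusted p = 0.0741, over a range of 5.08e-09 to 0.0741). The cause was not tested. Of 181 alternative values for the other results, 28 moved.

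For the counts of DE genes, the fold change threshold and the filter moved most. A log2 fold change of at least 1 left 3324 genes in place of 5134 (day 1 Ly6C high against monocytes), 2356 in place of 4281 (day 4 Ly6C low against day 1 Ly6C high), 2738 in place of 4477 (day 4 Ly6C low against monocytes), 293 in place of 1159 (day 2 against day 1 Ly6C high), 1157 in place of 2561 (day 2 Ly6C low against Ly6C high), and 1045 in place of 2638 (day 4 against day 2 Ly6C low). With no fold change threshold, the last 5 of these counts were 6906, 7122, 3397, 5163, and 5494. A natural-log coefficient of at least 0.5 left 732 genes between day 2 and day 1 Ly6C high MFs. It left 4406 genes for day 1 against monocytes, 3524 for day 4 against day 1, and 3785 for day 4 against monocytes. These were closer to the paper's 4593, 3600, and 3966 than the reported counts. With no filter but a count above 0, the counts were 6441 (day 4 against day 1), 7230 (day 4 against monocytes), and 4105 (day 4 against day 2 Ly6C low), and 1677 in place of 854 between the pairs of day 4 libraries. The cause was not tested. DESeq2's size factors, its Wald test, edgeR's likelihood ratio test, edgeR's filterByExpr, 10 CPM in at least 3 libraries, all gene types, fits of the 2 populations alone, and the replicate block gave counts within 1.5 times the reported ones. With the replicate number as a block, where the pairing had a mean r of 0.018 over all populations, the counts were 5140, 4426, 4503, 1183, and 2593, apart from that between Ly6C low and Ly6C high MFs at day 2.

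Leaving out 1 library at a time gave 5098 to 5155 DE genes between day 1 and monocytes (6 fits), 4207 to 4417 between day 4 and day 1 (7 fits), 4455 to 4511 between day 4 and monocytes (7 fits), 977 to 1253 between day 2 and day 1 Ly6C high (6 fits), 2419 to 2658 between the day 2 populations (6 fits), and 2439 to 2706 between day 4 and day 2 Ly6C low MFs (7 fits). With each pair of day 4 libraries alone, 4046 and 3746 of the 4281 genes of day 4 against day 1 were called again, 4081 and 4182 of the 4477 against monocytes, and 2201 and 2334 of the 2638 against day 2 Ly6C low MFs.

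Without normalization factors, an alternative added after seeing the data, the median log2 fold change of all tested genes shifted to -0.43 for day 1 against monocytes, -0.3 for day 4 against monocytes, 0.11 for day 4 against day 1, and 0.13 for day 2 against day 1 Ly6C high MFs, from within 0.04 of 0 with TMM factors. The counts of DE genes stayed within 1.5 times the reported ones, but the shares that were higher or lower moved with these shifts. The correction for GC content, also added, gave 5118, 4251, 4415, 991, 2511, and 2562 DE genes in the order of the comparisons above, and 696 between the pairs of day 4 libraries.

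The share of genes that k-means placed in the matching cluster of Table S2, 60.9%, was 66.82% with CPM by library total, 92.09% with log2(TPM + 1), 63.82% with only day 4 replicates 1 and 2, 67.92% with only day 4 replicates 3 and 4, and 79.67% over genes DE in any of the 3 comparisons. Among the runs added after seeing the data, it was 67.39% with log2 of CPM by library total plus 1 and 84.15% when started at the mean profiles that Table S2 gives. Started at those means, it was 85.3% with log2(CPM + 1), 74.33% with log2 of CPM by library total plus 1, and 73.39% with CPM by library total. Linear CPM, log2(CPM + 1), the MacQueen algorithm, and 3 sets of other random starts left it between 60.8% and 61.3%. In the run with 84.15%, differences between clusters held 79.74% of the sum of squares, against 79.88% with 50 random starts. Its share and the reported 60.9% thus come from nearly equal fits. For the other changes, the cause was not tested.

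The count of genes similar to *Igf1* was 1001 over all genes with a count above 0, against 586, and 428 to 609 under the other alternatives. *Gpnmb* ranked 79 with the deposited TPM, against 13, and 12 or 13 with 1 replicate left out. The cause was not tested. The ratio of distances between and within populations kept a p of at most 4e-05 under all alternatives run, with values of 3.63 to 16.4.

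Depth limits what can be said of genes at the floor. Their fold changes are lower bounds, and the monocyte values of *Gdf15* and *Igf1* rest on at most 18 and 16 counts per library. The monocyte value of *Il10* rests on at most 5 counts per library.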

Differences from the paper's values

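The count of genes with a similarity to *Igf1* of at least 0.9 was 586, against the paper's 918. Of the alternatives set before the data were examined, only the use of all genes with a count above 0 closed the gap, with 1001 genes. Linear CPM (604), a pseudocount of 0.1 (608), the 16 libraries in place of population means (428), log2(TPM + 1) (605), and the pairs of day 4 libraries (609 and 569) did not.

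From monocytes to day 4 Ly6C low MFs, the natural-log fold change of *Stat6* was -0.491, against the paper's -0.687283 in Table S1. Limma on log2(TPM + 1) closed the gap, with -0.665. DESeq2's size factors (-0.482), its Wald test (-0.482), the replicate block (-0.464), each library left out in turn (-0.54 to -0.453), and the pairs of day 4 libraries (-0.392 and -0.61) did not.

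In the same comparison, the natural-log fold change of *Cd36* was 2.608, against the paper's 2.77739 in Table S1. The gap was closed by limma on log2(TPM + 1), with 2.739, by leaving out blood monocytes replicate 3, with 2.689, and by day 4 replicates 3 and 4 alone, with 2.737. DESeq2's size factors (2.617), its Wald test (2.617), the replicate block (2.566), the other libraries left out in turn (2.546 to 2.658), and day 4 replicates 1 and 2 alone (2.448) did not. That Table S1 gives natural-log values was inferred after seeing the values.

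Some rankings and directions also differed. The paper places *Gpnmb* within the leading ranks by CPM in day 4 Ly6C low MFs, and here it ranked 13, with 12 when replicate 2 was left out. No setting brought it to the paper's rank. The paper describes *Spp1*, *Ptgs2*, and *Il10* as rising through regeneration. Here, all of them rose from monocytes to day 1 and were higher at day 4 than in monocytes, with log2 fold changes of 8.36, 6.02, and 7.62. From day 1 to day 4, *Spp1* and *Ptgs2* had log2 fold changes of -0.87 and -3.31, and *Il10* was not DE at 0.37, except with only day 4 replicates 3 and 4, at 0.67. The paper's text assigns *Gpnmb* to cluster 5, whereas Table S2 lists it in cluster 4. K-means here placed *Gpnmb*, *Gdf15*, and *Igf1* together in the group matched to cluster 4, so it does not set *Gpnmb* apart from them. The mean profile of that group rose at each step, unlike that of cluster 4 of Table S2.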

Other observations

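The tests on library size, on the deviations of *Dcn* and *Col1a1*, on a few genes taking most of the counts, on Table S1, on Table S2, on the ratio of *Gdf15* to *Igf1*, and on GC content between day 1 and day 2 Ly6C high MFs were chosen only after the result was seen.

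Day 4 replicates 1 and 2 differed from day 4 replicates 3 and 4. Between these pairs 854 genes were DE by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 531 higher and 323 lower in replicates 3 and 4. The other pairings of the 4 libraries gave 0 DE genes, with 10 and 3 genes at an unadjusted p under 0.05. They place libraries from both sides of the split in each group, which raises the spread within groups, so these low counts do not support a batch. The titles mark the same split, and on that ground alone a difference between library batches may be the source. Log2 ratios between the pairs had a Spearman correlation across genes of -0.351 with GC content and of 0.018 with gene length (genes are not independent replicates). After a correction for GC content, 696 genes were DE, 570 of them among the 854, so GC content does not explain the whole difference. The smallest total of replicates 3 and 4 exceeded the largest of replicates 1 and 2 by 63578 counts, as 1 of the 3 pairings would show by chance. Replicates 1 and 3 had nearly equal totals (18221806 and 18285384 counts) but differed with a chi-square per degree of freedom of 48.8, against 8.58 between replicates 1 and 2 and 7.75 between replicates 3 and 4, whose totals lay further apart, so library size does not explain the split. All 5 markers of skeletal muscle fibers and all 5 markers of fibroblasts were higher in both of replicates 1 and 2, so RNA from these cells could contribute. The log2 ratios had a weak correlation, 0.172 across genes, with the log2 fold change of day 2 Ly6C high over day 4 Ly6C low MFs. Single genes that are higher in Ly6C high MFs, picked after their values were seen, went both ways. *Ly6c2* was at 7.86 and 10.7 CPM in replicates 1 and 2 and at 6.93 and 6.05 CPM in replicates 3 and 4. *Ptgs2* was at 121 and 120 CPM against 153 and 139 CPM. A different share of Ly6C high MFs is therefore not excluded. No biological explanation was tested, since the 4 libraries carry the same condition.

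Genes of other cell types were counted in the day 4 libraries. Of 5 further muscle fiber genes, 4 were higher in all day 4 libraries than in all others and higher in replicates 1 and 2. *Tnni2* was not higher in all day 4 libraries, at 5.51 CPM in day 4 replicate 3 and 5.84 CPM in day 2 Ly6C low replicate 2. The test for RNA from skeletal muscle fibers, which required all 5, thus did not pass because of this gene. The markers listed first, *Acta1*, *Ckm*, *Myh4*, *Tnnt3*, and *Mylpf*, were each higher in every day 4 library than in every other library. Table S2 lists *Acta1*, *Mylpf*, *Atp2a1*, and *Tnni2* in cluster 5. *Acta1* had 42.4, 49.4, 18.6, and 27.6 CPM in day 4 replicates 1 to 4, and at most 1.26 CPM in any other library. Of cluster 5 genes, 57.4% were higher in both of day 4 replicates 1 and 2, and 18.9% in both of replicates 3 and 4, against 41.3% of all tested genes higher in replicates 1 and 2. RNA from muscle or fibroblasts may therefore contribute to the rise of some cluster 5 genes, and it cannot be told apart from the split between the pairs.

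Collagen genes of cluster 5 had their highest means in day 4 Ly6C low MFs. Of *Dcn* and *Pdgfra*, fibroblast markers that are not collagens, 0 were higher in every day 4 library than in every other library. *Col1a1* and *Col3a1* did not meet this criterion either, and *Dcn* and *Pdgfra* reached at most 3.35 and 0.698 CPM in any library, so the test does not decide on RNA from fibroblasts. Over the 13 muscle MF libraries, the deviations of *Dcn* and *Col1a1* from their population means had a Spearman correlation of 0.769 (permutation p = 0.0086) and a Pearson correlation of 0.798 (permutation p = 0.0037), or 0.738 without the 2 farthest libraries. A few fibroblasts in some libraries may thus contribute to the collagen counts, and expression by MFs cannot be told apart from this.

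Genes of lymphocytes were higher in the blood monocyte libraries than in the muscle MF libraries. Of 15 markers of T, B, and NK cells, 14 were higher in every monocyte library than in every muscle MF library, and *Ms4a1* was not. RNA from other cells in the monocyte libraries may be the source, although expression by monocytes and the sex of the animals were not told apart from it. Of 7 further T cell genes, 7 were lowest in monocyte replicate 1 and highest in replicate 3, which is consistent with RNA from T cells in different amounts. Of 10 further B cell genes, 7 were over 4 times higher in monocyte replicate 2 than in both others, fewer than the 8 set for the test of RNA from B cells in that library. Among neutrophil markers, 4 of 5 were highest in monocytes and *Retnlg* in day 2 Ly6C low MFs, so that the test for RNA from neutrophils, which required all 5, did not pass. *S100a9* was at 0.765, 73.8, and 2.06 CPM in the monocyte libraries. The hemoglobin gene *Hbb-bs* had a mean of 153 CPM in monocytes, and at most 4.12 CPM in any muscle MF library. The further T cell, B cell, and muscle fiber genes were listed after the first markers were seen, and *Acta1*, *S100a9*, and *Hbb-bs* were picked for mention after their values were seen.

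All 5 genes tested for the sex of the animals, *Xist* and 4 Y-linked genes, separated the libraries without overlap as labelled, with *Xist* higher in the monocyte libraries. The share of X-linked genes that were DE between monocytes and day 4 Ly6C low MFs minus that of autosomal genes was -5.2 percentage points, so the DE genes were not concentrated on the X chromosome. An effect of sex on autosomal genes was not tested, and it cannot be told apart from the step between blood and muscle.

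Log2 fold changes had Spearman correlations across genes with GC content and gene length of 0.107 and 0.051 for day 4 against monocytes, -0.007 and 0.136 for day 1 against monocytes, and 0.129 and -0.123 for day 4 against day 1. All were under 0.3 in size, too small for GC content or gene length to account for these comparisons. Between day 1 and day 2 Ly6C high MFs the correlation with GC content was 0.347 and that with gene length -0.294, and no correction for gene length was run. After a correction for GC content, 991 genes were DE in that comparison, 824 of them among the 1159, so GC content does not explain most of them. The median log2 fold change of day 4 against monocytes was -0.3 without normalization factors, within the 0.5 set for a few genes taking most of the counts.

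Other splits of the libraries were fitted with the 2 populations alone. Libraries share replicate numbers between populations, so the real split was compared only with splits that part the same-numbered pairs. These put libraries of both populations into each group, except that with 4 day 4 libraries 1 split moves only day 4 replicate 4 to the other population and leaves day 4 replicates 1 to 3 as a group. For day 1 against monocytes, day 2 against day 1 Ly6C high, and day 2 Ly6C low against Ly6C high MFs, 1 of the 4 splits, the real one, gave as many DE genes (4863, 965, and 2240). For day 4 against day 1, day 4 against monocytes, and day 4 against day 2 Ly6C low MFs, it was 1 of the 8 splits (3947, 4300, and 2372). All other splits gave 0 DE genes, with up to 25, 273, 39, 3815, 3077, and 2391 genes at an unadjusted p under 0.05 in the order given, and the last 3 of these numbers came from the split that moves only replicate 4. A group that holds both populations carries their difference as spread within the group, so few or no DE genes were to be expected from such splits, and these counts lend the real split little support. With so few splits, the share cannot fall under 0.05.

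Across 1354 genes shown in Table S1, the slope of its logFC on the log2 fold change computed here was 0.683 for day 4 against monocytes, near the natural log of 2, 0.693, and the correlation across genes was 0.985. Table S1 may therefore hold natural-log fold changes. Of 1377 genes shown there, 903 had an adjusted p under 0.05 and a logFC of at least 0.5 in a comparison. These were the genes found in Table S2, with 0 placed otherwise, which is consistent with a threshold of 0.5 on the natural-log scale. A 1.5-fold threshold on that scale would place 133 otherwise.

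The ratio of *Gdf15* to *Igf1* differed between the day 2 populations. The mean log2 ratio changed by -2.91 from day 2 Ly6C high to day 2 Ly6C low MFs, and all 3 libraries of the first population lay above all 3 of the second. This value restates the difference that prompted it, so a step that depends on the gene was not tested independently, and neither were technical explanations for this ratio.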
